# Inhibiting inflammation in adipocytes accelerates mammary tumor development in mice

**DOI:** 10.1172/JCI187202

**Published:** 2025-06-17

**Authors:** Dae-Seok Kim, Toshiharu Onodera, Jan-Bernd Funcke, Kyounghee Min, Qingzhang Zhu, Qian Lin, Shiuhwei Chen, Chanmin Joung, Min Kim, R. Max Wynn, Joselin Velasco, Charlotte Lee, Megan Virostek, Chao Li, Philipp E. Scherer

**Keywords:** Inflammation, Metabolism, Oncology, Adipose tissue

## Abstract

Proinflammatory signaling in adipocytes is essential for healthy adipose expansion, remodeling, and tissue integrity. We investigated the effects of targeting inflammation in either adipocytes or mammary gland epithelial cells, in the context of mammary tumor development, by locally expressing the antiinflammatory adenoviral RIDα/β protein complex in a cell type–specific manner. Suppression of adipocyte inflammation (RID^ad^ mice) in a mammary tumor model driven by MMTV-PyMT (PyMT-RID^ad^ mice) led to an elevated number of tumor-associated macrophages and upregulation of immunoregulatory molecules in the mammary fat pad. This was accompanied by metabolic dysfunction and abnormal mammary gland development. Importantly, this phenotype correlated with accelerated mammary tumor onset, enhanced growth, and lung metastasis. Tumors in PyMT-RID^ad^ mice exhibited upregulated CD36 expression, suggesting enhanced fatty acid uptake. Conversely, suppression of inflammation in mammary gland epithelial cells by RIDα/β expression (RID^MMTV^ mice) decelerated mammary tumor growth without affecting tumor onset or macrophage accumulation. These findings highlight the differential impact on tumor development exerted through the suppression of inflammatory signals in different cell types in the microenvironment. Our results underscore the role of the suppression of adipocyte inflammation leading to a tumor-friendly microenvironment, promoting mammary cancer progression. This study sheds light on the complex interplay between inflammation, specifically driven by the adipocyte, in breast cancer pathogenesis.

## Abstract 2

Inhibiting inflammation in tumor cells slows tumor growth, while blocking inflammation in surrounding adipocytes accelerates growth by increasing tumor-associated macrophages.

## Introduction

Our previous studies focused on the pathophysiological effects of an impaired local proinflammatory response within adipocytes, which led to increased ectopic lipid accumulation, glucose intolerance, and systemic inflammation (1). These findings came as a surprise at the time, since there was a general belief that inflammation in adipose tissue is an integral part of metabolic syndrome, and antiinflammatory actions were thought to lead to metabolic improvements. However, our findings suggested that proinflammatory signaling in the adipocyte is, in fact, required for proper adipose tissue remodeling and expansion. These findings not only deepened our overall understanding of adipose tissue dynamics in relation to inflammation, but also established an approach to effectively intervene in the inflammatory process by targeted overexpression of the adenoviral receptor internalization and degradation protein complex RIDα/β. Previous studies indicated that RIDα/β represents a transmembrane heterotrimeric complex comprising 10.4 kDa and 14.5 kDa subunits encoded by the adenovirus E3 region (2–6). This complex has been reported to robustly suppress key inflammatory pathways in vitro, including those involving LPS/TLR4, TNF-α/TNFR, and IL-1β/IL-1R (2–4). Importantly, our recent study employing adipocyte-specific doxycycline-inducible (Dox-inducible) RIDα/β transgenic mice (RID^ad^) demonstrated that suppressing inflammatory pathways in adipocytes directly affects metabolic outcomes (7). Despite a reduced weight gain, RID^ad^ mice exhibited exacerbated metabolic dysfunction, including glucose intolerance and insulin resistance, fatty liver, and reduced adiponectin levels. Consistent with previous reports (2, 3), a significant reduction in proinflammatory factors was observed; particularly notable was a reduction in M1-like macrophage markers such as *Tnf*, *Il1b*, and *Saa3*. Intriguingly, alongside this reduction, an increase in *Adgre1* expression was noted. This was accompanied by elevated levels of M2-like macrophage markers such as *Mgl1*, *Mrc1*, and *Clec10a*. These findings suggest that RIDα/β induces macrophage polarization toward an M2-like phenotype in adipose tissue through the regulation of inflammation. Numerous studies have underscored the intricate interplay between inflammatory processes and their profound impact on the initiation, progression, and metastasis of cancer (8, 9). A growing body of evidence has highlighted the important role played by chronic inflammation within the mammary environment, implicating that it creates a favorable setting for the growth and advancement of breast tumors (10–14). Furthermore, inflammatory signaling pathways have been identified as critical regulators of tumor-promoting processes, influencing aspects such as cell proliferation, angiogenesis, and immune evasion (9, 14, 15). Recent studies have explored this further, revealing details about specific molecular pathways connecting inflammation to the development of breast tumors (16, 17). Such findings highlight the crucial role of inflammatory signaling in shaping the tumor microenvironment. Despite these insights, a comprehensive examination of the tissue-specific regulation of inflammation, especially within adipocytes and tumor cells, and its implications for mammary tumor development has not been done to date in detail. Additionally, the unresolved question persists as to whether the expansion of dysfunctional adipose tissues during a high-fat diet (HFD) challenge, resulting from the suppression of inflammation in adipocytes, exerts relevant effects on the initiation and progression of mammary tumors. Our previous studies were focused on unraveling the profound connections between RIDα/β-mediated inflammation modulation and its extensive impact on metabolic regulation (1, 7).

In this study, we investigated how a selective RIDα/β-mediated suppression of inflammation in either adipocytes or mammary gland epithelial cells (i.e., the cells from which the tumor stems) affects the intricate landscape of tumorigenesis within the mammary microenvironment. To this end, we utilized RID^ad^ mice (7), in which adipocyte inflammation is suppressed, and transplanted them with mouse breast cancer cells. We also generated a transgenic model of breast cancer development in the presence of suppressed adipocyte inflammation, PyMT-RID^ad^, by combining the RID^ad^ model with mammary gland epithelial cell–specific expression of the polyomavirus middle T antigen (PyMT) (18, 19). Additionally, we created another transgenic model, PyMT-RID^MMTV^, in which both RIDα/β and PyMT were expressed specifically in mammary gland epithelial cells, allowing us to assess breast cancer development under conditions of suppressed mammary gland epithelial cell inflammation. Using these genetic mouse models, we demonstrated that suppression of adipocyte inflammation led to adipocyte apoptosis, metabolic alternation, and recruitment of tumor-associated macrophages (TAMs), collectively contributing to an immune-suppressive, tumor-promoting microenvironment. In contrast, suppression of inflammation in mammary gland epithelial cells in PyMT-RID^MMTV^ mice resulted in decelerated tumor growth without affecting tumor onset or TAM accumulation.

## Results

### RIDα/β and inflammatory gene expression in RID^ad^ mice.

Our previous findings characterized the metabolic consequences of inflammation suppression in adipocytes using the Dox-inducible RID^ad^ mouse model (Figure 1A) (7). Here, we utilized the RID^ad^ model to investigate how modulating the inflammatory process in adipocytes contributes to breast tumor development. We first validated cell type–specific RIDα/β expression using a range of assays. Quantitative PCR (qPCR) analysis demonstrated robust RIDα/β induction in the mammary fat pad (MFP) (Figure 1B) and in the gonadal white adipose tissue (gWAT) (Figure 1C) after a 12-week challenge with a Dox-containing HFD. Western blotting confirmed the expression of RIDβ in both adipose depots (Figure 1D). Of note, although we generated distinct antibodies against RIDα and RIDβ, the RIDα antibody displayed an unacceptable level of background signal and thus was not used (data not shown). RIDβ expression was not detectable in the liver, supporting the intended restriction of transgene expression to adipocytes (Figure 1D). Immunostaining of the MFP and gWAT, particularly costaining with perilipin and RIDβ antibodies, further confirmed the adipocyte-selective induction of RIDα/β within adipose tissue (Figure 1, E and F). Importantly, RIDβ expression was not detected in mammary gland epithelial cells (Figure 1E and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI187202DS1; detailed images). In our previous study, male RID^ad^ mice exhibited a significant decrease in the expression of proinflammatory genes such as *Tnf* and *Il1b* (7). In contrast, female mice subjected to a long-term Dox-HFD regimen of 12 weeks, which is the focus of our study here, exhibited an upregulation of multiple inflammation-related genes in the MFP (Figure 1G) and gWAT (Figure 1H). However, this effect was mitigated in isolated adipocytes from the MFP (Supplemental Figure 1, B and C), suggesting that the overall induction of inflammatory genes within adipose tissue of female mice arises from other cell types, such as mammary gland epithelial cells or infiltrating immune cells, rather than from adipocytes. Notably, *Ccl2*, known for its high expression within the tumor microenvironment and its pivotal role in recruiting TAMs (20), which generally resemble M2-like macrophages, was significantly upregulated in both the MFP and gWAT (Figure 1, G and H). In line with this finding, RID^ad^ mice displayed an upregulation of M2 macrophage-related genes, including *Arg1* in both MFP and gWAT as well as *Mgl1* in gWAT. Furthermore, the pan-macrophage marker gene *Adgre1* was significantly upregulated in both the MFP and gWAT, suggesting macrophage accumulation and M2 polarization in response to prolonged suppression of adipocyte proinflammatory signaling in female mice. These results are consistent with our previous findings that macrophages in the adipose tissue of RID^ad^ mice are polarized toward an M2-like phenotype in adipose tissue (7). Collectively, these findings underscore the complex and sex-dependent nature of adipose tissue inflammation and highlight the potential impact of prolonged inflammation-modulating interventions on macrophage dynamics in females.

### Increased adipocyte apoptosis and crown-like structure formation in RID^ad^ mice.

Macrophage-related markers were significantly upregulated in the MFP and gWAT of RID^ad^ mice that were fed Dox-HFD (Figure 1, G and H). We hypothesized that the suppression of proinflammatory signaling in adipocytes causes cell damage and unhealthy tissue expansion upon Dox-HFD challenge. This cell damage could result in increased apoptosis and subsequent recruitment of macrophages to remove cellular debris. To investigate this hypothesis, we performed immunostaining with antibodies for cleaved caspase-3 and perilipin to get a better sense of the degree of the apoptotic processes in the adipose tissues of RID^ad^ mice. Strikingly, cleaved caspase-3 was detectable at high frequency in adipocytes in the MFP (Figure 2, A and B) as well as gWAT (Figure 2, C and D) of RID^ad^ mice compared with control mice, indicating increased apoptosis. Western blotting analysis of the MFP for cleaved caspase-3 further supported this observation (Supplemental Figure 2, A and B). Although gWAT also showed increased apoptosis, the difference was not statistically significant upon quantification (Supplemental Figure 2, A and B). In adipose tissue, macrophages cluster around apoptotic adipocytes, forming crown-like structures (CLSs) (21, 22). Intriguingly, emerging evidence indicates that CLSs in adipose depots such as the MFP, particularly in the context of obesity, are associated with the development and progression of breast cancer (23). Given that we observed an increase in macrophage-related markers and adipocyte apoptosis in the MFP of RID^ad^ mice (Figure 1, G and H), we sought to determine whether apoptotic signaling is associated with exacerbated macrophage accumulation and CLS formation in MFP and gWAT. We assessed CLS formation by immunostaining using a MAC-2 antibody, which revealed an increased accumulation of CLSs in the MFP (Figure 2, E and G, and Supplemental Figure 2C; detailed images) and gWAT (Figure 2, F and G, and Supplemental Figure 2C; detailed images) of RID^ad^ mice compared with control mice. The presence of CLSs was further confirmed by H&E staining (Supplemental Figure 2D). Taken together, these observations suggest that the suppression of inflammation in MFP and gWAT during HFD challenge triggered adipocyte apoptosis, leading to the subsequent accumulation of macrophages in the MFP and gWAT of RID^ad^ mice. This dynamic interplay resulted in a fundamental change in the cellular composition within the microenvironment of the tissue.

### Increased TAM accumulation and accelerated tumor growth in the MFP of RID^ad^ mice.

The infiltration and accumulation of TAMs within the tumor microenvironment are pivotal for tumor progression (24–26). Notably, enhanced macrophage recruitment and accumulation, along with a significant upregulation of *Ccl2*, a key factor for TAM recruitment, were observed in the MFP and gWAT of RID^ad^ mice (Figures 1 and 2). Thus, we hypothesized that the increased presence of macrophages in the MFP and gWAT of RID^ad^ mice may also reflect a greater number of TAMs, even though these mice did not carry any tumors. To assess TAM recruitment and accumulation, immunostaining with a CD163 antibody, a TAM marker (27–30), was performed. CD163 expression was significantly higher in the MFP (Figure 3, A and B) and gWAT (Figure 3, C and D) of RID^ad^ mice compared with control mice, indicative of increased TAM presence. Expression of another well-established TAM marker, CD206, was significantly higher in the MFP of RID^ad^ mice compared with control mice as well, further supporting the increased presence of TAMs (Supplemental Figure 3, A and B). To investigate the effects of suppressing adipocyte inflammation on tumor development, we employed a syngeneic breast cancer mouse model (Figure 3E). EO771 cells were injected into the MFP of both control and RID^ad^ mice that were prefed with HFD and subsequently switched to Dox-HFD for induction of RIDα/β expression. Notably, suppression of adipocyte inflammation significantly enhanced the growth of syngeneic tumors in RID^ad^ mice compared with control mice (Figure 3, F–H), without affecting body weight (Figure 3I) or the composition or gross morphology of the MFP (Figure 3, J and K). In line with this observation, conditioned medium (CM) collected from in vitro–differentiated adipocytes of RID^ad^ mice promoted cancer cell proliferation and migration in several human breast cancer cell lines (Supplemental Figure 4, A–C). Interestingly, CM from in vitro–differentiated adipocytes of RID^ad^ mice (C57BL/6 mice background) induced the proliferation and migration of EO771 cells (C57BL/6 mice derived) but not MET1 cells (FVB mice derived), suggesting a background-specific effect of CM (Supplemental Figure 4, D–F).

### Earlier mammary tumor onset, accelerated tumor growth, and a higher incidence of lung metastasis in PyMT-RID^ad^ mice.

To study an autochthonous model of breast cancer development, we generated PyMT-RID^ad^ mice, which are RID^ad^ mice carrying the MMTV-PyMT transgene (Figure 4A). Female MMTV-PyMT spontaneously develop breast cancer, providing an ideal model for exploring the detailed outcomes of suppressing adipocyte inflammation (18). Our analysis focused on the mammary fat pad (MFP) rather than gonadal white adipose tissue (gWAT) because breast tumors predominantly originate and develop in the MFP. First, examination of the MFP in PyMT-RID^ad^ mice fed Dox-HFD revealed abnormal mammary gland development compared with PyMT mice, as determined by H&E staining (Figure 4B and Supplemental Figure 5A; magnified images). Second, PyMT-RID^ad^ mice showed a significantly earlier mammary tumor onset, developing palpable tumors at a younger age than PyMT mice (Figure 4C). PyMT-RID^ad^ mice exhibited significantly faster tumor growth compared with PyMT mice (Figure 4D) without any effect on body weight (Figure 4E). Tumors isolated from each group confirmed that RIDα/β overexpression in adipocytes promoted tumor growth (Figure 4F). Additionally, tumors from PyMT-RID^ad^ mice displayed a notable increase in actively proliferating Ki67-positive tumor cells (Figure 4G and Supplemental Figure 5, B and C). Also, the development of blood vessels within the tumor lesions compared with PyMT mice was enhanced, as indicated by CD31 staining and H&E staining (Figure 4, H and I, and Supplemental Figure 5D). These findings suggest that the suppression of inflammation in adipocytes stimulates both tumor development and growth. Interestingly, the number of macrophages at this late stage of tumor development was significantly decreased in the MFP of PyMT-RID^ad^ mice compared with PyMT mice, which contrasts with our observations in RID^ad^ mice (Supplemental Figure 5, E–G). Increased nutritional competition between tumor cells and macrophages has been reported to limit macrophage survival and function in the tumor microenvironment (31–33). In PyMT-RID^ad^ mice, where the MFP exhibits extensive tumor development, such competition may account for the reduced macrophage presence observed under this condition. Additionally, tumors from PyMT-RID^ad^ mice expressed levels of estrogen receptor α (ERα) comparable to PyMT mice, indicating that the rapid tumor development and progression in PyMT-RID^ad^ mice occurs in an ERα-independent manner (Supplemental Figure 5H). Finally, examination of the lungs of PyMT-RID^ad^ mice revealed metastatic tumor development, a phenomenon not detectable in PyMT mice at this time point (Figure 4J). In conclusion, the suppression of inflammation in adipocytes in PyMT-RID^ad^ mice promoted an earlier mammary tumor onset, accelerated tumor growth, and fostered the formation lung metastases.

### Metabolic dysfunction and increased lipid uptake in tumors of PyMT-RID^ad^ mice.

We performed RNA-Seq to further elucidate the changes in tumor gene expression occurring in the context of suppressed adipocyte inflammation (Supplemental Figure 6A). 

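Tumor RNA from 2 PyMT mice and 2 PyMT-RID ad mice fed Dox-HFD for 12 weeks was sequenced. PyMT mice carry the polyoma middle T oncogene under the MMTV promoter and develop mammary tumors spontaneously, and PyMT-RID ad mice in addition express the adenoviral protein complex RIDα/β in adipocytes when the diet contains doxycycline. Libraries were made from RNA enriched with oligo(dT) beads, and the authors deposited for each tumor the number of reads counted on each of 54532 Ensembl genes, without normalization, and the FPKM of each gene. The PyMT tumors had 16374457 and 18984979 counted reads (median 17679718) and the PyMT-RID ad tumors 17191881 and 19017891 (median 18104886). Genes with at least 1 read numbered between 21203 and 23934 per tumor, and the 10 genes with the most reads held between 4.64% and 5.95% of a library. Counts were normalized by edgeR's TMM method, genes with low counts were left out by edgeR's filterByExpr (minimum count 10), and the 17064 genes that remained were compared between genotypes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, with adjustment over the 26 lists that had at least 3 tested genes. With 2 tumors per genotype, the groups lie apart by chance for 33.3% of genes. Of the choices tried, the filter on low counts and the test moved the number of called genes the most.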

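AMPK signaling was followed in the tumors with a list of 41 genes of the pathway, of which 38 passed the filter on low counts. In PyMT-RID ad tumors 23 of the 38 genes were lower and 15 were higher than in PyMT tumors, with a median log2 fold change of -0.12. The list did not pass the threshold (adjusted p = 0.198 by limma's camera with Benjamini-Hochberg adjustment). No gene of the list had an adjusted p of at most 0.05 by edgeR's quasi-likelihood test over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05. The mean log2 CPM over the list was 5.58 and 5.86 in the PyMT tumors and 5.39 and 5.06 in the PyMT-RID ad tumors, so that both PyMT-RID ad tumors lay below both PyMT tumors. The most abundant genes of the list were *Srebf1*, *Scd1* and *Fasn*. *Srebf1* (chromosome 11, 60199089 to 60222581 of GRCm38), whose exons overlap those of a microRNA gene on the same strand, had 1234 ± 205 CPM (SD, n = 2) in PyMT tumors and 1160 ± 439 CPM (SD, n = 2) in PyMT-RID ad tumors, and its log2 fold change was -0.089 (standard error 0.35). *Scd1* changed by -0.58 (standard error 0.45) and *Fasn* by -0.14 (standard error 0.22) on the log2 scale. In all 3 genes the difference between genotypes was within 2 standard errors. Without PyMT-RID ad replicate 2, *Srebf1* changed by 0.26 and *Scd1* by -0.083. Without PyMT-RID ad replicate 1 they changed by -0.56 and -1.35, and the median of the list was -0.30.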

Among the top 5 pathways identified in the RNA-Seq analysis, the AMPK signaling pathway, known for negatively regulating the mTOR pathway and thereby inhibiting cancer cell survival and proliferation, was significantly downregulated (Supplemental Figure 6B; top) (34). 

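Wnt signaling was followed with 58 genes, 50 of them tested, and insulin and PI3K-Akt signaling with 36 genes, all tested. Of the Wnt genes 28 were higher and 22 lower in PyMT-RID ad tumors, and the median log2 fold change was 0.11 (adjusted p = 0.433 by limma's camera with Benjamini-Hochberg adjustment). That median was -0.0043 without PyMT-RID ad replicate 2, 0.032 without PyMT-RID ad replicate 1 and 0.21 without PyMT replicate 2. Of the PI3K-Akt genes 15 were higher and 21 lower, and the median was -0.033 (adjusted p = 0.893 by limma's camera) and 0.017 without PyMT replicate 2. For both lists, 0 genes had an adjusted p of at most 0.05 by edgeR's quasi-likelihood test over all genes, and 0 had one adjusted over the list alone. At an unadjusted p under 0.05 there were 2 Wnt genes and 1 PI3K-Akt gene. The largest changes among the most abundant genes were in *Ctnnb1* and *Lrp6*. *Ctnnb1* (chromosome 9, 120929216 to 120960507), which encodes β-catenin and whose exons overlap those of *Ulk4* on the other strand, had 549 ± 9.80 CPM (SD, n = 2) in PyMT tumors and 1254 ± 851 CPM (SD, n = 2) in PyMT-RID ad tumors. Its log2 fold change was 1.19 (standard error 0.53, adjusted p = 0.890 by edgeR's quasi-likelihood test), and the counts in the PyMT-RID ad tumors were 11172 and 35002. *Lrp6*, which encodes a Wnt coreceptor (chromosome 6, 134446476 to 134566965), had a log2 fold change of 1.06 (standard error 0.35, adjusted p = 0.890 by edgeR's quasi-likelihood test) and was higher in both PyMT-RID ad tumors. *Pik3r1* had a log2 fold change of -0.82 (standard error 0.57) and *Akt1* one of 0.20 (standard error 0.30). Without PyMT-RID ad replicate 2 the log2 fold changes were 0.25 for *Ctnnb1*, 0.60 for *Lrp6*, -0.21 for *Pik3r1* and -0.14 for *Akt1*.

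**Figure D1:**
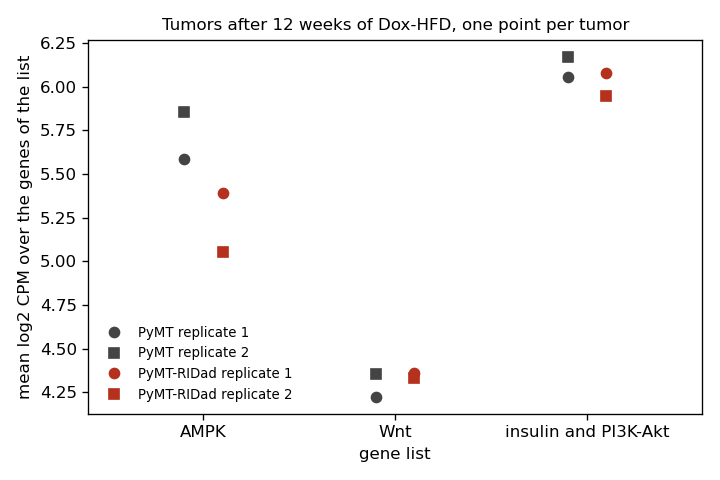
Mean log2 CPM over the genes of the AMPK, Wnt, and insulin and PI3K-Akt lists in each of the 4 tumors, with 1 point per tumor, circles for replicate 1 and squares for replicate 2, and the genotypes in separate colors. For the Wnt list the PyMT tumors lie at 4.23 and 4.36 and the PyMT-RID ad tumors at 4.36 and 4.33, and for the PI3K-Akt list the PyMT tumors lie at 6.06 and 6.17 and the PyMT-RID ad tumors at 6.08 and 5.94.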

Although not among the top 5, tumors from PyMT-RID^ad^ mice displayed a significant upregulation of Wnt and PI3K-Akt signaling pathways (Supplemental Figure 6B; bottom), which are critical regulators of tumor progression (35). 

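Proliferation in the tumors was followed with a list of 15 cell-cycle genes. All 15 had a positive log2 fold change, from 0.20 to 1.63, and the list had a median of 1.00 (adjusted p = 0.00841 by limma's camera with Benjamini-Hochberg adjustment). Limma's fry (adjusted p = 0.778) and camera with the correlation estimated from the data (adjusted p = 0.822) did not make this call or any other list call in tumors. In simulated counts with 2 tumors per group, camera with the preset correlation recovered a list of raised genes in each of 3 draws at log2 fold changes of 2 and 4, fry in some draws and camera with an estimated correlation in none, so that the last could not be expected to call a list here. The simulated genes varied independently of each other and changed by more than this list's median. The draws therefore cannot show whether the preset correlation is too low for genes that rise together. Mean log2 CPM over the list was 5.56 and 5.37 in the PyMT tumors and 5.25 and 7.07 in the PyMT-RID ad tumors. Without PyMT-RID ad replicate 2, which had the value of 7.07, the median log2 fold change of the list was -0.25. *Mki67*, the gene of the Ki67 protein (chromosome 7, 135689784 to 135716361), had 155 ± 0.519 CPM (SD, n = 2) in PyMT tumors and 310 ± 237 CPM (SD, n = 2) in PyMT-RID ad tumors, with counts of 2523, 2980, 2434 and 9009 in the 4 tumors. Its log2 fold change was 1.00 (standard error 0.59, adjusted p = 0.890 by edgeR's quasi-likelihood test), and -0.12 without that tumor. *Top2a*, which holds a snoRNA gene on the same strand, had a log2 fold change of 1.63 (standard error 0.69). *Pcna* had one of 0.20 (standard error 0.29). Without PyMT-RID ad replicate 2 these were 0.27 and -0.13. Without PyMT-RID ad replicate 1 the log2 fold changes were 1.60 for *Mki67*, 2.30 for *Top2a* and 0.45 for *Pcna*. From the pathways it reports for these 4 tumors, the paper reasons toward the proliferation and growth that it measured in the mice.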

Our RNA-Seq findings thus partially explain the heightened proliferation and more aggressive tumor phenotype observed in PyMT-RID^ad^ mice. Given that highly proliferative tumors require increased fatty acid uptake to support their growth, we next hypothesized that genes involved in fatty acid metabolism would be upregulated in tumors from PyMT-RID^ad^ mice. To test this hypothesis, we used immunostaining to examine the protein expression of key factors involved in fatty acid uptake and metabolism, including CD36 and FABP4, in tumor tissues. We found that CD36 was highly expressed in tumors from PyMT-RID^ad^ mice compared with PyMT mice (Figure 5A and Supplemental Figure 7; image of a different area of the same tissue section). FABP4 displayed a slightly higher expression in PyMT-RID^ad^ tumors as well (Figure 5B). CD36 plays a critical role in lipid metabolism by facilitating the uptake of free fatty acids. These results suggest that the tumors in PyMT-RID^ad^ mice may rely on fatty acids to support their growth. To test whether interference with CD36 blocks tumor cell proliferation in PyMT-RID^ad^ mice, we isolated tumor cells from PyMT and PyMT-RID^ad^ mice and cultured them in vitro (Supplemental Figure 8A). The tumor cells formed colonies at passage 0 in both groups, and after passaging, tumor cells from PyMT mice exhibited poor colony formation, whereas those from PyMT-RID^ad^ mice appeared to form colonies well (Supplemental Figure 8B, passage 2). Therefore, we only performed further experiments using tumor cells from PyMT-RID^ad^ mice. Treatment with the CD36 inhibitor sulfosuccinimidyl oleate (SSO) slightly reduced tumor cell proliferation when used at higher concentrations, indicating that tumor cells from PyMT-RID^ad^ mice appeared to rely on CD36 expression on their surface (Supplemental Figure 8C). To further elucidate changes in systemic and local metabolism in PyMT-RID^ad^ mice, we conducted a comprehensive evaluation of metabolic parameters, including systemic glucose tolerance, insulin sensitivity, lipid clearance, and triolein uptake, while monitoring tumor development (Figure 5C). We found that PyMT-RID^ad^ mice exhibited systemic metabolic dysfunction, including mild glucose intolerance (Figure 5D) and moderate insulin resistance (Figure 5E) compared with PyMT mice. To assess lipid clearance in these animals, we performed oral triglyceride challenges (Supplemental Figure 9). The fasting plasma and free fatty acid levels were comparable between PyMT and PyMT-RID^ad^ mice, suggesting that systemic lipid metabolism was not altered. However, a triolein uptake experiment revealed that the tumors took up a significantly higher amount of triolein (Figure 5F), while the MFP itself displayed a lower triolein uptake in PyMT-RID^ad^ mice (Figure 5G). These observations suggest that metabolically dysfunctional adipocytes in the MFP of PyMT-RID^ad^ mice had a reduced ability to take up and metabolize lipids, whereas the tumor lesions showed a greater ability to do so. This aligns well with our observations of the highly proliferative character of the tumors in PyMT-RID^ad^ mice (Figure 4 and Supplemental Figure 10), as shown by their high expression of CD36 (Figure 5A). Other tissues, including gWAT (Figure 5H) and the liver (Figure 5I), did not show significant changes in triolein uptake, corroborating the functional and direct interaction between the mammary adipocytes and tumor cells. Taken together, our data indicate that the metabolically dysfunctional mammary environment in PyMT-RID^ad^ mice promoted the development of highly proliferative tumors that showed an elevated capacity for fatty acid uptake.

### Increased CLS formation and TAM accumulation at early stages of tumor development in PyMT-RID^ad^ mice.

After 12 weeks of Dox-HFD feeding, the MFP in PyMT-RID^ad^ mice displayed a notable proliferation of mammary gland tissue and the emergence of tumors (Figure 4B). This proliferation significantly (p<0.0001) altered the accumulation of macrophages within the MFP (Supplemental Figure 5, E and F). Furthermore, the widespread presence of actively proliferating mammary gland components and tumor cells within the MFP posed challenges for obtaining pure adipose samples suitable for RNA-Seq. Therefore, we investigated the early-stage tumor-associated pathological changes in PyMT-RID^ad^ mice after a short-term Dox-HFD challenge of only 4 weeks to identify potential factors that could stimulate rapid tumor growth while avoiding the confounding effects of tumor contamination observed at the 12-week stage. First, we observed that the abdominal MFP in PyMT-RID^ad^ mice already showed slightly proliferative mammary gland epithelial cells and early tumor development compared with PyMT mice (Figure 6A, left), while the inguinal MFP showed barely detectable mammary gland proliferation and tumor development (Figure 6A, right). Additionally, immunostaining for Ki67 revealed a moderate number of proliferating tumor cells in the abdominal MFP, whereas only a small number were detected in the inguinal MFP, indicating markedly lower tumor cell contamination in the inguinal MFP (Figure 6B and Supplemental Figure 11; detailed images). These observations suggest that a short-term HFD challenge of 4 weeks serves as an effective model for investigating early dynamic changes in the MFP preceding the onset of highly proliferative mammary glands and mammary tumor development. To this end, we collected one side of the entire MFP for analysis of CLS formation, TAM recruitment, and expression of cleaved caspase-3. To assess CLS formation, we conducted MAC-2 immunostaining, which revealed an increased abundance of MAC-2–positive cells forming CLSs in the MFP of PyMT-RID^ad^ mice compared with PyMT mice (Figure 6, C and D, and Supplemental Figure 12; detailed images). Additionally, to assess TAM recruitment and accumulation, CD163 and CD206 immunostaining were carried out. Expression of both CD163 (Figure 6, E and F) and CD206 (Supplemental Figure 13) were significantly higher in the MFP of PyMT-RID^ad^ mice compared with PyMT mice. Interestingly, CD163-positive cells were highly enriched in the proximal region from the tumor compared with distal regions, indicative of an increased number of TAMs more closely located near the tumor lesions (Figure 6E). Importantly, we observed recruitment of TAMs in the MFPs of both groups of mice, that is, with and without tumor lesions (RID^ad^ in Figure 3A and PyMT-RID^ad^ in Figure 6E), reflecting an overall tumor-favorable environment and suggesting that TAM recruitment may be a critical factor in stimulating tumor growth in our mouse model. However, we did not observe an enhanced induction of apoptosis at this earlier stage, as indicated by the lack of signal for cleaved caspase-3 in PyMT-RID^ad^ mice (data not shown). Macrophages within adipose tissue aggregate to form CLS around adipocytes undergoing apoptosis (22). Despite the absence of cleaved caspase-3, we observed a significant increase in CLSs during the short-term HFD challenge in PyMT-RID^ad^ mice, suggesting that adipocytes in these mice may undergo apoptosis at higher rates, resulting in an increased recruitment of macrophages (Figure 6, C and D).

### Inflammation suppression in adipocytes alters the tumor microenvironment, metabolism, and immune landscape in PyMT-RID^ad^ mice.

To understand how early alterations of the MFP in PyMT-RID^ad^ mice contribute to the acceleration of mammary tumor development and progression, we performed RNA-Seq on the MFP of PyMT-RID^ad^ and PyMT mice fed Dox-HFD for only 4 weeks (Supplemental Figure 14). 

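The inguinal MFP of 3 PyMT mice and 3 PyMT-RID ad mice was sequenced after 4 weeks of Dox-HFD, a high-fat diet with doxycycline, which switches on RIDα/β in adipocytes of PyMT-RID ad mice. The libraries were made and counted in the same way as those of the tumors, and the counts and FPKM of the MFP were deposited in a table of their own. The PyMT samples had 15923930, 17737886 and 17619744 reads counted on genes (median 17619744), and the PyMT-RID ad samples 17232542, 19590187 and 20309207 (median 19590187). Between 21423 and 23057 genes had at least 1 read, and the 10 genes with the most reads held 12.2% to 16.5% of a library. Replicates of a group differed by more than sampling noise, and none was counted as a repeat of another. Counts were scaled by edgeR's TMM method, filterByExpr kept 15928 genes, and the genotypes were compared with edgeR's quasi-likelihood test. A gene was called at the paper's criteria, an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The gene lists of Figure 7 and Supplemental Figure 19, and lists of marker genes, were tested with camera over 25 lists. The groups lie apart by chance for 10% of genes at 3 mice per genotype, and an exact two-sided permutation test of a single gene cannot give a p under 0.1.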

Given the relatively lower contamination of the inguinal MFP with tumor cells, we utilized that portion of the MFP for our analysis (Figure 6, A and B, and Supplemental Figure 14). RNA-Seq revealed that the suppression of inflammation in adipocytes altered the expression of hundreds of genes in PyMT-RID^ad^ mice compared with PyMT mice (Figure 7A and Supplemental Figure 14). 

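In the MFP, 139 genes were called higher and 620 lower in PyMT-RID ad mice among 15928 tested by edgeR's quasi-likelihood test, and 2776 genes had an unadjusted p under 0.05. DESeq2's Wald test, which the paper used, called 356 higher and 840 lower, and these included 138 of the 139 and all 620 genes. All of the 356 and 840 are also past both criteria in the authors' deposited table, which gives a fold change for 26025 genes. The counts moved most when a score of skeletal muscle RNA entered the fit as a covariate, with 0 genes called and 691 at an unadjusted p under 0.05. That score separates the genotypes, at 10.02, 11.05 and 10.8 in PyMT mice and 4.68, 2.52 and 5.75 in PyMT-RID ad mice (mean log2 CPM). The fit therefore cannot tell muscle RNA from genotype, and 0 calls do not show that muscle RNA explains the genotype effect. Without PyMT replicate 3, 27 genes were called higher and 426 lower, and without PyMT replicate 1 the numbers were 244 and 845. Among the protein-coding genes called higher and apart in every mouse, *Mfsd2a* had the log2 fold change 3.08 (standard error 0.22, adjusted p = 6.26e-04 by edgeR's quasi-likelihood test), with 8.49 ± 1.99 CPM (SD, n = 3) in PyMT mice and 71.9 ± 8.99 CPM (SD, n = 3) in PyMT-RID ad mice. It lies on chromosome 4 from 122946850 to 122961188 of GRCm38. *Piezo2* rose by 2.82 (standard error 0.21) and *B3gnt7* by 3.41 (standard error 0.29) on the log2 scale. The exons of *B3gnt7* and *Tpbgl* overlap those of genes on the other strand. Among the genes called lower, *Tpbgl* changed by -4.29 (standard error 0.15), *Abcb4* by -5.05 (standard error 0.20), *Ppp1r27* by -6.22 (standard error 0.25) and *Speg* by -3.80 (standard error 0.17). Principal component analysis of log2(FPKM + 1) over 12888 genes with a mean FPKM of at least 1 gave 60.9% of the variance to component 1 and 24.0% to component 2. On component 1 the PyMT mice lay at -14.9, -61.3 and -44.3 and the PyMT-RID ad mice at 44.8, 47.9 and 27.8. At a group mean FPKM above 1, 12022 genes were expressed in both genotypes, 892 in PyMT mice only and 597 in PyMT-RID ad mice only. At a mean FPKM above 0.5 these numbers were 13846, 1058 and 752. With an FPKM above 1 required in every sample of a group they were 10868, 625 and 766, where more genes were in PyMT-RID ad mice only than in PyMT mice only.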

Initially, we observed that multiple TAM-related genes, including *Cd68*, *Cd163*, and *Mrc1*, but not *Msr1*, were highly upregulated in PyMT-RID^ad^ mice (Figure 7B). This finding aligns well with our histological observations (Figure 6E) and highlights the recruitment and accumulation of TAMs in the MFP of PyMT-RID^ad^ mice. This phenomenon represents one of the most prominent consequences of inflammation suppression in adipocytes in our model. 

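The 4 TAM-related genes were higher in PyMT-RID ad mice, with a median log2 fold change of 0.85 (adjusted p = 0.0112 by limma's camera with Benjamini-Hochberg adjustment). *Cd163* (chromosome 6, 124304656 to 124330527) encodes a scavenger receptor and had 4.23 ± 0.973 FPKM (SD, n = 3) in PyMT mice and 10.2 ± 4.17 FPKM (SD, n = 3) in PyMT-RID ad mice, a log2 fold change of 1.29 (standard error 0.32, adjusted p = 0.0757 by edgeR's quasi-likelihood test). *Mrc1*, which encodes the mannose receptor (chromosome 2, 14229392 to 14332057), rose from 34.0 ± 4.19 to 66.7 ± 18.8 CPM (SD, n = 3 each), a log2 fold change of 0.97 (standard error 0.23, adjusted p = 0.0684 by edgeR's quasi-likelihood test). Both genes were higher in every PyMT-RID ad mouse than in every PyMT mouse. *Cd68* (chromosome 11, 69664213 to 69666153) rose from 10.9 ± 1.64 to 18.1 ± 6.02 CPM (SD, n = 3 each), a log2 fold change of 0.73 (standard error 0.29, adjusted p = 0.254 by edgeR's quasi-likelihood test), and its groups overlapped. *Msr1* had a log2 fold change of 0.62 (standard error 0.37, adjusted p = 0.451 by edgeR's quasi-likelihood test) at a low level. Over all genes tested, 0 of the 4 were called and 3 had an unadjusted p under 0.05; adjusted over the list alone, 2 passed. The genes of the paper's lists are those that its figures show for the same samples, so that neither a count over a list alone nor a test of such a list is taken as independent evidence. Under DESeq2's Wald test *Cd163* was called (adjusted p = 0.00646), and *Mrc1* had an adjusted p of 0.0120 by the same test at a log2 fold change of 0.96. Of the 14 list calls made by camera in the MFP, 9 held under limma's fry and 0 under camera with an estimated correlation. Among the 14, and among the 9, are 5 lists of genes that Figure 7F and Supplemental Figure 19, A and B, show as differentially expressed in these samples, so that their calls could hardly come out otherwise. The TAM list did not hold under fry (adjusted p = 0.0876). In the authors' deposited table the adjusted p of *Cd68* is 0.213. Without PyMT-RID ad replicate 1, *Mrc1* was called (adjusted p = 0.0312 by edgeR's quasi-likelihood test).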

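*Ido1*, *Mrc1* and *Cd200* were compared in the MFP as a list of immunoregulatory molecules. *Ido1* (chromosome 8, 24584136 to 24597009), which encodes the tryptophan-degrading enzyme indoleamine 2,3-dioxygenase, had 8.93 ± 3.12 CPM (SD, n = 3) in PyMT mice and 83.0 ± 38.6 CPM (SD, n = 3) in PyMT-RID ad mice. Its log2 fold change was 3.22 (standard error 0.43, adjusted p = 0.00611 by edgeR's quasi-likelihood test), and it was higher in every PyMT-RID ad mouse. *Cd200*, which encodes a membrane ligand of an inhibitory receptor (chromosome 16, 45382135 to 45409053), had 31.1 ± 0.761 CPM (SD, n = 3) and 95.1 ± 45.4 CPM (SD, n = 3), a log2 fold change of 1.61 (standard error 0.32, adjusted p = 0.0330 by edgeR's quasi-likelihood test). The PyMT-RID ad counts of *Cd200* were 1251, 2991 and 1390. Its call was lost in 4 of the 6 fits that each left out 1 mouse. The adjusted p-values of these 4 fits ran from 0.0563 to 0.178 by edgeR's quasi-likelihood test. With the replicate number as a block the call was lost as well (adjusted p = 0.0577 by the same edgeR test). The call of *Ido1* was lost without PyMT replicate 3 (adjusted p = 0.0563 by edgeR's quasi-likelihood test) and with all 10 MFP and tumor samples in the fit (adjusted p = 0.255 by the same edgeR test). In the latter fit its log2 fold change was 3.23, and the tumors, with 82, 214, 340 and 0 reads, enter the spread. Over all alternatives its adjusted p ran from 3.48e-12 by DESeq2's Wald test to 0.990 by edgeR's quasi-likelihood test. The highest was that with the skeletal muscle score as a covariate, which separates the genotypes. Together with *Mrc1*, the list had a median log2 fold change of 1.61 (adjusted p = 0.00161 by limma's camera; 0.0137 by fry), 2 of its 3 genes were called over all genes, and 3 passed when adjusted over the list alone.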

Importantly, the MFP of PyMT-RID^ad^ mice also exhibited an enrichment of immunoregulatory molecules such as *Ido1*, *Mrc1*, and *Cd200*, suggesting a shift toward a generally immunosuppressive tumor microenvironment (Figure 7C). The upregulation of *Mrc1* implies an increase in protumorigenic M2 macrophages (36), and elevated *Cd200* expression may contribute to immune evasion by inhibiting antitumor immune responses (37). *Ido1* in turn is known to facilitate tumor immune escape by suppressing T cell activity and promoting Treg expansion (38–40). Immunostaining confirmed substantially higher IDO1 expression in both mammary gland epithelial cells and tumor cells in PyMT-RID^ad^ mice compared with PyMT controls (Figure 7D and Supplemental Figure 15; detailed images). Despite these immunosuppressive changes, we did not observe any detectable differences in M1 macrophages, DCs, NK cells, or T cells in the MFP of RID^ad^ mice (Supplemental Figure 16) and PyMT-RID^ad^ mice (Supplemental Figure 17) when compared with their respective controls. These findings suggest that RID^ad^ promotes an immunosuppressive tumor microenvironment through an upregulation of IDO1 in yet to be identified cell types as well as an augmented recruitment of immunomodulatory TAMs, rather than through direct alterations in other immune cell populations. 

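All 8 chemokine genes of Figure 7E had a positive log2 fold change in the MFP of PyMT-RID ad mice, from 0.59 for *Ccl24* to 2.71 for *Cxcl17*, with a median of 1.07 (adjusted p = 9.46e-04 by limma's camera; 0.0105 by fry). *Cxcl17* (chromosome 7, 25400053 to 25412886) was called by edgeR's quasi-likelihood test (adjusted p = 0.0466), at 0.577 ± 0.386 CPM (SD, n = 3) in PyMT mice and 3.84 ± 1.76 CPM (SD, n = 3) in PyMT-RID ad mice. This call rested on few reads, between 5 and 127 per mouse. It was lost in 5 of 6 fits that each left out 1 mouse (adjusted p from 0.0566 to 0.192 by that edgeR test). It was also lost with all 10 samples in the fit (0.402), with library size only (0.0625) and with the replicate number as a block (0.0853). In the fit of all 10 its log2 fold change was 2.72, and the tumors, with 164, 143, 119 and 0 reads, enter the spread. *Cxcl15* (chromosome 5, 90794534 to 90803067) rose by 2.39 on the log2 scale (standard error 0.69, adjusted p = 0.123 by edgeR's quasi-likelihood test), with counts of 691, 1884 and 235 in the PyMT-RID ad mice and of 149, 172 and 136 in the PyMT mice. Without PyMT-RID ad replicate 3 *Cxcl15* was called (adjusted p = 0.0103 by edgeR's quasi-likelihood test). *Cxcl13* rose by 2.55 (standard error 0.68, adjusted p = 0.0958 by the same edgeR test), with 176 of its reads in PyMT-RID ad replicate 3 against 42 and 30 in the others. *Ccl6* (chromosome 11, 83587882 to 83593087) had 46.1 ± 11.1 CPM (SD, n = 3) and 83.9 ± 43.0 CPM (SD, n = 3), a log2 fold change of 0.86 (standard error 0.39, adjusted p = 0.315 by edgeR's quasi-likelihood test). *Ccl9* lies next to it and had a log2 fold change of 1.05 (standard error 0.38). *Cxcl1* and *Cxcl10*, whose exons overlap those of *Art3* on the other strand, had log2 fold changes of 1.09 and 0.97. Over all genes tested 1 chemokine was called, 5 had an unadjusted p under 0.05, and 3 passed adjusted over the list alone. DESeq2's Wald test called 3, *Cxcl13*, *Cxcl15* and *Cxcl17*.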

We indeed observed an upregulation of multiple chemokines in the MFP of PyMT-RID^ad^ mice that may facilitate macrophage recruitment (Figure 7E). Apoptosis-related genes were also highly enriched in the MFP of PyMT-RID^ad^ mice (Figure 7F and Supplemental Figure 18), supporting our hypothesis that inflammation suppression by RIDα/β overexpression induces increased adipocyte apoptosis. Furthermore, genes related to mammary gland development, mammary duct morphogenesis, tumor progression, and metastasis were significantly upregulated in the MFP of PyMT-RID^ad^ mice, consistent with histological evidence of highly proliferative mammary glands (Supplemental Figure 19, A and B). In contrast, many genes involved in glycolysis, glycogen metabolism, and browning were downregulated after inflammation suppression in adipocytes (Supplemental Figure 19, A and B). This reduction in glycolytic activity may increase nutrient availability within the tumor microenvironment, thereby facilitating tumorigenesis. 

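All 17 apoptosis-related genes of Figure 7F were higher in PyMT-RID ad mice, with *Rock1* the least changed (log2 fold change 0.55), *Isg20* the most and a median log2 fold change of 0.82. The figure shows them as differentially expressed in these samples, and no test of the list is given. None of the 17 was called by edgeR's quasi-likelihood test over all genes, 14 had an unadjusted p under 0.05, and 12 passed adjusted over the list alone. *Ifngr1* (chromosome 10, 19591949 to 19610229) had the smallest adjusted p of the list, 0.0505 by edgeR's quasi-likelihood test, at 92.9 ± 12.8 CPM (SD, n = 3) in PyMT mice and 158 ± 19.5 CPM (SD, n = 3) in PyMT-RID ad mice. *Isg20* (chromosome 7, 78913424 to 78920396) had 7.23 ± 1.61 and 15.5 ± 3.31 CPM (SD, n = 3 each; adjusted p = 0.0618 by edgeR's quasi-likelihood test). *Dcn*, a proteoglycan gene of the matrix, rose by 1.05 on the log2 scale (standard error 0.34). *Casp8*, which encodes an initiator caspase (chromosome 1, 58795374 to 58847503), had 25.2 ± 3.13 and 37.0 ± 1.87 CPM (SD, n = 3 each) and a log2 fold change of 0.55 (standard error 0.15, adjusted p = 0.0938 by edgeR's quasi-likelihood test). The exons of *Timp3*, *App* and *Erbb2* overlap those of genes on the other strand. Without PyMT replicate 1, *Isg20*, *Anxa1* and *Timp3* were called, with adjusted p-values of 0.0424, 0.0321 and 0.0227 by edgeR's quasi-likelihood test. DESeq2's Wald test gave 7 of the 17 an adjusted p of at most 0.05 and called *Isg20* and *Dcn*. A separate list of 30 genes of the apoptosis machinery, chosen without reference to these samples, had 28 tested genes, of which 12 were higher and 16 lower. Its median log2 fold change was -0.046 (adjusted p = 0.874 by limma's camera), and its direction by camera was higher, against the sign of the median, and changed to lower without PyMT replicate 1 (adjusted p = 0.951) and without PyMT-RID ad replicate 1 (adjusted p = 0.815). The paper relates the enrichment of apoptosis-related genes in Figure 7F and Supplemental Figure 18 to its hypothesis that the suppression of inflammation by RIDα/β increases apoptosis of adipocytes.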

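The 10 genes marked for mammary gland morphogenesis were all called higher in PyMT-RID ad mice by edgeR's quasi-likelihood test over all genes, and all 10 passed adjusted over the list alone. Their log2 fold changes lay between 1.66 for *Wnt4* and 2.85 for *Mtmr7*, with a median of 2.24. They are marked on a volcano plot of the same samples, so that no test of the list is given. *Krt19* (chromosome 11, 100140810 to 100148665) encodes a keratin of luminal epithelium and rose from 153 ± 21.5 to 700 ± 143 CPM (SD, n = 3 each), a log2 fold change of 2.19 (standard error 0.24, adjusted p = 0.00278 by edgeR's quasi-likelihood test). *Prlr*, the prolactin receptor gene (chromosome 15, 10177238 to 10349180), rose from 74.4 ± 18.5 to 362 ± 60.4 CPM (SD, n = 3 each), a log2 fold change of 2.28 (standard error 0.24, adjusted p = 0.00231 by edgeR's quasi-likelihood test). *Foxa1*, which encodes a transcription factor of hormone-responsive luminal cells (chromosome 12, 57540628 to 57546916), rose from 11.6 ± 5.19 to 60.7 ± 8.45 CPM (SD, n = 3 each). *Mtmr7* rose from 7.67 ± 0.623 to 55.4 ± 7.15 CPM (SD, n = 3 each). Exons of *Prlr* and *Fgfr2* overlap those of other genes on the same strand, and exons of *Mtmr7*, *Dsp*, *Wnt7b*, *Nrxn3*, *Coro2a*, *Ttc6* and *Gipc2* those of genes on the other strand. The 8 genes marked for tumor progression and metastasis that could be matched to a symbol were likewise all called higher and all passed adjusted over the list alone, with a median log2 fold change of 2.61. *Nrxn3* (chromosome 12, 88722876 to 90334935) had the largest change of these, 3.66 on the log2 scale (standard error 0.55, adjusted p = 0.00977 by edgeR's quasi-likelihood test), with counts of 561, 1070 and 332 in PyMT-RID ad mice against 50, 28 and 52 in PyMT mice. *Coro2a* rose from 15.8 ± 4.39 to 81.2 ± 13.3 CPM (SD, n = 3 each) and *Plk2* from 29.4 ± 6.24 to 137 ± 47.5 CPM (SD, n = 3 each). The calls of *Foxa1*, *Fgfr2*, *Wnt4*, *Wnt7b*, *Nrxn3*, *Plk2* and *Ttc6* were lost without PyMT replicate 3, with adjusted p-values between 0.0568 and 0.120 by edgeR's quasi-likelihood test. Those of *Fgfr2* and *Wnt4* were also lost without PyMT-RID ad replicate 1 (0.0584 and 0.0664) and without PyMT-RID ad replicate 3 (0.0618 and 0.0592), and that of *Wnt7b* without PyMT-RID ad replicate 2 (0.0636) and PyMT-RID ad replicate 3 (0.0574). With all 10 samples in the fit the calls of *Foxa1*, *Fgfr2*, *Wnt4*, *Lmx1b*, *Acsbg1*, *Gipc2*, *Nrxn3* and *Ttc6* were lost, with adjusted p-values from 0.0551 for *Gipc2* to 0.454 for *Acsbg1* and *Wnt4* by edgeR's quasi-likelihood test. Their log2 fold changes hardly moved, as in *Foxa1* with 2.40 against 2.39. That fit takes a shared spread from MFP and tumors. The tumors differed widely in several of these genes, with *Foxa1* counts of 556, 373, 371 and 19. The loss therefore cannot be read as spread between MFP mice.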

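The 11 glycolysis and glycogen genes were lower in every PyMT-RID ad mouse than in every PyMT mouse, and 10 of them were called by edgeR's quasi-likelihood test over all genes; 11 passed adjusted over the list alone. The median log2 fold change was -4.56. *Pfkm*, which encodes the muscle-type phosphofructokinase (chromosome 15, 98092589 to 98132451) and whose exons overlap those of another gene on the same strand, had 1284 ± 78.8 CPM (SD, n = 3) in PyMT mice and 54.3 ± 5.67 CPM (SD, n = 3) in PyMT-RID ad mice, a log2 fold change of -4.56 (standard error 0.24, adjusted p = 2.84e-04 by edgeR's quasi-likelihood test). *Pygm*, the gene of muscle glycogen phosphorylase (chromosome 19, 6384399 to 6398459), had the log2 fold change -6.57 (standard error 0.97, adjusted p = 0.00953 by edgeR's quasi-likelihood test; 0.0566 by the same test without PyMT-RID ad replicate 1). *Eno3* had 2263 ± 286 and 33.8 ± 24.4 CPM (SD, n = 3 each). *Aldoa* (chromosome 7, 126795234 to 126800751) had a log2 fold change of -1.87 (standard error 0.45, adjusted p = 0.0657 by edgeR's quasi-likelihood test); a second Ensembl gene of that name, from 126800790 to 126809108, had -5.23. *Gapdh* counts varied between libraries of a group, with 242, 6898 and 5097 in PyMT mice and 50, 100 and 76 in PyMT-RID ad mice, and its log2 fold change of -5.91 is reported as uncertain, its call being lost in 5 of the 6 fits that each left out 1 mouse. The calls of *Ppp1r3a*, *Cox7a1* and *Hspb7* were also lost in 1 or more of these fits, and that of *Hspb7* with all 10 samples in the fit (adjusted p = 0.131 by edgeR's quasi-likelihood test). Exons of *Phkg1*, *Aldoa* and *Gapdh* overlap those of genes on the other strand. Contractile genes of skeletal muscle fell with this list, by a median of -6.10 on the log2 scale. Of 7 glycolysis genes that are not specific to muscle, *Pgk1* had a log2 fold change of -1.54, *Pkm* one of -1.69 and *Hk1* one of -0.45. The median of the 7 was -0.99. The Reactome glycolysis set, with 26 genes tested in the MFP, had a median of -0.28 and was lower by limma's camera (adjusted p = 1.29e-04). Muscle expresses the 7 genes as well, and the Reactome set was not sorted by expression in muscle. Neither can tell muscle RNA from lower glycolysis in adipocytes. Among the 5 browning genes, which had a median of -4.74, 4 were called over all genes and 5 passed adjusted over the list alone. In tumors, *Hspb7* and *Tbx1* had the most reads in PyMT replicate 2 (96 and 14), the tumor that held muscle RNA. *Ucp1*, *Cidea* and *Cox7a1* did not. This rests on 1 library, and muscle RNA stays open as a source of *Hspb7* and *Tbx1* in the MFP. *Ucp1* (chromosome 8, 83290352 to 83298452) had 177 ± 110 CPM (SD, n = 3) in PyMT mice and 1.00 ± 1.11 CPM (SD, n = 3) in PyMT-RID ad mice, with counts of 4077, 1246 and 3053 against 10, 46 and 3. *Cidea* changed by -2.49 (standard error 0.56, adjusted p = 0.0549 by edgeR's quasi-likelihood test; 0.0336 without PyMT replicate 2). DESeq2's Wald test called *Aldoa* (adjusted p = 1.72e-08) and *Cidea* (adjusted p = 9.83e-05).

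**Figure D2:**
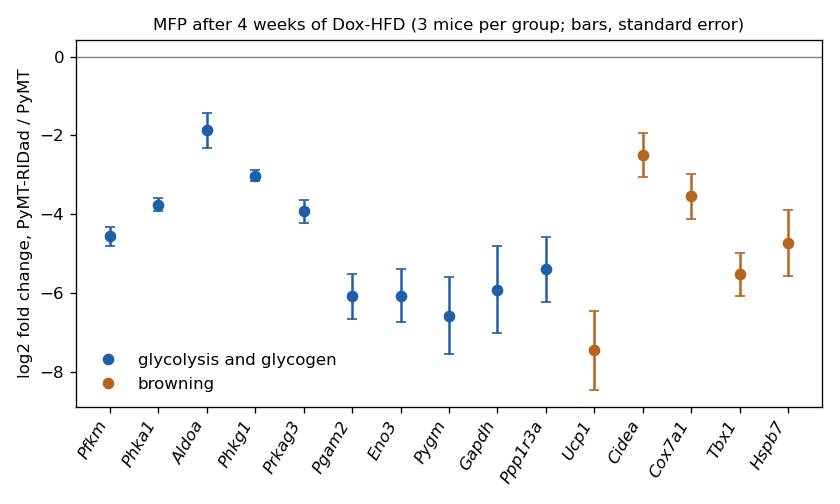
Log2 fold changes between PyMT-RID ad and PyMT mice of 10 of the 11 glycolysis and glycogen genes and of the 5 browning genes in the MFP. Bars are the standard error derived from edgeR's quasi-likelihood test with 3 mice per genotype. All points lie below 0, from -7.46 for *Ucp1* to -1.87 for *Aldoa*.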

Interestingly, *Il12a*, a critical regulator of inflammation (41), was significantly downregulated in the MFP of PyMT-RID^ad^ mice (Supplemental Figure 19C). This suggests that *Il12a* may be one of the main targets affected by RIDα/β overexpression, leading to the suppression of inflammation. 

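*Il12a* (chromosome 3, 68690644 to 68698547), which encodes the p35 subunit of interleukin 12, was counted 29, 51 and 44 times in PyMT mice and 0, 0 and 6 times in PyMT-RID ad mice. Its log2 fold change was -4.55 (standard error 0.92, adjusted p = 0.0346 by edgeR's quasi-likelihood test), and it was lower in every PyMT-RID ad mouse. PyMT-RID ad replicate 3 was the only mouse of its group with reads, and without it the fitted log2 fold change was -8.41, a value that depends on the prior count because the other 2 mice had 0 reads. Without PyMT-RID ad replicate 2 it was -4.00. The call was lost without PyMT replicate 2 or 3 and without PyMT-RID ad replicate 1 or 2, with adjusted p-values up to 0.148 by edgeR's quasi-likelihood test. It was also lost with all 10 samples in the fit (0.0914 by the same edgeR test) and with the replicate number as a block (0.0697). Of the 9 proinflammatory genes of Supplemental Figure 19C, 5 had enough reads to be tested. All 5 were lower, with a median log2 fold change of -0.64 (adjusted p = 0.0633 by limma's camera; 0.0564 by fry), and *Il12a* alone was called over all genes and adjusted over the list alone. The list passed the threshold without PyMT replicate 2 (adjusted p = 0.0413 by limma's camera) and without PyMT-RID ad replicate 3 (adjusted p = 0.0197). *Tnf* had a log2 fold change of -0.64 (standard error 0.49), *Ptgs2* one of -0.54 (standard error 0.66) and *Saa3* one of -0.32 (standard error 0.83; 0.37 without PyMT replicate 3). *Il1b*, *Il12b*, *Ccl3* and *Il6* had at most 6 reads in any MFP sample, and a difference in these genes was not detectable at this depth. A list of 25 NF-kB response genes, of which 20 were tested, had a median log2 fold change of 0.083 (adjusted p = 0.714 by limma's camera), with the other direction by camera without PyMT replicate 2 (adjusted p = 0.965).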

Subsequent pathway analysis (Supplemental Figure 20) revealed impaired insulin signaling in the MFP of PyMT-RID^ad^ mice marked by downregulation of the PI3K-Akt pathway (Supplemental Figure 20C), further linking RIDα/β overexpression to insulin resistance. 

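Insulin and PI3K-Akt signaling in the MFP was followed with 36 genes, of which 17 were higher and 19 lower in PyMT-RID ad mice. The log2 fold changes lay between -0.82 and 0.74, with a median of -0.014 (adjusted p = 0.841 by limma's camera; 0.814 by fry), and mean log2 CPM over the list was between 6.09 and 6.26 in PyMT mice and between 6.13 and 6.19 in PyMT-RID ad mice. No gene of the list was called by edgeR's quasi-likelihood test over all genes or adjusted over the list alone, and 7 had an unadjusted p under 0.05. The direction of the list by camera changed without PyMT replicate 1 (adjusted p = 0.702) and without PyMT-RID ad replicate 3 (adjusted p = 0.912). The Reactome set of the insulin receptor signaling cascade, with 75 genes tested, had a median of 0.080 (adjusted p = 0.980 by limma's camera), and the set of AKT signaling activated by PIP3, with 72 genes, had 0.087 (adjusted p = 0.889 by limma's camera). Camera's direction was lower for the first of these sets, against the sign of its median, and higher for the second. The Hallmark sets of Supplemental Figure 20 were not used here.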

Intriguingly, RID^ad^ mice without PyMT subjected to 12 weeks of Dox-HFD feeding showed increased adipocyte size (Supplemental Figure 21A). Similarly, at 4 weeks in PyMT-RID^ad^ mice, prior to tumor development, adipocyte hypertrophy was evident as well (Supplemental Figure 21B). This suggests that adipocyte enlargement may be at the root of diminished insulin signaling in the MFP of PyMT-RID^ad^ mice (42). These findings suggest that impaired insulin signaling and metabolic dysfunction precede and promote tumor development. Interestingly, at 12 weeks, when PyMT-RID^ad^ mice exhibited a tumor burden, overall adipocyte size remained unchanged when randomly assessed (Supplemental Figure 21C). However, adipocytes adjacent to tumors appeared smaller, likely due to increased lipolysis and metabolic demand within the tumor microenvironment (Supplemental Figure 21D). These opposing effects, RIDα/β-induced hypertrophy versus tumor-driven adipocyte reduction, may offset one another, explaining the lack of a significant difference in overall adipocyte size. Collectively, these findings demonstrate that suppression of inflammation in adipocytes profoundly reprograms the metabolic and immune landscape of the MFP, promoting an immunosuppressive tissue microenvironment that benefits tumor development and growth.

### Decelerated mammary tumor growth but unchanged tumor onset and tissue macrophage accumulation in PyMT-RID^MMTV^ mice.

Proinflammatory factors, such as TNF-α, IL-1β, and IL-6, influence the development and progression of mammary tumors (8, 14). Chronic inflammation has been linked to increased breast cancer development, contributing to the processes of initiation, promotion, and metastasis of tumors (8, 14). We observed that the suppression of inflammation in adipocytes significantly increased breast tumor onset, growth, and metastasis (Figure 4). These observations indicate that the inhibition of inflammation in different tissues may have distinct effects on breast tumor development and progression. To explore the specific tumor-associated pathological outcomes of suppression of inflammation in mammary gland epithelial cells, we generated mammary gland epithelial cell–specific, Dox-inducible RIDα/β-transgenic mice and bred them into the MMTV-PyMT mammary tumor model, resulting in PyMT-RID^MMTV^ mice (Figure 8A). Immunostaining of the MFP with RIDβ and perilipin antibodies highlighted the mammary gland epithelial cell–specific expression of RIDβ in these mice (Figure 8B and Supplemental Figure 22; detailed images). This was evident with no detectable expression of RIDβ in adipocytes. Because of the limitations of the RIDβ antibody, which is a rabbit polyclonal antiserum, there was a slight background signal for RIDβ in mammary gland epithelial cells of PyMT mice. However, a much higher RIDβ signal was observed in such cells in PyMT-RID^MMTV^ mice (Figure 8B). We found that abnormal mammary gland development was markedly reduced in PyMT-RID^MMTV^ mice compared with PyMT mice, in contrast with our observations in PyMT-RID^ad^ mice (Figure 8C and Supplemental Figure 23; additional images). Additionally, PyMT-RID^MMTV^ mice exhibited a comparable mammary tumor onset, developing palpable tumors around the same time as PyMT mice (Figure 8D). Notably though, PyMT-RID^MMTV^ mice showed a significant reduction in tumor growth accompanied by an increase in body weight (Figure 8, E–G), demonstrating an effect opposite to that observed in PyMT-RID^ad^ mice. Lastly, CLS occurrence and TAM accumulation were comparable between PyMT-RID^MMTV^ and control mice (Figure 8, H–J, and Supplemental Figure 24; detailed images). To determine whether RIDα/β alters tumor cell proliferation in a cell-autonomous manner or through interactions with the tumor microenvironment, we performed proliferation assays using an immortalized PyMT cell line. RIDα/β overexpression dramatically reduced the proliferation of these tumor cells (Supplemental Figure 25), suggesting that cell-autonomous effects play a relevant role. Taken together, our observations indicate that the inhibition of inflammation directly in the tumor cells delays tumor growth but does not affect tumor onset or local macrophage accumulation. The manifestation of distinct phenotypes in the PyMT-RID^MMTV^ and PyMT-RID^ad^ models suggests that an inhibition of inflammatory signaling in tumor cells or distinct cell types in the tumor microenvironment has complex effects on tumor development. This underscores the critical need to better understand how inflammatory signaling in distinct cell types shapes cancer development and progression.

## Discussion

In this study, we investigated the intricate interplay of adipocyte inflammation, tumor cell inflammation, macrophage dynamics, and mammary tumor development. Our approach involved breeding RID^ad^ mice with the MMTV-PyMT mammary tumor model to generate PyMT-RID^ad^ mice. This cross-breeding facilitated the examination of a targeted suppression of inflammation in adipocytes and its specific impact on mammary tumor progression. We extended our studies by breeding RID^MMTV^ mice with the MMTV-PyMT mammary tumor model to generate PyMT-RID^MMTV^ mice. This approach enabled a comparative analysis of the impact of cell-specific inflammation suppression on mammary cancer development and progression. Through these distinct mouse models, our findings unveiled unique relationships, particularly the crucial role of the adipocyte, in determining the tumor microenvironment.

### Long-term HFD challenge of RID^ad^ mice.

Our studies using the RID^ad^ mouse model revealed a complex interplay between adipocyte inflammation, adipocyte apoptosis, and macrophage dynamics (Figures 2 and 3). The observed upregulation of macrophage-related markers in the MFP and gWAT suggests a potential link between dysregulated adipocyte inflammatory signaling and immune cell infiltration. Supporting this notion, we observed concurrent phenomena of increased adipocyte apoptosis and formation of CLSs after selective suppression of adipocyte inflammation (Figure 2). Moreover, the phenomenon of macrophage accumulation in the MFP of RID^ad^ mice was similar to that of TAMs (Figure 3), suggesting that suppression of adipocyte inflammation may create a tumor-favorable microenvironment, thereby promoting tumor growth (43–46). The significant upregulation of *Ccl2* in both the MFP and gWAT of RID^ad^ mice, along with the increased presence of macrophages that resemble TAMs, highlights the importance of *Ccl2* in driving macrophage infiltration and polarization. The observed upregulation of M2 macrophage-related genes further supports the notion of *Ccl2* promoting local macrophage polarization (47, 48), indicating a potential feedback loop between adipose tissue inflammation and immune modulation in female mice. These results highlight the multifunctional role of *Ccl2* in adipose tissue inflammation and provide insights into its impact on the tumor microenvironment. To address the observed discrepancy in the regulation of inflammatory genes between male and female mice, we investigated the cellular source of inflammatory gene induction in the MFP of RID^ad^ mice. Our findings suggest that this induction is driven by cell types other than adipocytes. Although isolated adipocytes from the MFPs of RID^ad^ mice did not exhibit increased inflammatory gene expression, the upregulation of *Ccl2* and M2 macrophage markers in whole MFPs indicates that infiltrating immune cells are the crucial contributors to the observed inflammatory environment.

### Long-term HFD challenge of PyMT-RID^ad^ mice.

Transitioning to the PyMT-RID^ad^ mouse model, our focus shifted to the MFP, considering its crucial role in breast cancer development. Strikingly, we observed that the suppression of adipocyte inflammatory signaling led to abnormal mammary gland development and significantly accelerated mammary tumor onset and growth (Figure 4). This coincided with elevated levels of Ki67-positive cells and increased blood vessel formation. Importantly, metabolic dysfunction was observed in the surrounding adipose tissue, characterized by a decrease in the uptake of fatty acids, while tumors exhibited increased expression of CD36 and enhanced fatty acid uptake, suggesting a metabolic shift toward fatty acid utilization in the tumor itself at the expense of the surrounding adipocytes (Figure 5). This metabolic shift indicated a potential redirection of lipid resources to fuel the highly proliferative tumor growth in PyMT-RID^ad^ mice.

### Short-term HFD challenge of PyMT-RID^ad^ mice.

To gain an understanding of the processes that foster early tumor development, we also explored the changes occurring in the MFP of PyMT-RID^ad^ mice at an early stage. Notably, a short-term HFD challenge of PyMT-RID^ad^ mice induced increased CLS formation, indicative of heightened adipocyte apoptosis, and macrophage recruitment (Figure 6). However, we did not detect elevated levels of cleaved caspase-3 at this stage, which may result from the still efficient and rapid clearance of dying cells by local macrophages. Full activation of caspase-3 may require prolonged signaling, becoming more evident at 12 weeks. Additionally, although *Ccl2* was significantly upregulated in the MFP of RID^ad^ mice after 12 weeks of Dox-HFD (Figure 1), it was not significantly changed in the MFP of PyMT-RID^ad^ mice after 4 weeks of Dox-HFD (Supplemental Figure 19). This phenomenon likely reflects a process in which macrophages initially aggregate around apoptotic or dysfunctional adipocytes induced by RIDα/β, gradually transitioning toward a more TAM-like phenotype and subsequently expressing *Ccl2*. This suggests that the observed differences in *Ccl2* expression between RID^ad^ and PyMT-RID^ad^ mice may be driven by the gradual accumulation and activation of macrophages over time. 

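After 4 weeks of Dox-HFD, *Ccl2* (chromosome 11, 82035571 to 82037453) was counted 36, 18 and 46 times in the MFP of PyMT mice and 24, 26 and 26 times in PyMT-RID ad mice. Normalized to library size this was 2.06 ± 0.957 CPM (SD, n = 3) and 1.30 ± 0.158 CPM (SD, n = 3), a log2 fold change of -0.66 (standard error 0.45, adjusted p = 0.508 by edgeR's quasi-likelihood test), within the spread between mice. The MFP of RID ad mice after 12 weeks was not analysed here.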

Importantly, despite the slight reduction in *Ccl2* expression, PyMT-RID^ad^ mice still demonstrated the recruitment and accumulation of TAMs (Figure 6), indicating that TAM recruitment emerges as a critical factor influencing early tumor growth. In our RNA-Seq analysis of the inguinal MFP of PyMT-RID^ad^ mice after 4 weeks of Dox-HFD, we discovered compelling relationships between suppressed inflammation, altered insulin signaling, and rewired cellular metabolism. Specifically, we observed a downregulation of glycolysis-related and glycogen metabolism–related gene expression (Supplemental Figure 19). These alterations coincide with lowered systemic insulin sensitivity in these mice. Pathway analyses supported the finding of impaired insulin signaling in the MFP of PyMT-RID^ad^ mice including a downregulation of the PI3K-Akt pathway (Supplemental Figure 20). Moreover, thermogenic processes within adipose tissue, including the browning of white adipocytes, relies on proper insulin signaling (49). Illustrating this dependence, E4orf1 overexpression mice display not only diminished insulin signaling but also reduced adipocyte browning (50). This suggests that disrupted insulin signaling in the MFP of PyMT-RID^ad^ mice may be a crucial driver of the observed downregulation of glycolysis, glycogen, and browning-related and “beiging”-related genes. In particular, it has been shown that reduced glycolysis is linked to decreased thermogenesis, potentially exacerbating insulin resistance (49, 51). Importantly, decreased uptake of lipids by adipose tissue due to insulin resistance may also enable tumors to take up and metabolize more lipids. This may effectively enhance tumor growth and metastasis through the upregulation of tumor progression–related and metastasis-related genes as well as genes related to mammary gland and duct morphogenesis. Interestingly, our findings also indicate that RIDα/β overexpression in adipocytes promotes an immunosuppressive tumor microenvironment through upregulation of *Ido1*, *Mrc1*, and *Cd200*. Despite no relevant changes in major immune cell populations such as M1 macrophages, DCs, NK cells, or T cells, the elevated expression of these immunoregulatory genes, particularly IDO1, suggests that RIDα/β-driven immune modulation may facilitate tumor immune escape in conjunction with TAM-mediated immune modulation.

### Long-term HFD challenge in PyMT-RID^MMTV^ mice.

Intriguingly, the suppression of tumor cell inflammation in the PyMT-RID^MMTV^ model resulted in outcomes distinct from those in the PyMT-RID^ad^ model (Figure 8). Abnormal mammary gland development was minimal, emphasizing the tumor-specific effects of inflammation inhibition. Although tumor onset remained comparable between the groups, a significant reduction in tumor growth was observed in PyMT-RID^MMTV^ mice without affecting the number of CLSs (Figure 8). The recruitment of TAMs slightly decreased, which is consistent with a reduction in tumor growth, suggesting that the accumulation of TAMs near the tumor is a critical driver of tumor progression (Figure 8). The observed reduction in abnormal mammary gland development and tumor growth highlights the potential therapeutic significance of targeting inflammation in a tumor cell–selective manner. Further investigations into the underlying mechanisms governing the recruitment of TAMs and their impact on tumor progression appears necessary. Notably, the divergent phenotypes of the PyMT-RID^ad^ and PyMT-RID^MMTV^ models underscore the cell-specific effects of the inhibition of inflammation on mammary tumor development.

Collectively, our studies using distinct mouse models provide comprehensive insight into the cell type–specific contributions of inflammation to mammary tumor development and progression. The varying outcomes observed in different models emphasize the need for a careful assessment regarding targeting inflammation for therapeutic purposes, be it in adipocytes or in tumor cells. These outcomes may ultimately also have an impact on the effectiveness of checkpoint inhibitors, which can trigger inflammation that hinders their effectiveness.

## Methods

### Sex as a biological variable.

This study exclusively examined female mice because the disease modeled, breast cancer, predominantly affects females.

### Mouse models.

All animal experimental protocols, including those for mouse use and euthanasia, were reviewed and approved by the IACUC of University of Texas Southwestern (UTSW) Medical Center under the animal protocol 2015-101207. The transgenic strains — adipocyte-specific, Dox-inducible RIDα/β-transgenic mice (*Adipoq-rtTA* × *TRE-RID*α*/*β mice or RID^ad^) — were generated by our laboratory as previously described (1, 7). We established spontaneous breast tumor development mouse models by introducing these transgenes into the *MMTV-PyMT* mammary tumor model (PyMT-RID^ad^). To establish mammary gland epithelial cell–specific, Dox-inducible RIDα/β-transgenic mice with *MMTV-PyMT* (PyMT-RID^MMTV^), RID^ad^ mice were crossed with *MMTV-rtTA/MMTV-PyMT* mice. *Adipoq-rtTA* was washed out and replaced with *MMTV-rtTA*. The transgenic strains, *MMTV-rtTA* and *MMTV-PyMT* mice, were previously generated and characterized by our laboratory (52). In each experiment, littermate mice that lacked the *TRE-RID*α*/*β transgene were chosen as the control. These control mice were fed the same diet as the experimental group carrying the *TRE-RID*α*/*β transgene (i.e., either HFD or Dox-HFD). All mice used in this study, including littermate controls, were maintained on a pure C57BL/6 genetic background. Mice were housed under barrier conditions on a 12-hour light/12-dark cycle in a temperature-controlled environment (22°C) with ad libitum access to autoclaved water and food. Cages were changed every other week, and constant veterinary supervision was provided. Diets used in this study were a regular chow diet (LabDiet, 5058), HFD (60% of calories from fat, Bio-Serv, S1850), and Dox-HFD (600 mg/kg Dox; HFD of 60% of calories from fat, Bio-Serv, S5867). Only female mice were used because females are susceptible to the development of mammary tumors.

### Genotyping PCR.

The small portion of the mouse tail tip was lysed in 100 μL of 50 mM NaOH at 95°C for 1.5 hours and then neutralized by adding 10 μL of 1M Tris-HCl (pH 8.0). After vortexing and a brief spin down, 1 μL of the supernatant was utilized as the PCR template. The primer pairs for genotyping PCR are listed in Supplemental Table 2. The PCR program consisted of an initial step at 95°C for 1 minute, followed by 30–35 cycles of 95°C for 15 seconds, 60°C for 30 seconds, and 72°C for 30 seconds, concluding with a final step at 72°C for 3 minutes. The size of the amplified DNA was confirmed using 1%–2% agarose gel electrophoresis with ethidium bromide staining.

### EO771 syngeneic breast cancer model.

To establish the EO771 syngeneic breast cancer model, EO771 cells (10^5^ cells in 50 μL, mixed in a 1:1 ratio with PBS and Matrigel) were injected subcutaneously into the MFP of 16-week-old mice that had been fed an HFD for 8 weeks. One week after cell injection, mice with subcutaneous tumors reaching approximately 100 mm³ were selected for each group and switched to a Dox-containing HFD. Tumor growth was monitored and measured using electronic calipers approximately every 2 days. Tumor volume was calculated using the modified ellipsoid formula: tumor volume = ½ (length × width²). Animals were euthanized 21 days after injection.

### Metabolic phenotyping.

Assessments of systemic metabolism, including oral glucose tolerance tests (OGTTs), insulin tolerance tests (ITTs), and triglyceride tolerance tests (TGTTs), were performed as previously described (53). For OGTTs, mice were fasted for 4–6 hours and subjected to an oral gavage of dextrose (2.5 mg/g body weight). Tail blood was collected at 0, 15, 30, 60, and 120 minutes in capillary tubes and prepared for serum and assayed for glucose. For ITTs, random-fed mice were administered insulin (1.5 U/kg Humulin R, Eli Lilly) by intraperitoneal injection. Serum glucose level was measured at 0, 15, 30, 60, and 120 minutes. For TGTTs, mice were fasted for 16 hours and subjected to an oral gavage of 20% intralipid (10 μL/g body weight, 100 mL, Sigma-Aldrich, I141). Tail blood was collected at 0, 1.5, 3, and 6 hours for triglyceride, nonesterified fatty acid, and glycerol assays. Glucose, insulin, and triglyceride levels were measured using a Contour blood glucose monitor (Bayer, 9545C), oxidase-peroxidase assay (Sigma-Aldrich), insulin ELISA (Crystal Chem), and Infinity triglycerides reagent (Thermo Fisher Scientific). Nonesterified fatty acids were measured by free fatty acid quantification kits (Wako Diagnostics, NEFA-HR2).

### Triolein uptake assay.

Triolein uptake was measured as described previously (54). Briefly, mice were fasted for 16 hours and ^3^H-triolein (PerkinElmer, NET431001MC; 2 μCi per mouse in 100 μL of 5% intralipid) was administered by retro-orbital injection. Blood samples of 150 μL were collected at 1, 2, 5, 10, and 15 minutes. At the 15-minute mark, mice were euthanized, additional blood samples were obtained, and select tissues were promptly excised, weighed, flash-frozen in liquid nitrogen, and stored at –80°C until further processing. Tissue radioactivity, including blood samples, was quantified using a Tri-Carb 2910 TR scintillation counter (PerkinElmer).

### Tissue preparation and immunostaining.

Mice were euthanized by cervical dislocation after isoflurane anesthesia. Subsequently, tissues were promptly collected and fixed in 10% buffered formalin (Thermo Fisher Scientific) for 24 hours at room temperature. Afterward, the tissues were rinsed with 50% ethanol, followed by embedding in paraffin blocks and cutting into 5 μm sections. For immunofluorescence staining, 5 μm paraffin sections were baked for 30 minutes at 60°C and deparaffinized in xylene and ethanol, followed by boiling in antigen retrieval solution (Vector Labs) containing 0.1% Tween 20. Slides were blocked in blocking buffer consisting of 10% goat serum (Thermo Fisher Scientific) in PBS-T (0.1% Tween 20 in PBS) for 1 hour at room temperature and then overnight at 4°C with the primary antibodies RIDβ (made in-house), perilipin (20R-PP004, Fitzgerald), cleaved caspase-3 (9661, Cell Signaling Technology), MAC-2 (125401, BioLegend), CD163 (16646-1-AP, ProteinTech), Ki67 (ab15580, Abcam), CD31 (14-0311-82, Invitrogen), CD36 (PA1-16813, Invitrogen), FABP4 (PA5-30591, Invitrogen), and ERα (made in-house). The next day, slides were washed 5 times with PBS-T and incubated with secondary antibodies labeled with Alexa Fluor 488 (A-11006, Thermo Fisher Scientific) or Alexa Fluor 594 (A-11037, Thermo Fisher Scientific) diluted in blocking buffer for 1 hour at room temperature. Slides were washed 5 times with PBS-T, and then they were mounted with Vectashield mounting medium with DAPI (Vector Labs). Immunofluorescence staining was imaged using a Zeiss LSM880 confocal microscope and analyzed by Fiji/ImageJ (NIH; version 2.1.0/1.53h). Image quantification was performed by merging the channel of the protein of interest with DAPI. Cells positive for the protein of interest were then counted and expressed as a percentage of the total nuclei. For CD31, the positive area was measured as a percentage of the total area in the field. All image quantifications were performed using 2–3 mice per group. H&E staining was performed using standard reagents (Abcam). All details for antibodies and reagents are listed in Supplemental Table 3.

### Tumor dissociation and primary tumor cell preparation.

Approximately 0.5 mg of tumor tissue was excised from euthanized mice and finely minced on a sterile surface. The minced tissue was incubated in a digestion buffer containing collagenase B, collagenase D, and DNase I at 37°C with gentle stirring for 15–30 minutes. After enzymatic digestion, the cell suspension was filtered through a 70 μm cell strainer, centrifuged, washed, and treated with red blood cell lysis buffer. Cells were then resuspended in DMEM supplemented with 10% FBS and 10% horse serum, and subsequently subcultured. Differential trypsinization was used to separate tumor cells from nontumorigenic cells during passaging.

### Adipocyte size measurement.

For adipocyte size quantification, bright-field H&E-stained images were acquired using a NanoZoomer S60 (Hamamatsu). Adipocyte size analysis was performed according to previously validated protocols with minor modifications (55). Fiji/ImageJ (NIH) software was used to analyze and calculate the area of each adipocyte. At least 200 adipocytes were quantified for each individual mouse.

### Isolation of floated adipocytes, stromal vascular fraction cells, and generation of in vitro–differentiated adipocytes.

The MFP of 4- to 6-week-old female mice was minced and digested for 1 hour at 37°C in a shaking water bath in HBSS (Sigma-Aldrich) containing 1.5% BSA (Sigma-Aldrich) and 1 mg/mL collagenase D (Roche). Samples were mixed every 20 minutes by gently inverting the tube to ensure uniform tissue digestion. The resulting dispersed tissue was filtered through a 100 μm cell strainer and centrifuged for 5 minutes at 600*g*, 4°C. Floating adipocytes were collected, and the pelleted stromal vascular fraction (SVF) cells were resuspended in culture media (DMEM/F12 containing 10% FBS, 1× GlutaMax, 1× penicillin/streptomycin, and 1× gentamicin), filtered through a 45 μm cell strainer, and subjected to a second round of centrifugation. The pelleted cells were resuspended in culture media and grown at 37°C in 5% CO_2_. For in vitro differentiation experiments, SVF cells were grown to approximately 95% confluency, and adipogenesis was induced using culture media supplemented with 500 μmol/L 3-isobutyl-1-methylxanthine, 1 μmol/L dexamethasone, 5 μg/mL insulin, and 1 μmol/L rosiglitazone for 2 days. After induction, the cells were maintained in media containing only 5 μg/mL insulin and were used for harvesting the CM at 6–8 days of differentiation.

### Preparation of CM.

Serum-free CM was collected from in vitro–differentiated adipocytes from each group of mice. The collected CM was centrifuged at 500*g* at 4°C for 10 minutes to remove any cellular debris. The supernatant was saved, aliquoted, flash-frozen in liquid nitrogen, and stored at –80°C.

### Cancer cell culture.

Human breast cancer cell lines MCF-7, MDA-MB-231, HCC-1954, and HCC38 were sourced from ATCC. Mouse breast cancer cell lines, including Met1 and EO771, were provided by Rolf Brekken at UTSW Medical Center. All cells were maintained in RPMI (Gibco) supplemented with 10% FBS (GeminiBio) and 1% penicillin/streptomycin (Sigma-Aldrich). All details for cell lines and reagents are listed in Supplemental Table 3.

### Cell proliferation assays.

Cell proliferation assays were performed as described previously (56, 57). Briefly, human and mouse breast cancer cells were plated and grown in CM (see below) harvested from in vitro–differentiated adipocytes from each group of mice. The CM was replenished every other day for the specified durations before assessing cell proliferation. Cell proliferation was assessed every 2 days through a crystal violet staining assay. To this end, the cells were washed with PBS, fixed with 5% formaldehyde for 10 minutes at room temperature, and stored in PBS at 4°C until all time points had been collected. The fixed cells were stained with a 0.1% crystal violet in a 20% methanol solution. After washing to remove unincorporated stain, the crystal violet was extracted using 10% glacial acetic acid and the absorbance was read at 595 nm.

### Protein extraction and Western blotting.

Frozen tissues were crushed into a fine powder using a tissue pulverizer, ensuring that the tissues remained frozen during the process. The frozen powder was transferred to a glass Dounce homogenizer, then resuspended in RIPA buffer (10 mM Tris-HCl, pH 8.0; 1 mM EDTA; 0.5 mM EGTA; 1% Triton X-100; 0.1% sodium deoxycholate; 0.1% SDS; 140 mM NaCl; Pierce) was added, and the tissue was disrupted with the Dounce homogenizer (10–20 times on ice). The mixture was transferred into a tube and incubated with gentle mixing for 15 minutes at 4°C. The mixture was subjected to centrifugation at maximum speed multiple times in a microcentrifuge for 10 minutes at 4°C to remove the insoluble material, and the supernatant was collected. Protein concentrations were determined using a BCA protein assay (Pierce). For Western blotting, 20 μg of protein was separated on a 4%–12% gradient polyacrylamide-SDS gel (Invitrogen) and transferred onto a nitrocellulose membrane (Bio-Rad). The membranes were blocked for 1 hour at room temperature in TBS with 0.1% Tween 20 (TBS-T) containing 5% nonfat dry milk. Primary antibodies RIDβ (rabbit polyclonal; made in-house), cleaved caspase-3 (9661, Cell Signaling Technology), GAPDH (MA5-35235, Invitrogen), and β-actin (4970, Cell Signaling Technology) were diluted in 5% nonfat dry milk (Thermo Fisher Scientific) and incubated with membranes overnight at 4°C with gentle mixing. After extensive washing with TBS-T, the membranes were incubated with an appropriate HRP-conjugated secondary antibody (Thermo Fisher Scientific) diluted in 1% nonfat dry milk for 1 hour at room temperature. The membranes were washed extensively with TBS-T before chemiluminescent detection using SuperSignal West Pico substrate (Thermo Fisher Scientific) and an iBright 1500 system (Invitrogen). All details for antibodies and reagents are listed in Supplemental Table 3.

### RNA extraction and qPCR.

Total RNA was extracted from tissues using the RNeasy Mini kit (QIAGEN), TRIzol (Invitrogen), and EZ-10 DNAaway RNA miniprep kit (Bio Basic), and cDNA pools were generated by reverse transcription using PrimeScript RT Master Mix (Takara). qPCR was performed using Powerup SYBR Green PCR Master Mix (Applied Biosystems) on a QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems). Primer sequences for qPCR are listed in Supplemental Table 1.

### RNA-Seq and bioinformatic analysis.

RNA-Seq was performed by Novogene as described previously (53). Briefly, RNA isolated from the MFP or tumors was used to prepare an RNA-Seq library by enrichment from total RNA using oligo(dT) beads. For bioinformatic analysis, Novogene provided basic RNA-Seq analysis, including the list of differentially regulated genes, pathway analysis, and a heatmap. Differential gene expression analysis employed DESeq2, applying criteria of adjusted *P* value of 0.05 or less and absolute log_2_ fold change (|log_2_FoldChange|) of 1.0 or greater to identify a significantly differentially expressed gene. The volcano plot was generated using GraphPad Prism version 10.4.2 with genes from the entire gene list, including differentially regulated genes between 2 samples. Individual gene data expressed as mean ± SEM were obtained using FPKM or log_2_(FPKM) from RNA-Seq. Gene Set Enrichment Analysis (GSEA) was performed using the GSEA module available in Gene Pattern (version 20.4.0; Broad Institute; https://www.genepattern.org/). The Hallmark gene sets from the Molecular Signatures Database (MsigDB v2024.1, Broad Institute) were used to identify enriched pathways. GSEA was conducted with default settings, with minor modifications, including weighted scoring, phenotype-based permutations (1,000 permutations), gene ranking using the2-tailed Student’s *t* test, and standard normalization methods.

### Statistics.

All data are expressed as mean ± SEM. Differences between 2 groups were examined for statistical significance with an unpaired 2-tailed Student’s *t* test. Two-way ANOVA with a multiple-comparison test using GraphPad Prism software was applied to multiple time point comparisons. *P* values and adjusted *P* values for RNA-Seq were determined by use of the DESeq2 R package. A *P* value less than 0.05 denotes a statistically significant difference. Each statistics methodology used is described in the respective figure legend.

### Study approval.

All animal procedures were approved by the IACUC of UTSW Medical Center (APN2015-101207).

### Data availability.

All data supporting the findings of this study are available within the article and its supplemental materials, including source data. RNA-Seq data are available in the NCBI’s Gene Expression Omnibus (GEO GSE276790). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

PES conceived the project. DSK and PES designed the experiments and supervised their implementation. DSK and TO performed most mouse-based experiments together. DSK conducted all cell-based experiments. QZ and MK provided RID^ad^ mice and intellectual input for this manuscript. SC conducted the triolein uptake assay with assistance from DSK and TO. JBF, KM, MK, CJ, and C Li provided assistance in interpreting the results and with mouse-related tasks. QL and KM performed adipocyte measurement experiments. C Lee, JV, and MV assisted with histology. DSK prepared the initial drafts of the figures and text with the help of TO, which were then reviewed and edited by JBF, RMW, and PES. The manuscript was finalized by PES. PES is the guarantor of this work and had full access to all the data in the study, taking responsibility for its integrity and the accuracy of the analysis. PES secured funding for the project and provided intellectual support across all aspects of the work. DSK and TO contributed equally to the conducted experiments and are recognized as co–first authors. The order of the co–first authors was based on the roles of the authors; DSK was listed first because he initiated the project, designed the experiments, and drafted the original manuscript**.**

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
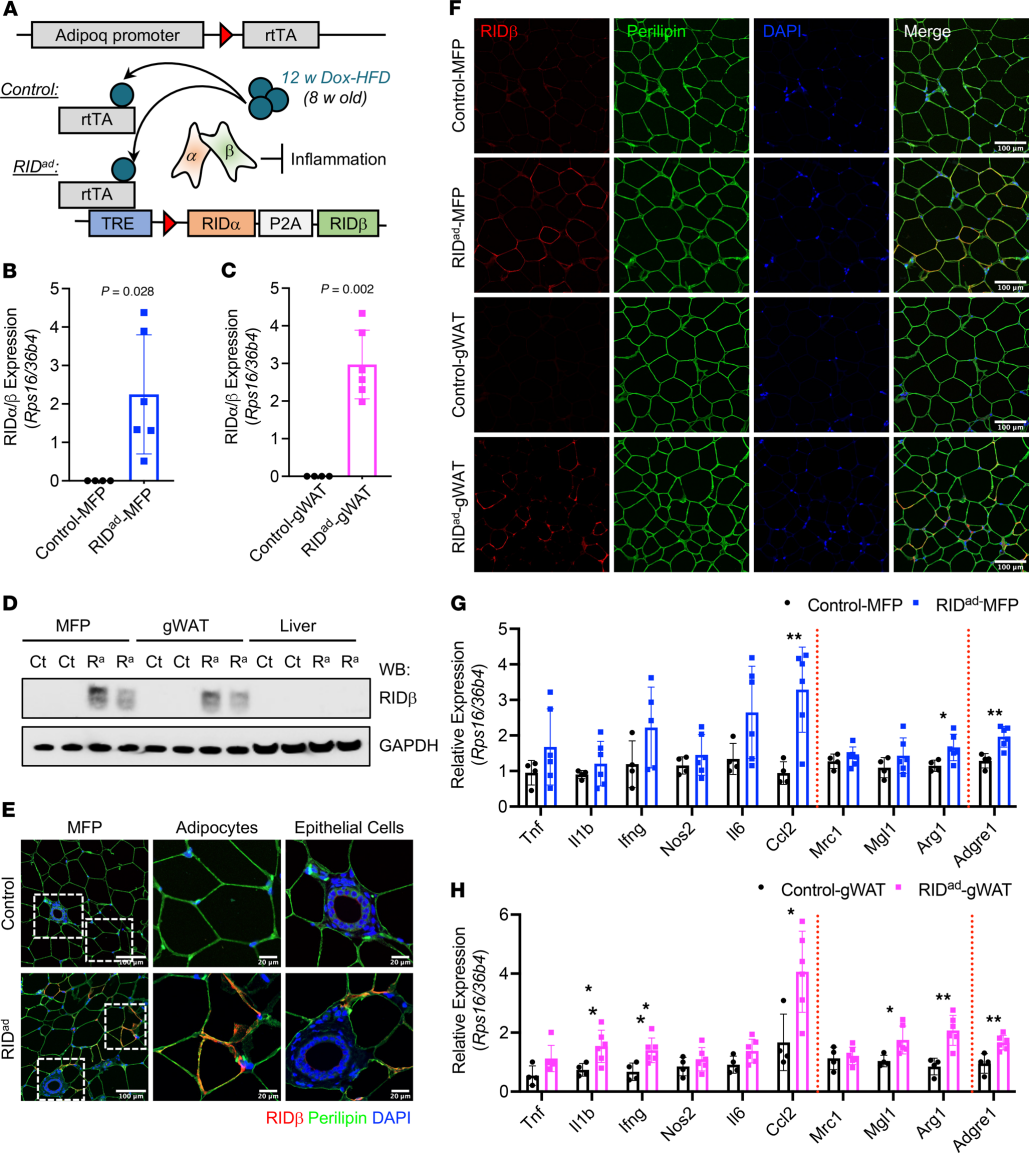
RIDα/β and inflammatory gene expression in RID^ad^ mice. (**A**) Schematic representation of adipocyte-specific, doxycycline-inducible RIDα/β transgenic mice. (**B** and **C**) qPCR analysis of RIDα/β mRNA expression in the mammary fat pad (MFP) (**B**) and gonadal white adipose tissue (gWAT) (**C**). *Rps16* and *36b4* were used for normalization. *n* = 4–6/group. (**D**) Western blot analysis of RIDβ and GAPDH protein expression in different tissues from control (Ct) and RID^ad^ (R^a^) mice. (**E**) Representative immunostaining of RIDβ and perilipin in the MFP. The magnified panels show adipocytes and mammary duct epithelial cells. Scale bar: 200 μm (left column); 20 μm (center and right columns). (**F**) Representative immunostaining of RIDβ and perilipin in the MFP and gWAT. Scale bar: 100 μm. (**G** and **H**) qPCR analysis of inflammation-related mRNA expression in the MFP (**G**) and gWAT (**H**). *Rps16* and *36b4* were used for normalization. *n* = 4–6/group. (**B**, **C**, **G**, and **H**) Data are displayed as mean ± SEM and were analyzed by unpaired 2-tailed *t* tests. *P < 0.05, **P < 0.01.

**Figure 2:**
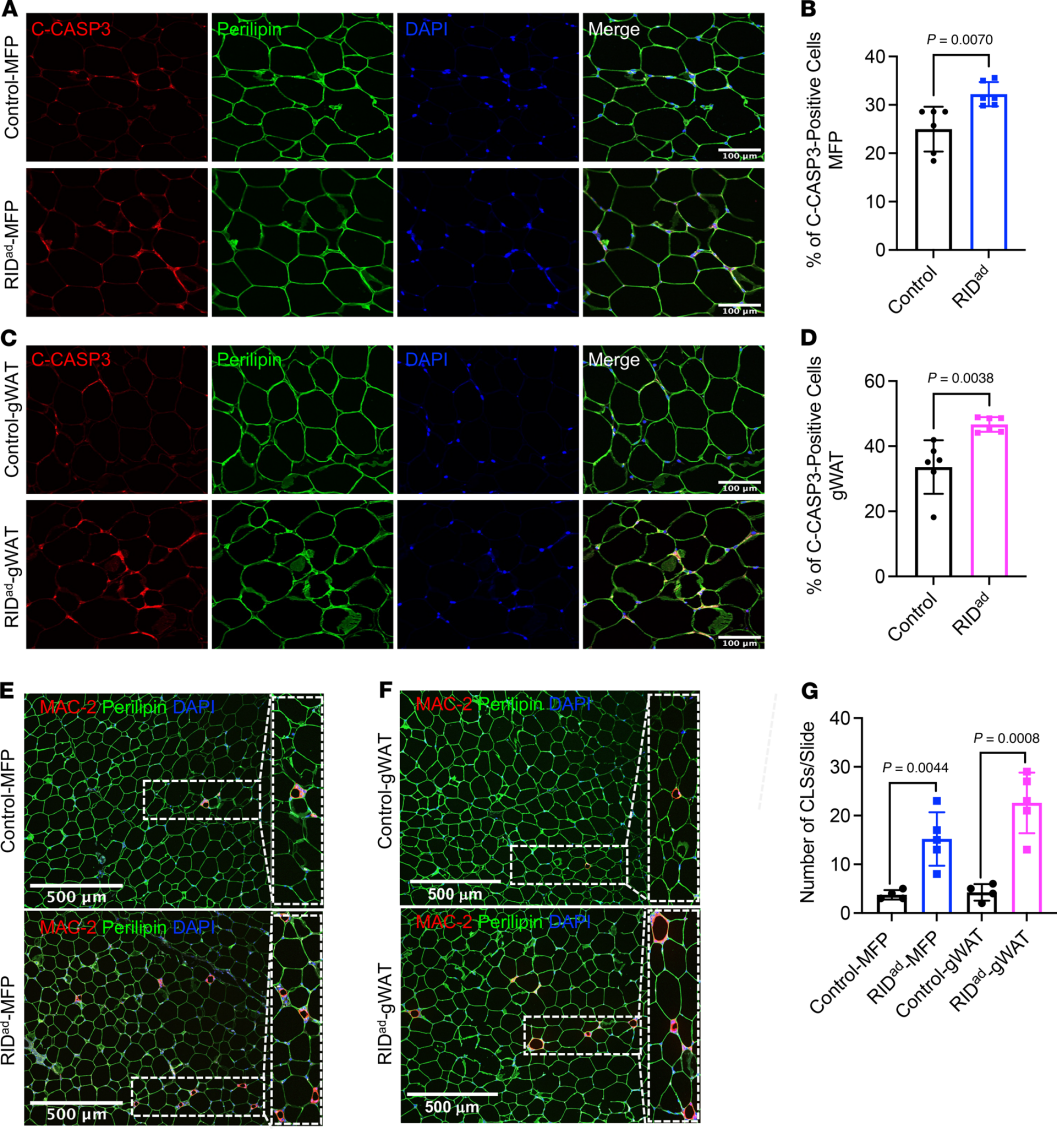
Increased adipocyte apoptosis and crown-like structure formation in RID^ad^ mice. (**A**) Representative immunostaining of cleaved caspase-3 (C-CASP3) and perilipin in the mammary fat pad (MFP). Scale bar: 100 μm. (**B**) Quantification of the percentage of cleaved C-CASP3–positive cells from the experiments shown in **A**. A total of 6 images from 3 control mice and 6 images from 3 RID^ad^ mice were quantified. (**C**) Representative immunostaining of C-CASP3 and perilipin in gonadal white adipose tissue (gWAT). Scale bar: 100 μm. (**D**) Quantification of the percentage of cleaved C-CASP3–positive cells from the experiments shown in **C**. A total of 6 images from 3 control mice and 6 images from 3 RID^ad^ mice were quantified. (**E**) Representative immunostaining of MAC-2 and perilipin in the MFP. Scale bar: 500 μm. (**F**) Representative immunostaining of MAC-2 and perilipin in gWAT. Scale bar: 500 μm. (**G**) Quantification of the number of CLSs, based on the experiments shown in **E** and **F**, was performed on 4 control mice and 5 RID^ad^ mice. Data are displayed as mean ± SEM and were analyzed by unpaired 2-tailed *t* tests (**B**, **D**, and **G**).

**Figure 3:**
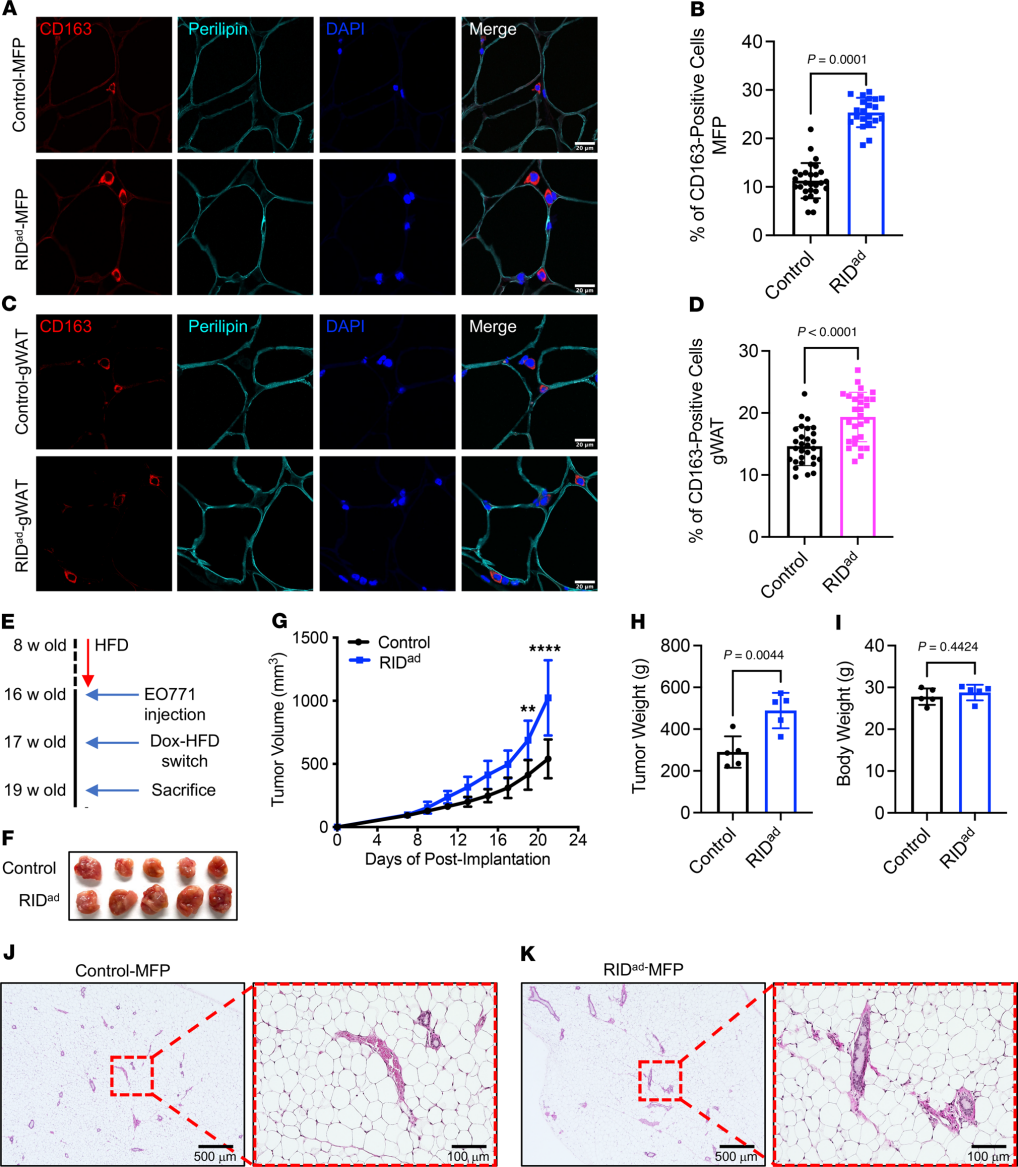
Increased TAM accumulation and accelerated tumor growth in the MFP of RID^ad^ mice. (**A**) Representative immunostaining of CD163 and perilipin in the mammary fat pad (MFP). Scale bar: 20 μm. (**B**) Quantification of the percentage of CD163-positive cells from the experiments shown in **A**. A total of 21–28 images from 3 mice per group were quantified. (**C**) Representative immunostaining of CD163 and perilipin in gonadal white adipose tissue (gWAT). Scale bar: 20 μm. (**D**) Quantification of the percentage of CD163-positive cells from the experiments shown in **C**. A total of 28–29 images from 3 mice per group were quantified. (**E**) Schematic representation of the experimental design for the EO771 syngeneic breast cancer mouse model. (**F**) Images of syngeneic tumors formed in each group. (**G**) Growth curves of transplanted EO771 cells. *n* = 5/group. (**H** and **I**) Tumor weight (**H**) and body weight (**I**) at the end of the experiment. *n* = 5/group. (**J** and **K**) H&E staining of the MFP. Scale bars: 500 μm (left); 100 μm (right). Data are displayed as mean ± SEM and were analyzed by unpaired 2-tailed *t* tests (**B**, **D**, **H**, and **I**) or 2-way ANOVA (**G**). **P = 0.01, ****P < 0.0001.

**Figure 4:**
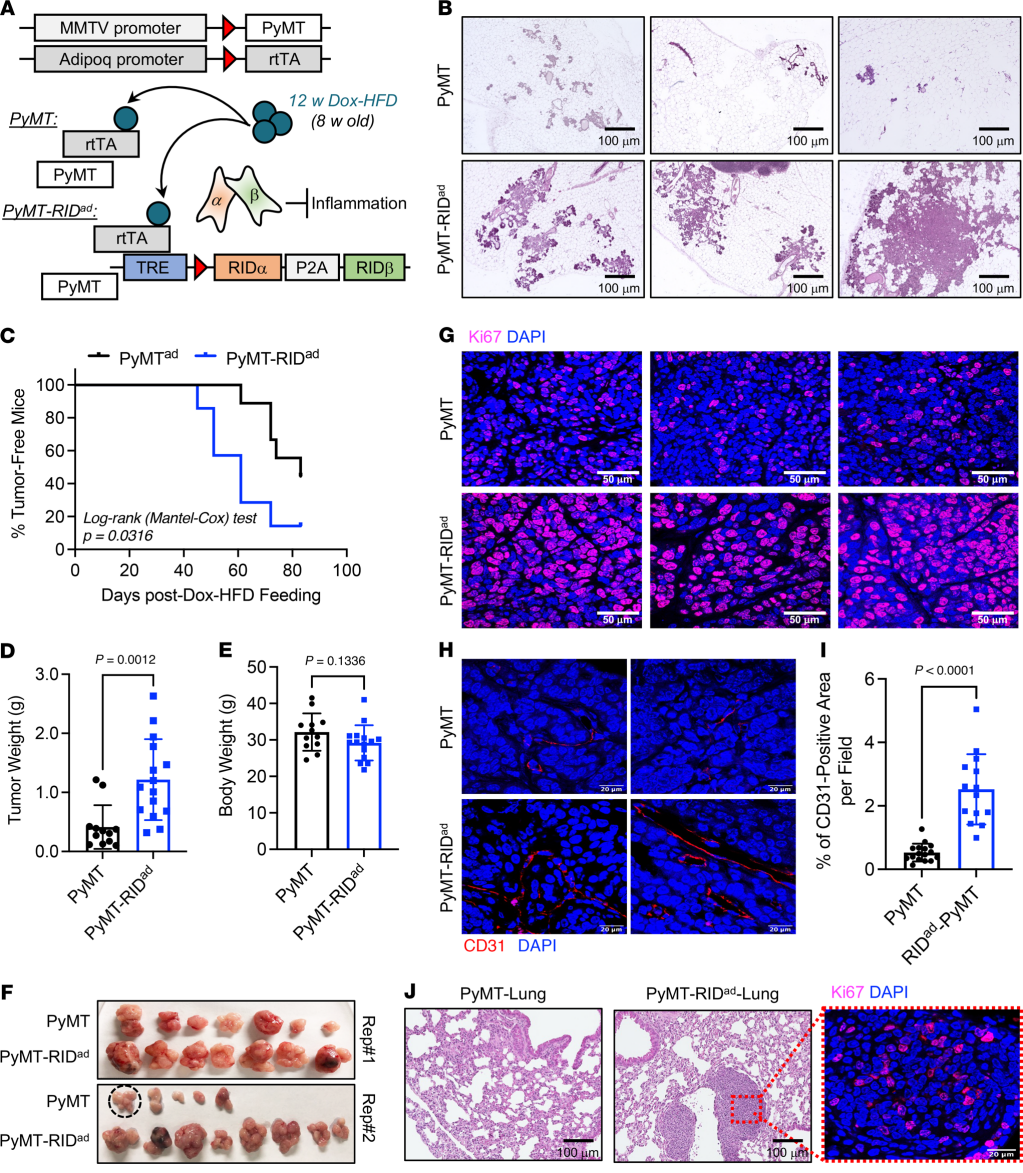
Earlier mammary tumor onset, accelerated tumor growth, and a higher incidence of lung metastasis in PyMT-RID^ad^ mice. (**A**) Schematic representation of the generation of PyMT-RID^ad^ mice by introducing RID^ad^ mice into the MMTV-PyMT mammary tumor model. (**B**) Analysis of the mammary fat pad (MFP) in PyMT-RID^ad^ mice revealed abnormalities in mammary gland development, as evidenced by H&E staining. Scale bars: 100 μm. Representative samples are shown. (**C**) Kaplan-Meier tumor-free mouse curves from 2 independent experiments. *n* = 13–16/group. (**D** and **E**) Tumor weight (**D**) and body weight (**E**) at the end of the experiment. *n* = 13–16/group. (**F**) Images of tumors formed in each group at the end of the experiments (mice approximately 20 weeks old). A circle indicates multiple tumors that were harvested from a single mouse. (**G**) Representative immunostaining of Ki67 in the tumors. *n* = 3/group. Scale bars: 50 μm. (**H**) Representative immunostaining of CD31 in the tumors. Scale bars: 50 μm. (**I**) Quantification of the percentage of CD163-positive area from the experiments shown in **H**. A total of 14–16 images from 3 mice per group were quantified. (**J**) H&E staining shows metastatic breast tumor development in the lungs of PyMT-RID^ad^ mice. A magnified image of Ki67-immunostained tumor is provided. Scale bars: 100 μm. Data are displayed as mean ± SEM and were analyzed by unpaired 2-tailed *t* tests (**D**, **E**, and **I**).

**Figure 5:**
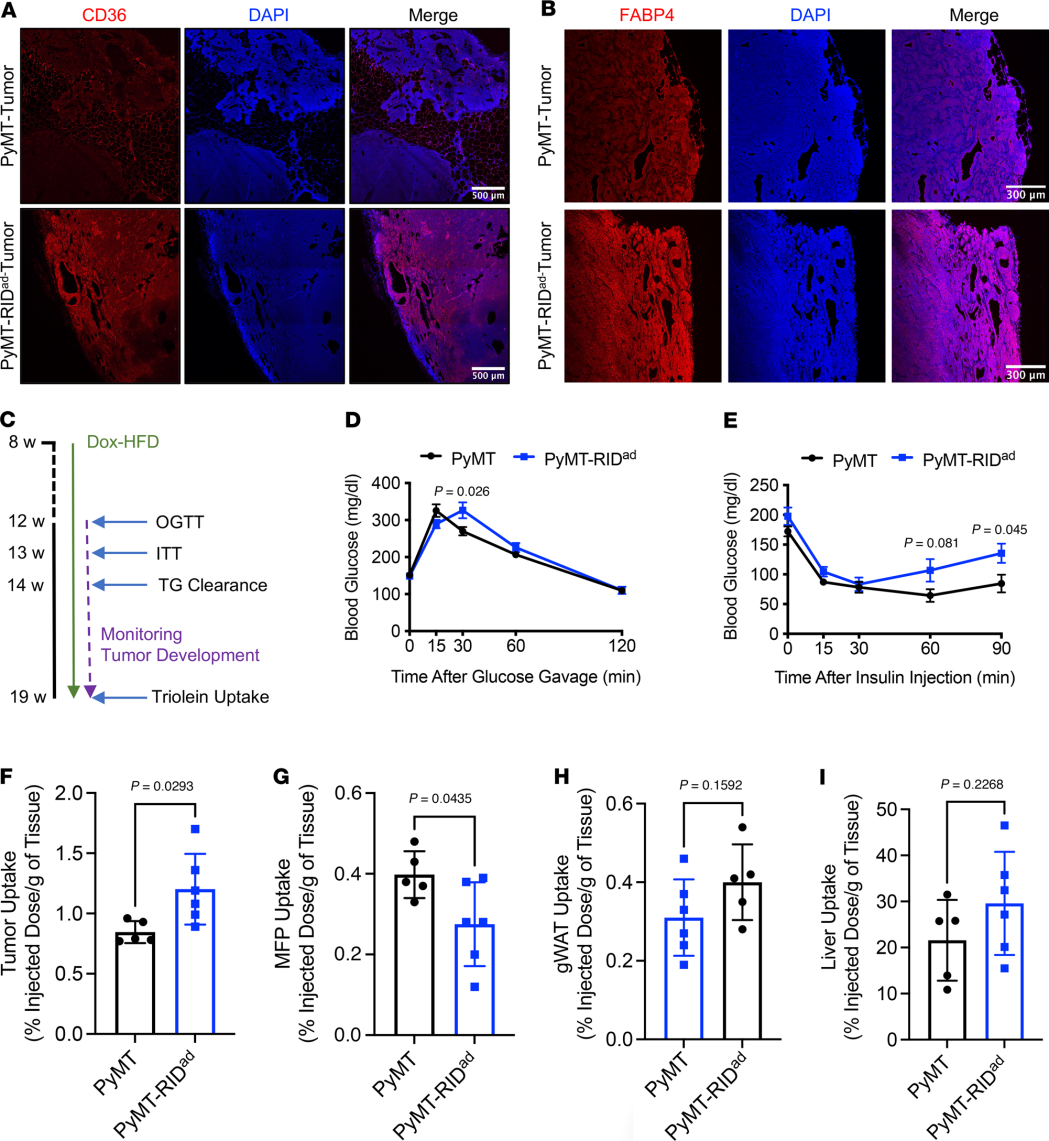
Metabolic dysfunction and increased lipid uptake in tumors of PyMT-RID^ad^ mice. (**A**) Representative immunostaining of CD36 in the tumors. *n* = 3/group. Scale bars: 500 μm. The image of a different area of the same tissue section is shown in Supplemental Figure 7. (**B**) Representative immunostaining of FABP4 in the tumors. *n* = 3/group. Scale bars: 300 μm. (**C**) Schematic representation of the experimental design for the metabolic phenotyping, tumor development, and triolein uptake. *n* = 5–6/group. (**D**) Oral glucose tolerance test. (**E**) Intraperitoneal insulin tolerance test (ITT). (**F**–**I**) Triolein uptake into the tumor (**F**), mammary fat pad (MFP; **G**), gonadal white adipose tissue (gWAT; **H**), and liver (**I**). *n* = 5–6/group. Data are displayed as mean ± SEM and were analyzed by unpaired 2-tailed *t* tests (**D**–**I**).

**Figure 6:**
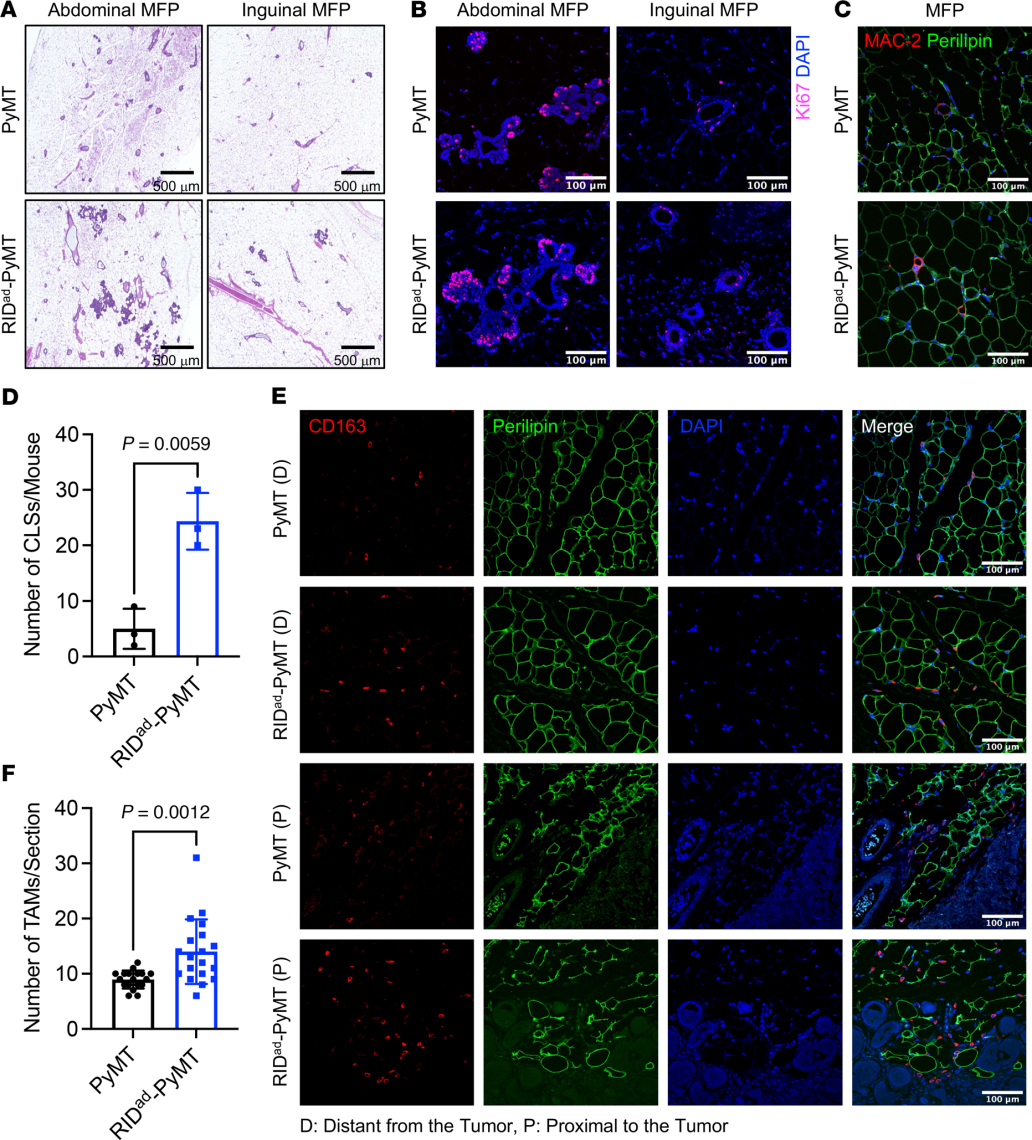
Increased CLS formation and TAM accumulation at early stages of tumor development in PyMT-RID^ad^ mice. (**A**) H&E staining of the mammary fat pad (MFP), encompassing both abdominal and inguinal pads. *n* = 3/group. Scale bars: 500 μm. (**B**) Representative immunostaining of Ki67 in the MFP. *n* = 3/group. Scale bars: 100 μm. Detailed images are shown in Supplemental Figure 11. (**C**) Representative immunostaining of MAC-2 and perilipin in the MFP. Scale bars: 100 μm. (**D**) Quantification of the number of crown-like structures (CLSs) from the experiments shown in **C**. *n* = 3/group. (**E**) Representative immunostaining of CD163 and perilipin in the MFP. Regions distant from and proximal to the tumor are shown. Scale bars: 100 μm. (**F**) Quantification of the number of tumor-associated macrophages (TAMs) from the experiments shown in **E**. *n* = 3/group. Data are displayed as mean ± SEM and were analyzed by unpaired 2-tailed *t* tests (**D** and **F**).

**Figure 7:**
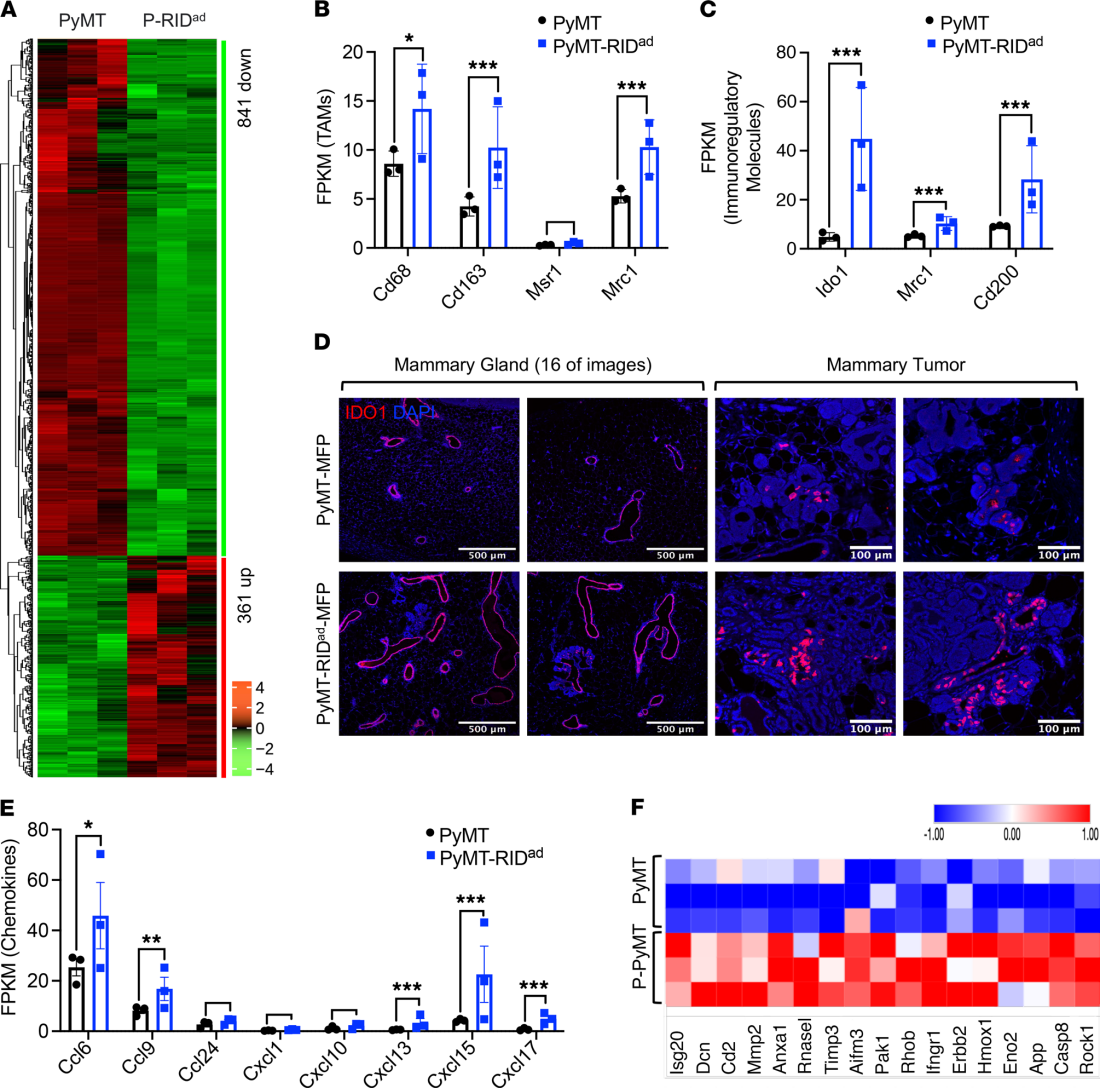
Inflammation suppression in adipocytes alters the tumor microenvironment, metabolism, and immune landscape in PyMT-RID^ad^ mice. (**A**) Heatmap of differentially expressed genes by RNA-Seq in the mammary fat pad (MFP). *n* = 3/group. (**B**) RNA-Seq analysis of tumor-associated macrophage (TAM) markers. (**C**) RNA-Seq analysis of immunoregulatory molecules. (**D**) Representative immunostaining of IDO1 in the MFP, specifically in mammary gland and tumor regions. *n* = 2–3/group. Scale bars: 500 μm (mammary gland); 300 μm (mammary tumor left); 100 μm (mammary tumor right). Detailed images are shown in Supplemental Figure 15. (**E**) RNA-Seq of chemoattractant molecules. (**F**) Heatmap of differentially expressed apoptosis-related genes by RNA-Seq in the MFP. Data are displayed as mean ± SEM and were analyzed by unpaired 2 tailed *t* tests (**B**, **C**, and **E**). *P < 0.05, ***P < 0.001.

**Figure 8:**
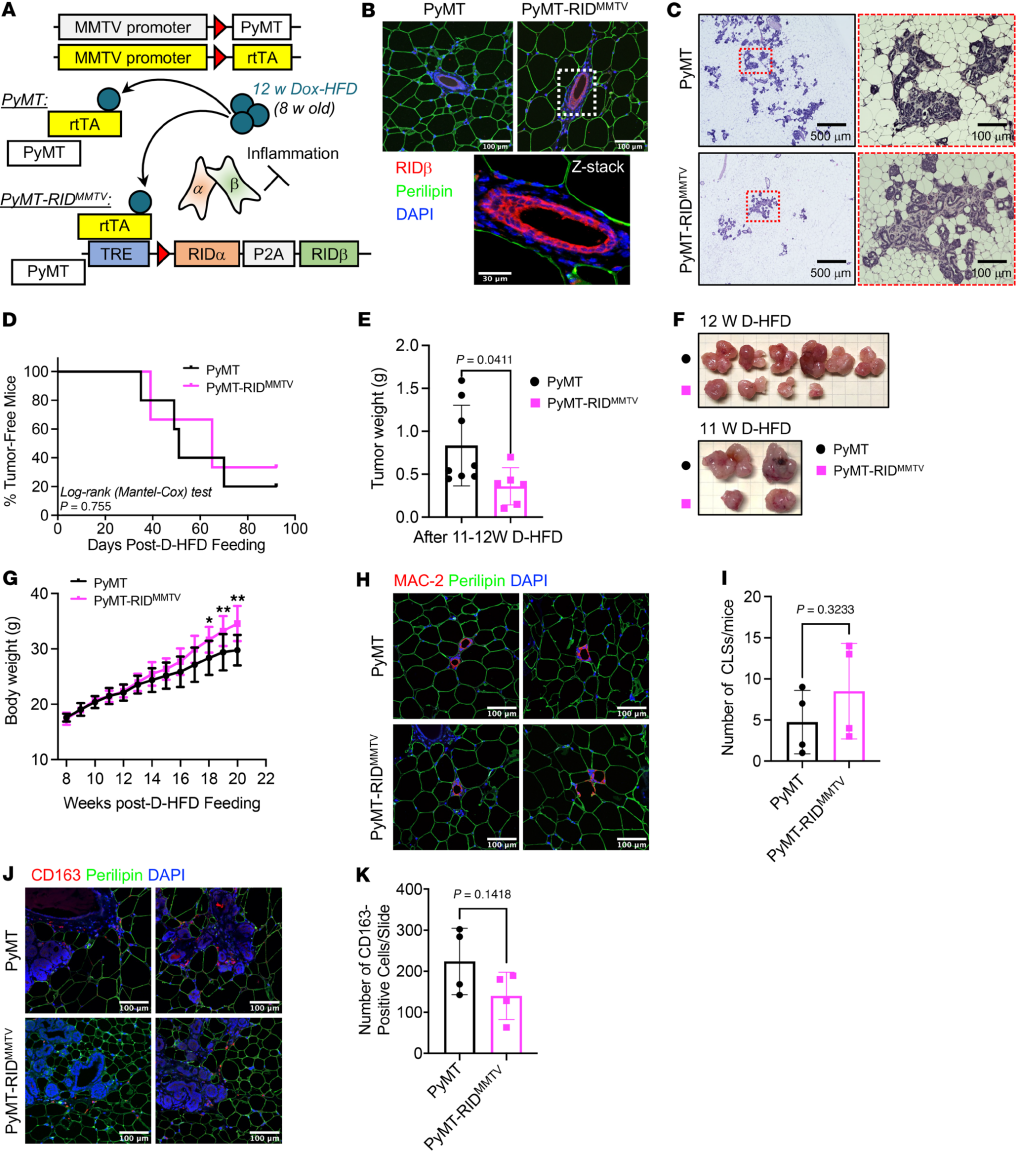
Decelerated mammary tumor growth but unchanged tumor onset and tissue macrophage accumulation in PyMT-RID^MMTV^ mice. (**A**) Schematic representation of the generation of PyMT-RID^MMTV^ mice by introducing mammary gland epithelial cell–specific, doxycycline-inducible RIDα/β transgenic mice into the MMTV-PyMT mammary tumor model. *n* = 7–9/group. (**B**) Representative immunostaining of RIDβ and perilipin in the mammary fat pad (MFP). Scale bars: 100 μm (top); 50 μm (bottom). (**C**) PyMT-RID^MMTV^ mice reveal reduced abnormalities in mammary gland development, as evidenced by H&E staining. Scale bars: 500 μm (left); 100 μm (right). (**D**) Kaplan-Meier tumor-free mouse curves from 2 independent experiments. *n* = 7–9/group. (**E**) Tumor weight at the end of the experiment. *n* = 6–8/group. (**F**) Images of tumors formed in each group at the end of the experiments (mice approximately 19–20 weeks old). In each group, 2 mice had to be euthanized a week earlier because of a high tumor burden. *n* = 6–8/group. (**G**) Body weight. *n* = 7–9/group. Two-way ANOVA. *P = 0.0, **P < 0.01. (**H**) Representative immunostaining of MAC-2 and perilipin in the MFP. Scale bars: 100 μm. (**I**) Quantification of the number of crown-like structures (CLSs) from the experiments shown in **H**. *n* = 4/group. (**J**) Representative immunostaining of CD163 and perilipin in the MFP. Scale bars: 100 μm (**K**) Quantification of the number of tumor-associated macrophages (TAMs) from the experiments shown in **J**. *n* = 4/group. Data are displayed as mean ± SEM and were analyzed by unpaired 2-tailed *t* tests (**E**, **G**, **I**, and **K**).

# Supplementary material for: Inhibiting inflammation in adipocytes accelerates mammary tumor development in mice
**Source:** J Clin Invest. 2025 Jun 17;135(16):e187202. doi: 10.1172/JCI187202
**Supplement:** Supplemental data

## **SUPPLEMENTAL INFORMATION**

### **Inhibiting inflammation in adipocytes accelerates mammary tumor development in mice**

Dae-Seok Kim<sup>1</sup>, Toshiharu Onodera<sup>1,2</sup>, Jan-Bernd Funcke<sup>1</sup>, Kyounghee Min<sup>1</sup>, Qingzhang Zhu<sup>1</sup>,  
Qian Lin, Shiuhwei Chen<sup>1</sup>, Chanmin Joung<sup>1</sup>, Min Kim<sup>3</sup>, R. Max Wynn<sup>1</sup>, Joselin Velasco<sup>1</sup>,  
Charlotte Lee<sup>4</sup>, Megan Virostek<sup>1</sup>, Chao Li<sup>1</sup>, and Philipp E Scherer<sup>1,\*</sup>

#### **List of Supplemental Information:**

**Supplemental Figures 1-25**

**Supplemental Table 1-3**

Authorship notes: D-SK and TO are co-first authors and contributed equally to this work.

Conflict of interest: The authors have declared that no conflict of interest exists.

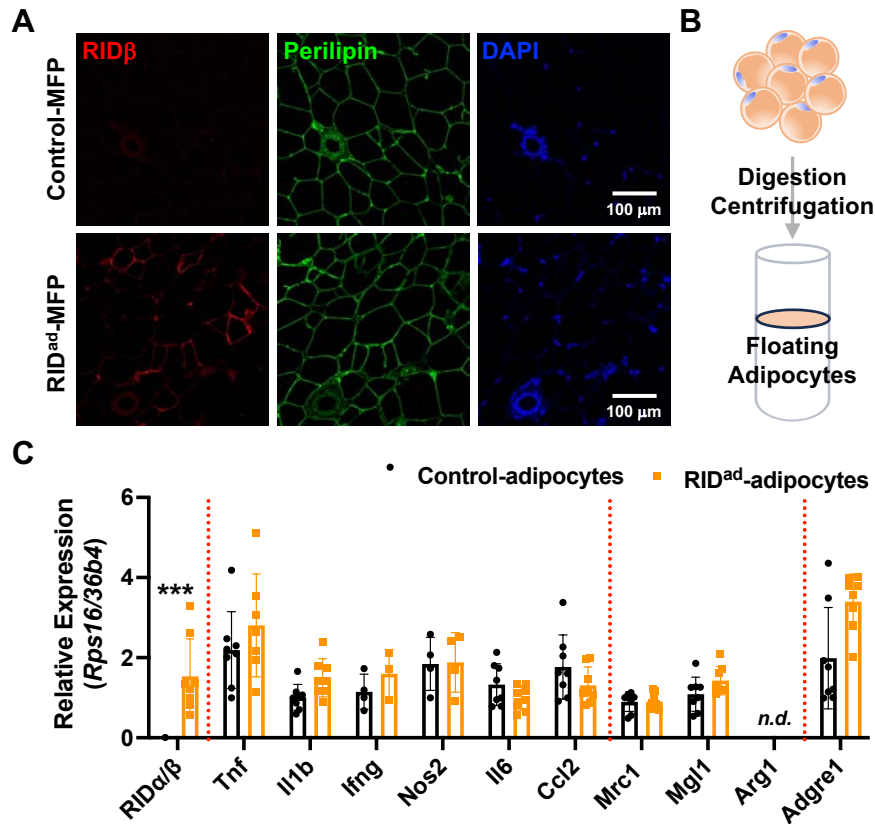

**Supplemental Figure 1. RIDα/β and inflammatory gene expression in adipocytes of RID<sup>ad</sup> mice.**

**(A)** Representative immunostaining of RIDβ and perilipin in the mammary fat pad (MFP). Related to Figure 1E. **(B)** Schematic of the experimental procedure for the isolation of floated adipocytes from adipose tissues. **(C)** qPCR analysis of inflammation-related mRNA expression in isolated adipocytes. *Rps16* and *36b4* were used for normalization. *n* = 8/group. **(Statistics)** (C) Data are displayed as mean±SEM and were analyzed by unpaired 2-tailed t-tests. \*\*\* *p*=0.0004

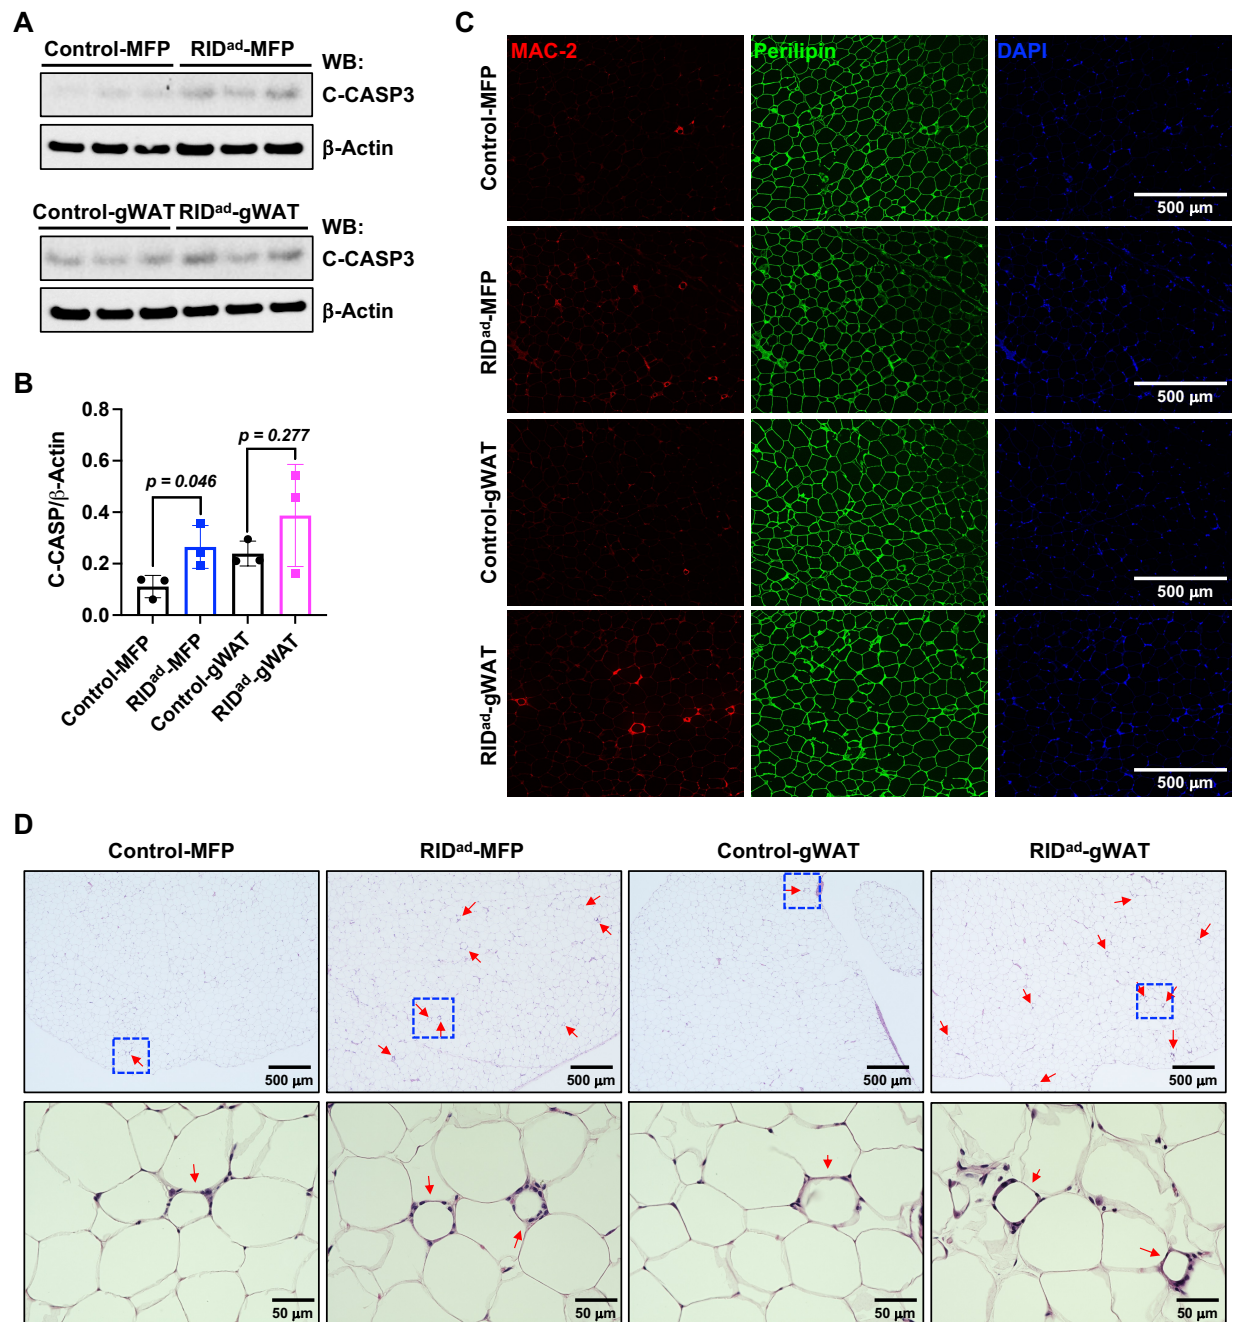

**Supplemental Figure 2. Increased levels of cleaved caspase-3 and CLS staining in the MFP of RID<sup>ad</sup> mice.**

**(A)** Western blot analysis of cleaved caspase-3 (C-CASP3) and β-Actin protein expression in the mammary fat pad (MFP) and gonadal white adipose tissue (gWAT).  $n = 3/\text{group}$ . **(B)** Quantification of C-CASP3 protein expression from the experiments shown in (A). **(C)** Representative immunostaining of MAC-2 and perilipin in the MFP and gWAT. Related to Figure 2E and F.  $n = 4\text{--}5/\text{group}$ . **(D)** H&E staining shows CLSs (red arrows) formed in the MFP and gWAT. **(Statistics)** (C) Data are displayed as mean±SEM and were analyzed by unpaired 2-tailed t-tests.

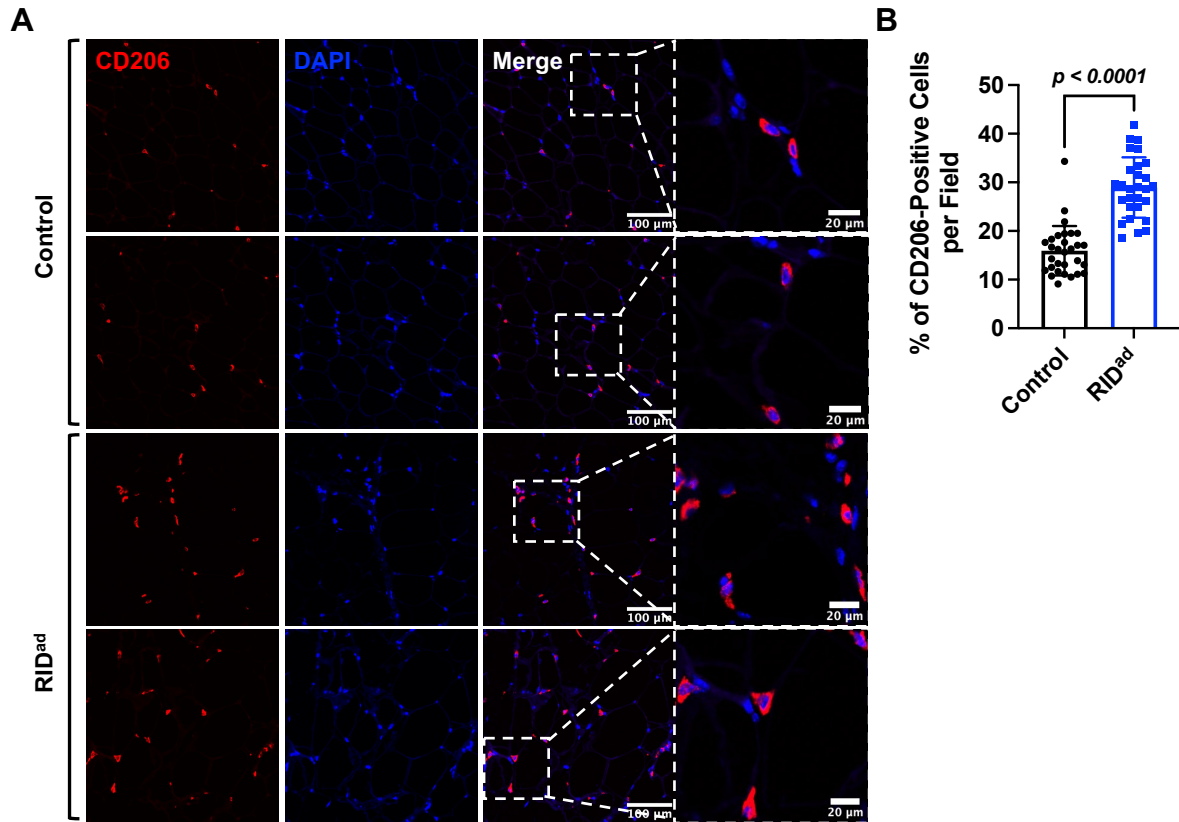

**Supplemental Figure 3. Enhanced TAM infiltration into the MFP of RID<sup>ad</sup> mice.**

**(A)** Representative immunostaining of CD206 in the mammary fat pad (MFP).  $n = 2/\text{group}$ . **(B)** Quantification of the percentage of CD206-positive from the experiments shown in (A). **(Statistics)** (B) Data are displayed as mean $\pm$ SEM and were analyzed by unpaired 2-tailed t-tests. A total of 30 images from 2 control mice and 29 images from 2 RID<sup>ad</sup> mice were quantified.

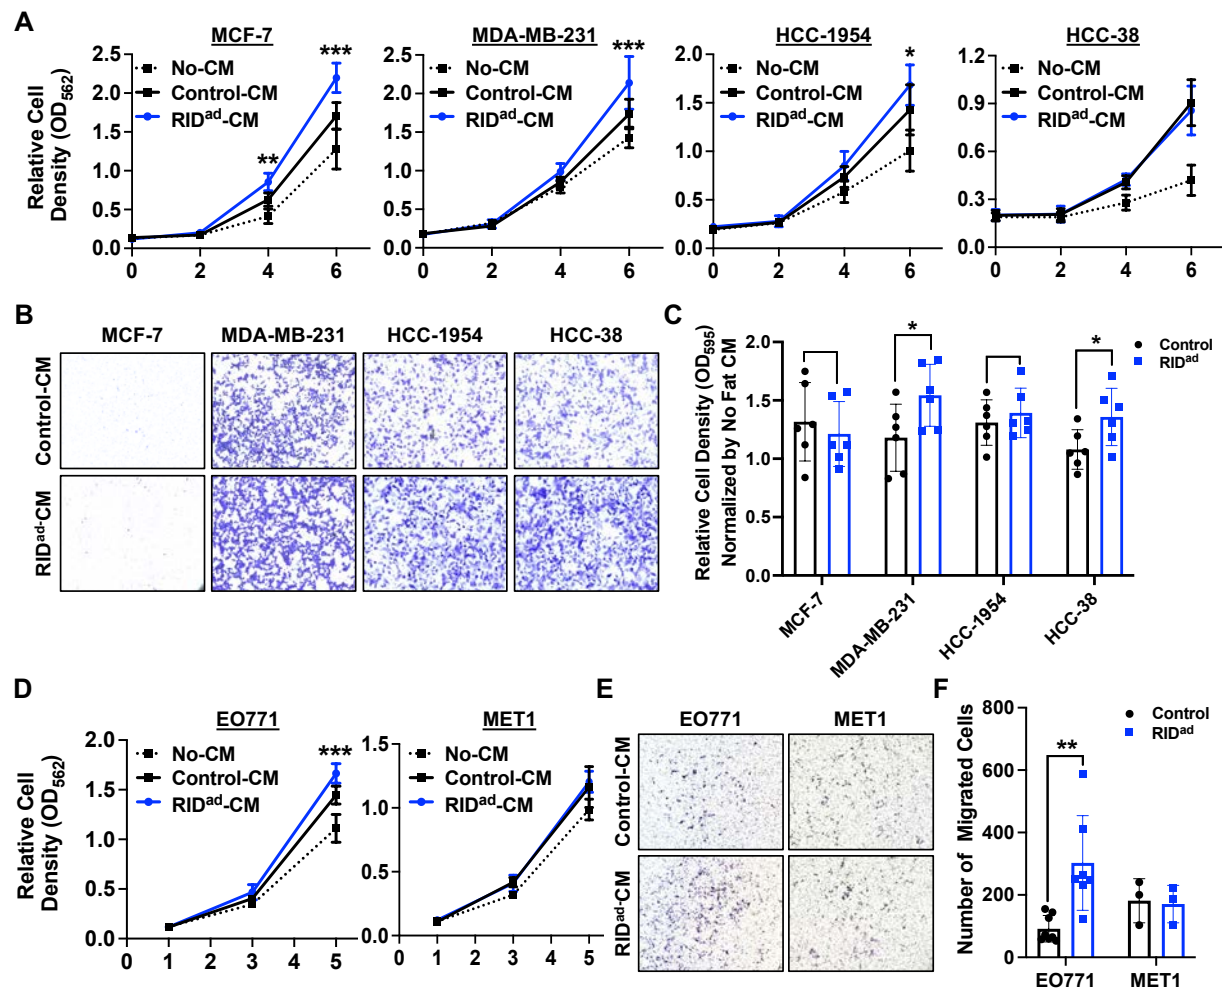

**Supplemental Figure 4. Conditioned medium from *in vitro*-differentiated RID<sup>ad</sup> adipocytes stimulates breast cancer cell proliferation and migration.**

(A) Human breast cancer cell proliferation assays using conditioned medium (CM) from *in vitro*-differentiated adipocytes.  $n = 6/\text{group}$ . (B) Human breast cancer cell migration assays (C) Quantification of migration from the experiments shown in (B).  $n = 6/\text{group}$ . (D) Mouse breast cancer cell proliferation assays.  $n = 6/\text{group}$ . (E) Mouse breast cancer cell migration assays. (F) Quantification of migration from the experiments shown in (E).  $n = 3\text{--}8/\text{group}$ . (Statistics) (A, C, D, F) Data are displayed as mean $\pm$ SEM and were analyzed by two-way ANOVA (A, D) or unpaired 2-tailed t-tests (C, F). \* $p < 0.01$ , \*\* $p < 0.005$ , \*\*\* $p < 0.0001$ .

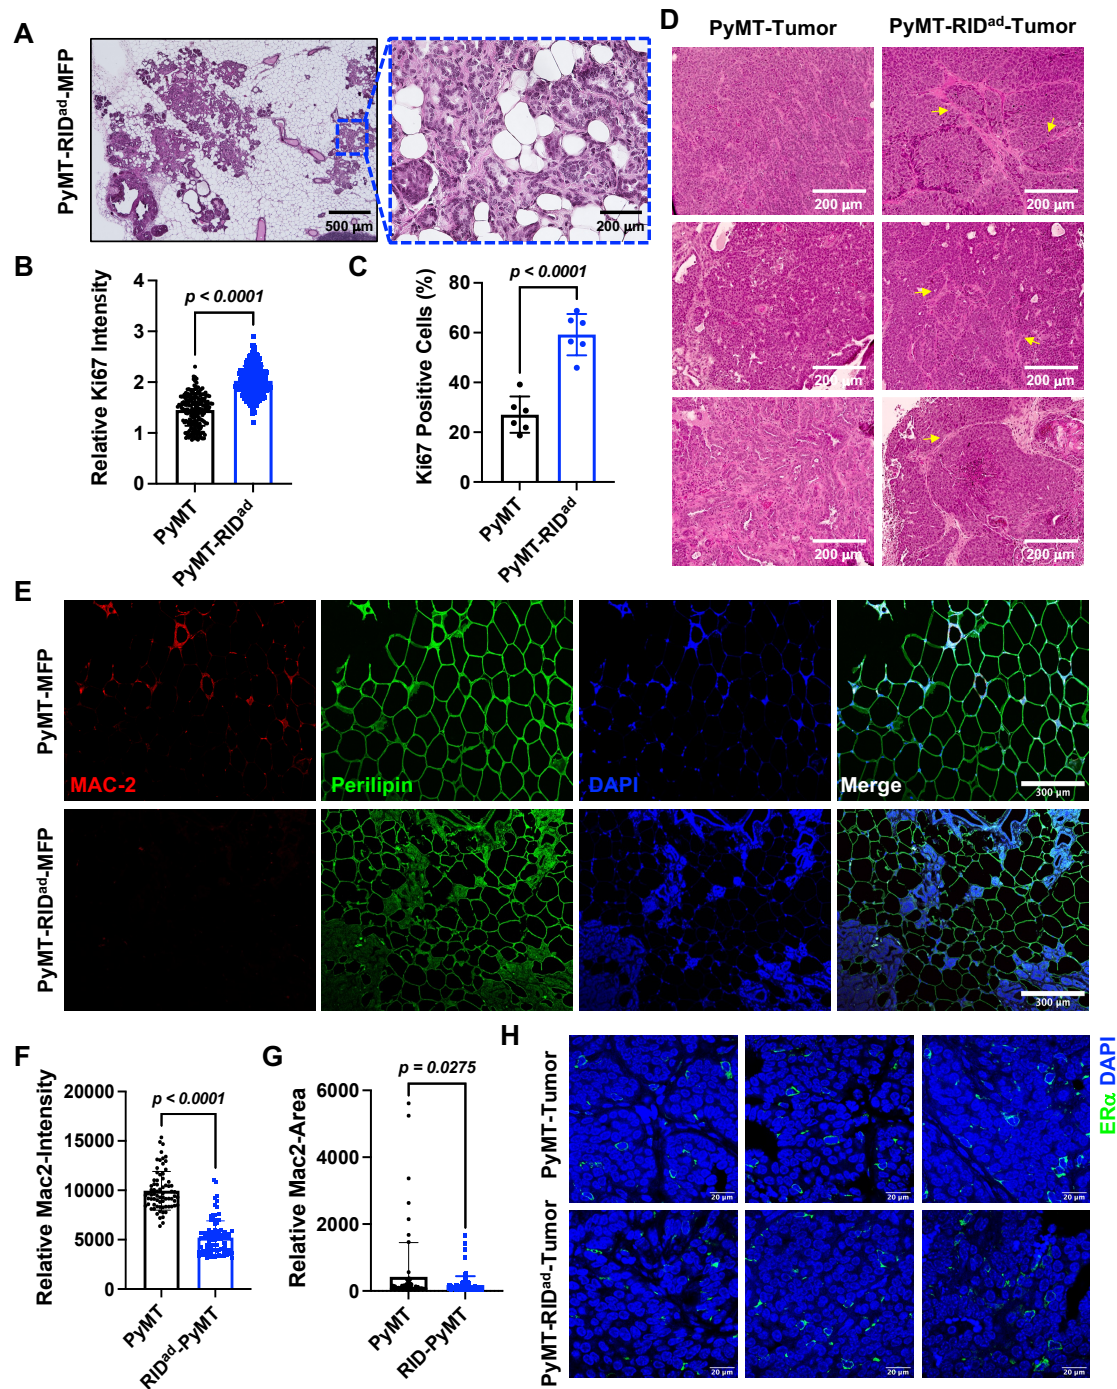

**Supplemental Figure 5. Distinct phenotypes in adipocyte-specific, doxycycline-inducible PyMT-RID<sup>ad</sup> mice.**

(A) H&E staining reveals abnormalities in mammary gland development in PyMT-RID<sup>ad</sup> mice. (B and C) Quantification of Ki67 intensity (B) and percentage of Ki67-positive cells (C) from the experiments shown in Figure 4G.  $n = 2/\text{group}$ . (D) H&E staining reveals significantly increased blood vessel formation (yellow arrows) in the mammary fat pad (MFP) of PyMT-RID<sup>ad</sup> mice.  $n = 3/\text{group}$ . (E) Representative immunostaining of MAC-2 and perilipin in the MFP (F and G) Quantification of MAC-2 intensity and area from the experiments shown in (E). (H) Representative immunostaining of estrogen receptor alpha (ERα) in the formed tumors.  $n = 3/\text{group}$ . (Statistics) (B, C, F, G) Data are displayed as mean±SEM and were analyzed by unpaired 2-tailed t-tests.

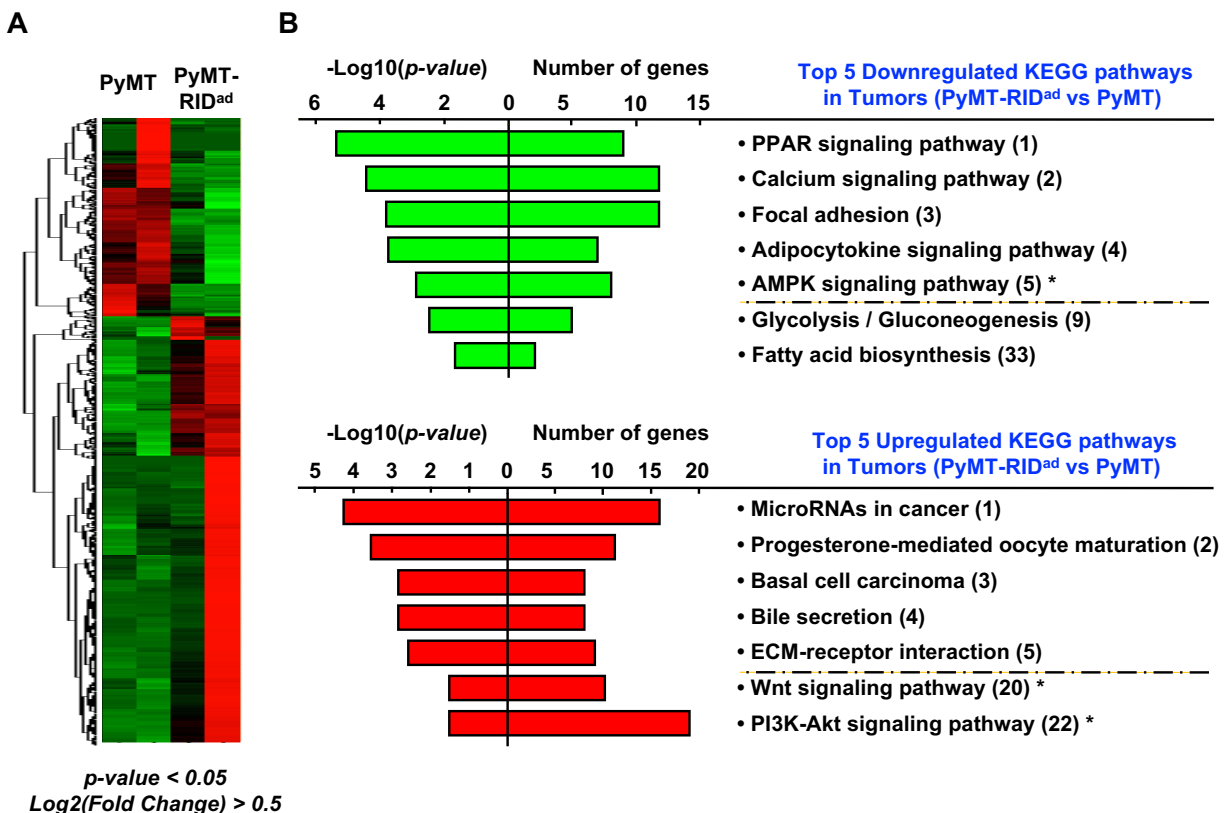

**Supplemental Figure 6. Differentially expressed genes in tumors from PyMT-RID<sup>ad</sup> mice compared to PyMT mice.**

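Between the 2 PyMT and the 2 PyMT-RID ad tumors, 0 of 17064 genes passed an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1 by edgeR's quasi-likelihood test, and the smallest adjusted p was 0.890. At an unadjusted p under 0.05, 482 genes differed. All of them had an absolute log2 fold change over 0.5, 326 being higher and 156 lower in PyMT-RID ad tumors. DESeq2's Wald test on the same counts called 41 genes higher and 9 lower, and the authors' deposited table holds the same 41 and 9 genes. When all genes with at least 1 count were kept in edgeR's test, 127 genes were called higher and 46 lower.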

**(A)** Heatmap of differentially expressed genes by RNA-seq in tumors.  $n = 2/\text{group}$  **(B)** Analysis showing KEGG pathways that are downregulated (green) or upregulated (red) in the tumors from PyMT-RID<sup>ad</sup> compared to PyMT mice.

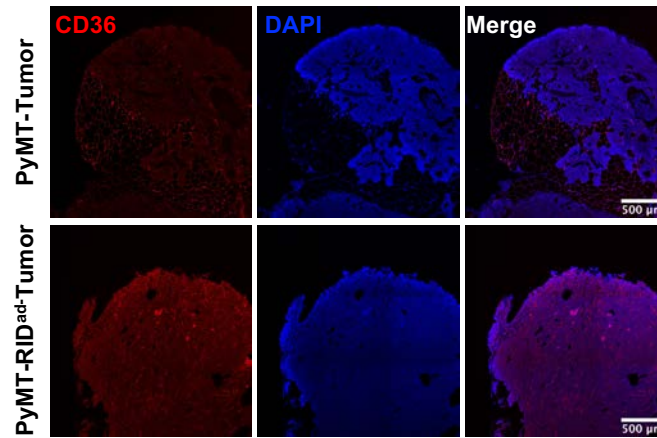

**Supplemental Figure 7. CD36 is highly expressed in the tumors from PyMT-RID<sup>ad</sup> mice compared to PyMT mice.** Representative immunostaining of CD36 in tumors.

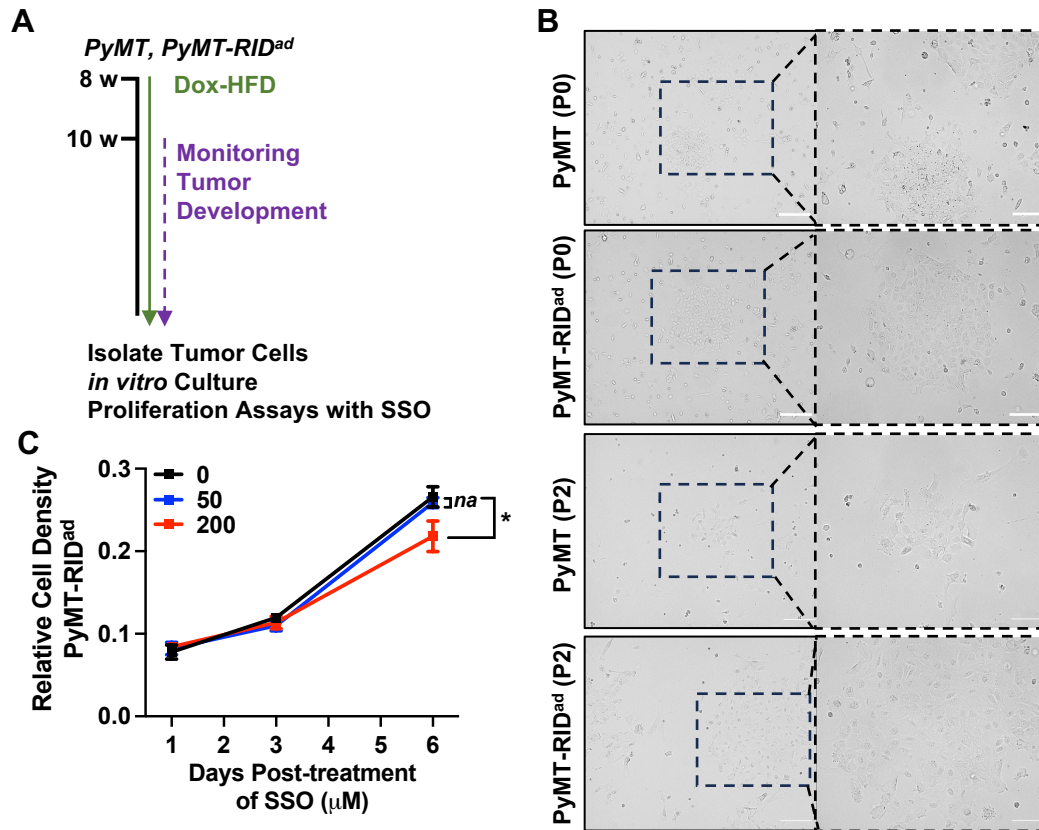

**Supplemental Figure 8. Inhibition of CD36 reduces the growth of isolated tumor cells from PyMT-RID<sup>ad</sup> mice.**

**(A)** Schematic representation of the experimental design. **(B)** Representative images of isolated tumor cells at passage 0 (P0) and passage 2 (P2).  $n = 2/\text{group}$ . **(C)** Proliferation assays of isolated tumor cells treated with the CD36 inhibitor SSO.  $n = 2/\text{group}$ . **(Statistics)** (C) Data are displayed as mean $\pm$ SEM and were analyzed by unpaired 2-tailed t-tests. \* $p < 0.01$ .

**A**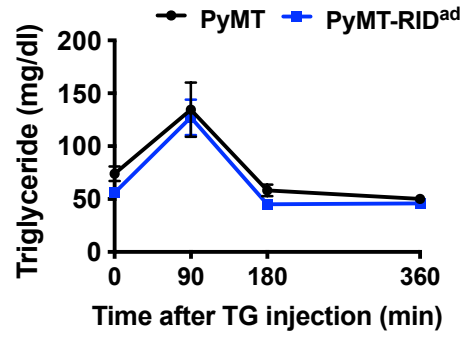**B**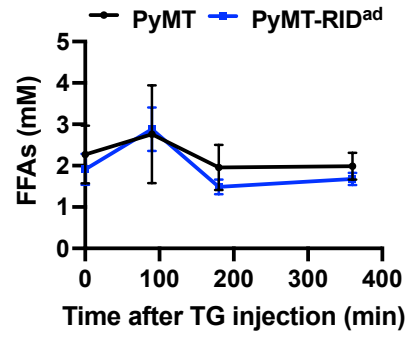

**Supplemental Figure 9. Fasting plasma TG and FFAs levels in PyMT-RID<sup>ad</sup> mice compared to PyMT mice.**

**(A and B)** Oral triglyceride tolerance test (TGTT) with measurements of triglyceride (TG; A) and free fatty acid (FFA; B) levels.  $n = 5-6/\text{group}$ .

**(Statistics)** (A, B) Data are displayed as mean $\pm$ SEM and were analyzed by unpaired 2-tailed t-tests. No statically difference.

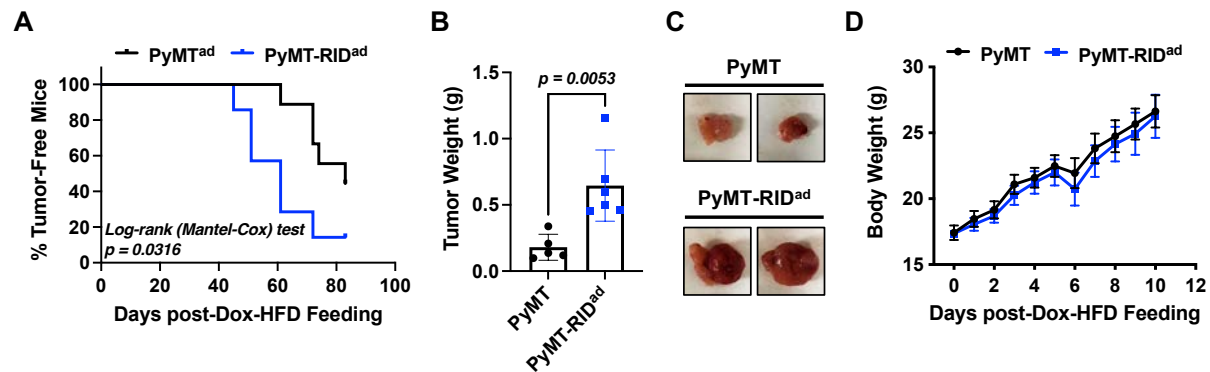

**Supplemental Figure 10. Earlier mammary tumor onset and accelerated growth in PyMT-RID<sup>ad</sup> mice.**

**(A)** Kaplan-Meier tumor-free mouse curves.  $n = 7-9/\text{group}$ . **(B)** Tumor weight at the end of the experiment.  $n = 7-9/\text{group}$ . **(C)** Representative images of tumors formed in each group at the end of the experiment. **(D)** Body weight.  $n = 7-9/\text{group}$ . **(Statistics)** (A, B, D) Data are displayed as mean $\pm$ SEM and were analyzed by unpaired 2-tailed t-tests.

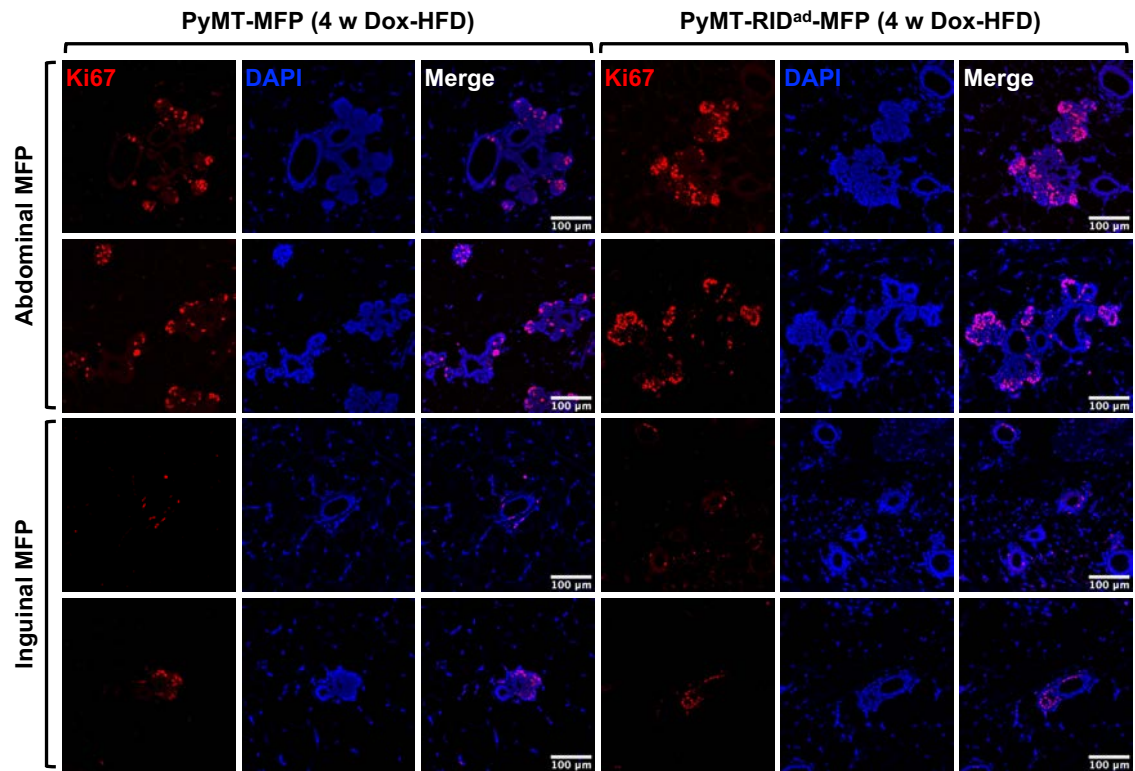

**Supplemental Figure 11. Immunostaining of Ki67 in the MFP.**

Representative immunostaining of Ki67 in the mammary fat pad (MFP), including both abdominal and inguinal regions.  $n = 2/\text{group}$ .

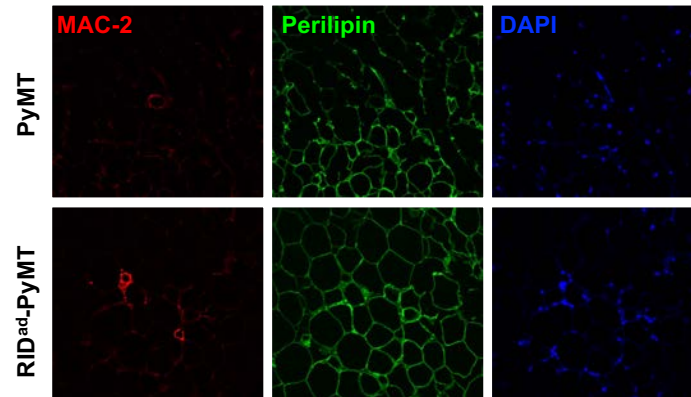

**Supplemental Figure 12. Immunostaining for MAC-2 in the MFP.**

Representative immunostaining of MAC-2 and perilipin in the mammary fat pad (MFP).  $n = 2/\text{group}$ . Related to Figure 6C.

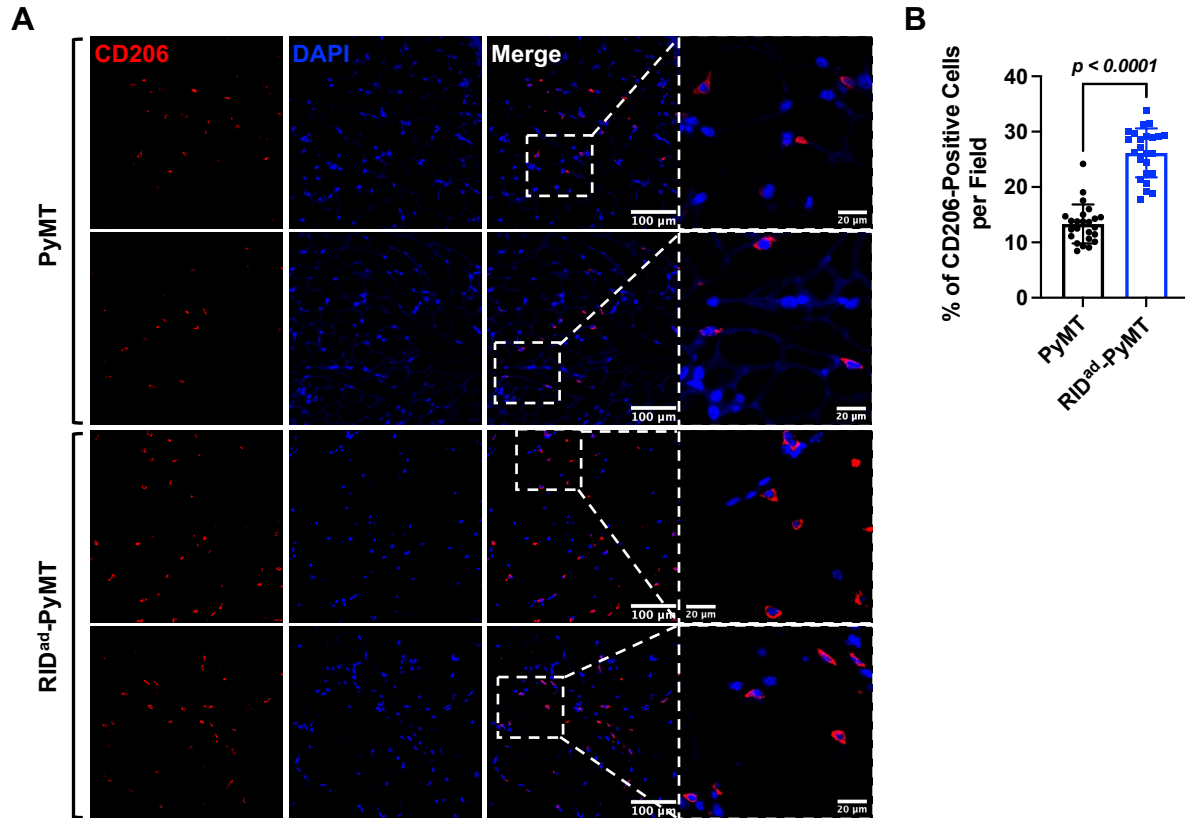

**Supplemental Figure 13. Enhanced TAM infiltration into the MFP of PyMT-RID<sup>ad</sup> mice.** (A) Representative immunostaining of CD206 in the mammary fat pad (MFP).  $n = 2/\text{group}$ . (B) Quantification of the percentage of CD206-positive cells from the experiments shown in (A).  $n = 2/\text{group}$ . (Statistics) (B) Data are displayed as mean $\pm$ SEM and were analyzed by unpaired 2-tailed t-tests. A total of 24 images from 2 control mice and 2 RID<sup>ad</sup> mice were quantified.

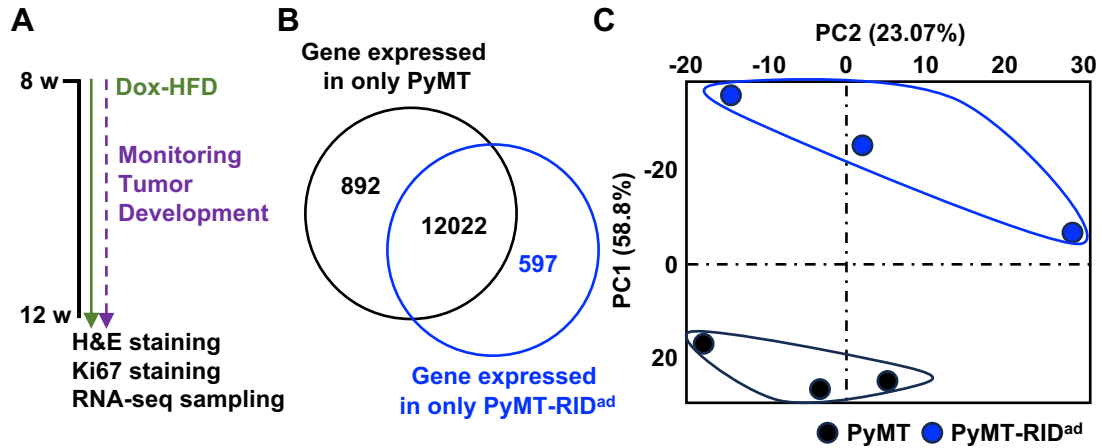

**Supplemental Figure 14. Differentially expressed genes in the MFP of PyMT-RID<sup>ad</sup> mice compared to PyMT mice.**

**(A)** Schematic representation of the experimental design for RNA sampling to avoid tumor contamination. **(B)** Venn diagram showing the number of genes that are differentially expressed in the mammary fat pad (MFP) in each group of mice.  $n = 3/\text{group}$ . **(C)** Principal component analysis of transcriptional signatures.  $n = 3/\text{group}$ .

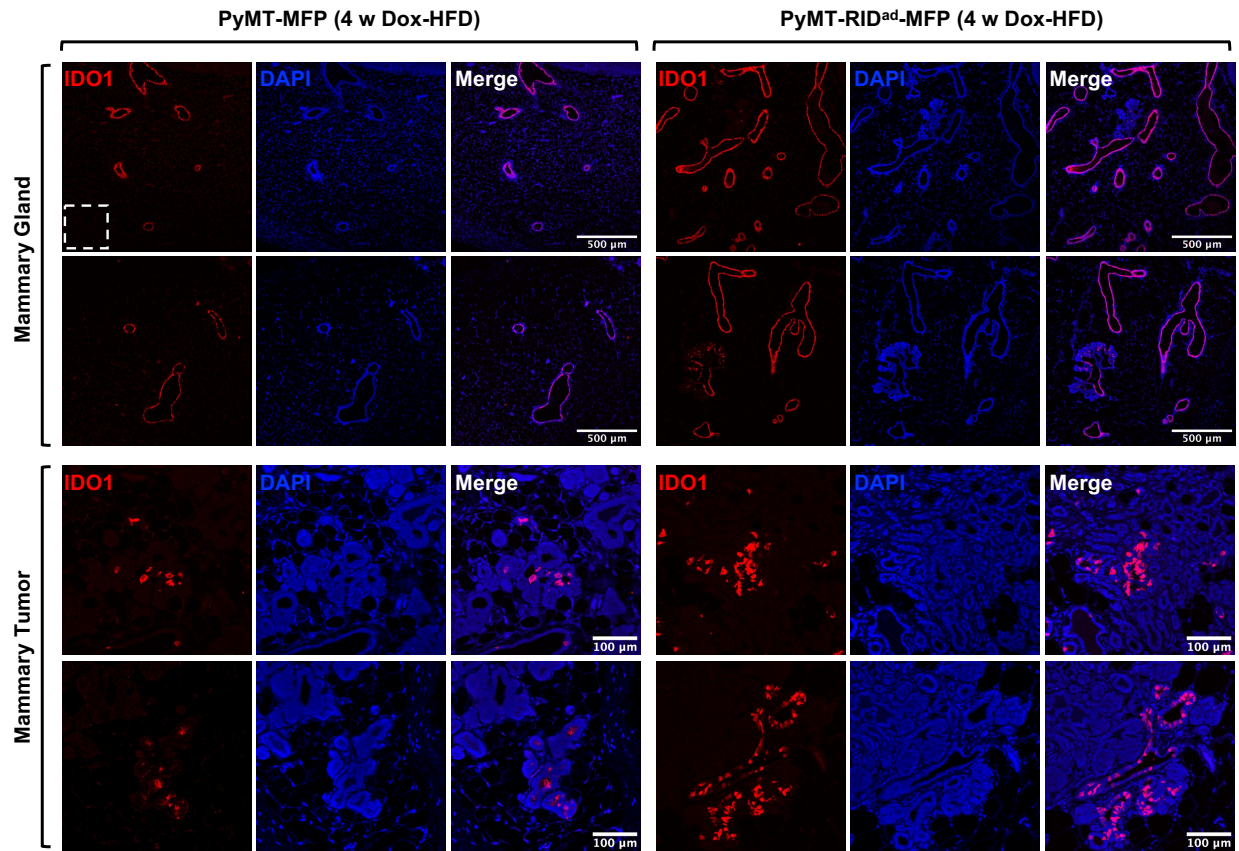

**Supplemental Figure 15. Differentially expressed immunoregulatory molecules in the MFP of PyMT-RID<sup>ad</sup> mice compared to PyMT mice.**

Representative immunostaining of IDO1 in the mammary fat pad (MFP).  $n = 2/\text{group}$ .

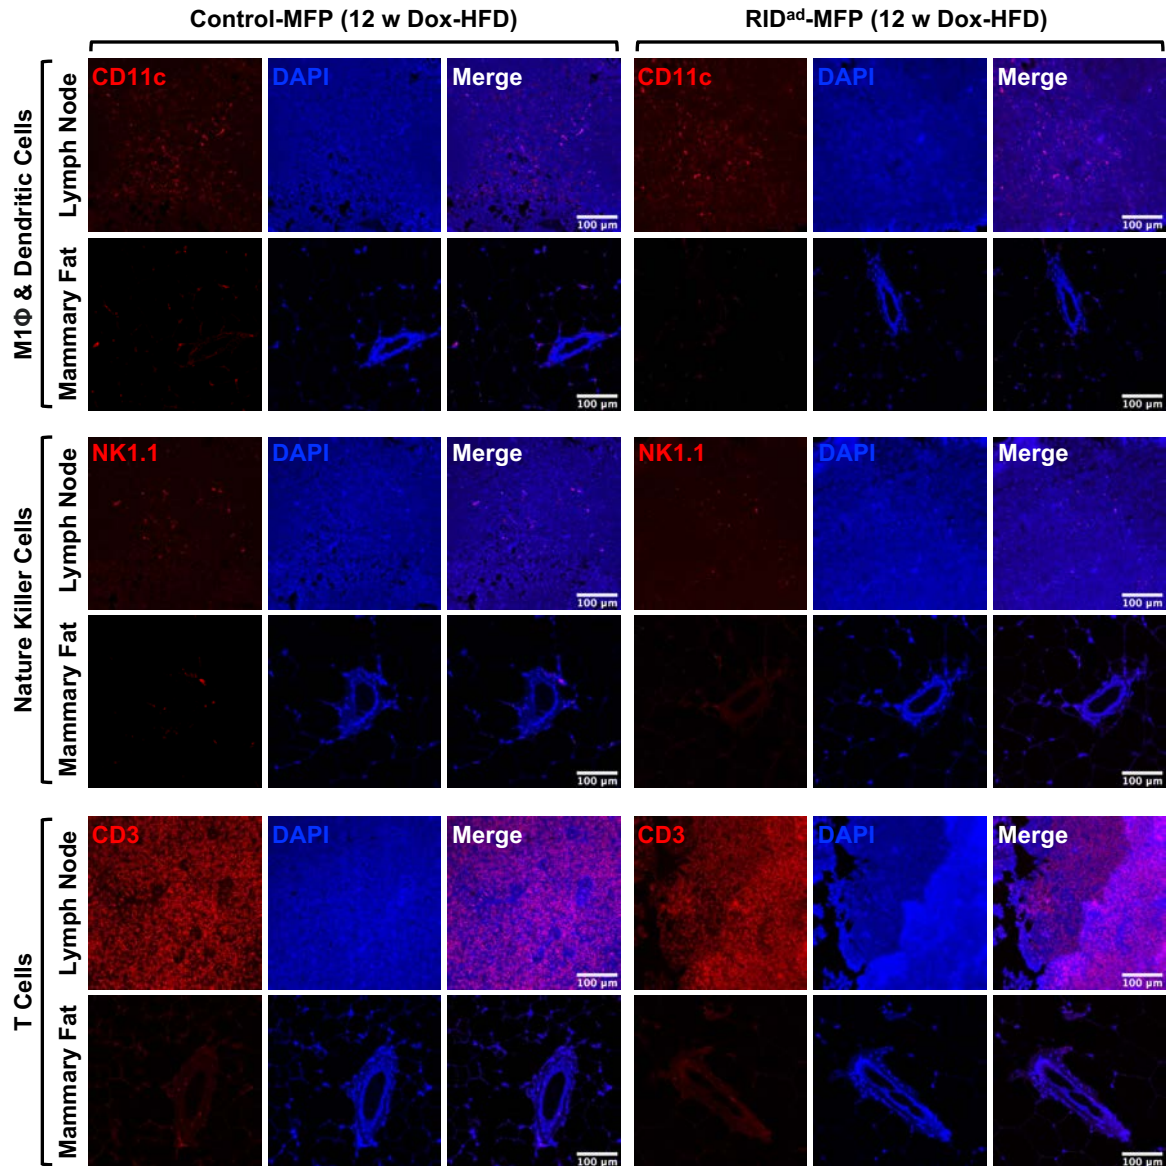

**Supplemental Figure 16. No detectable differences in M1 macrophage, dendritic cell, NK cell, or T cell populations in the MFP of RID<sup>ad</sup> compared to control mice. Representative immunostaining for each marker gene.  $n = 2/\text{group}$ .**

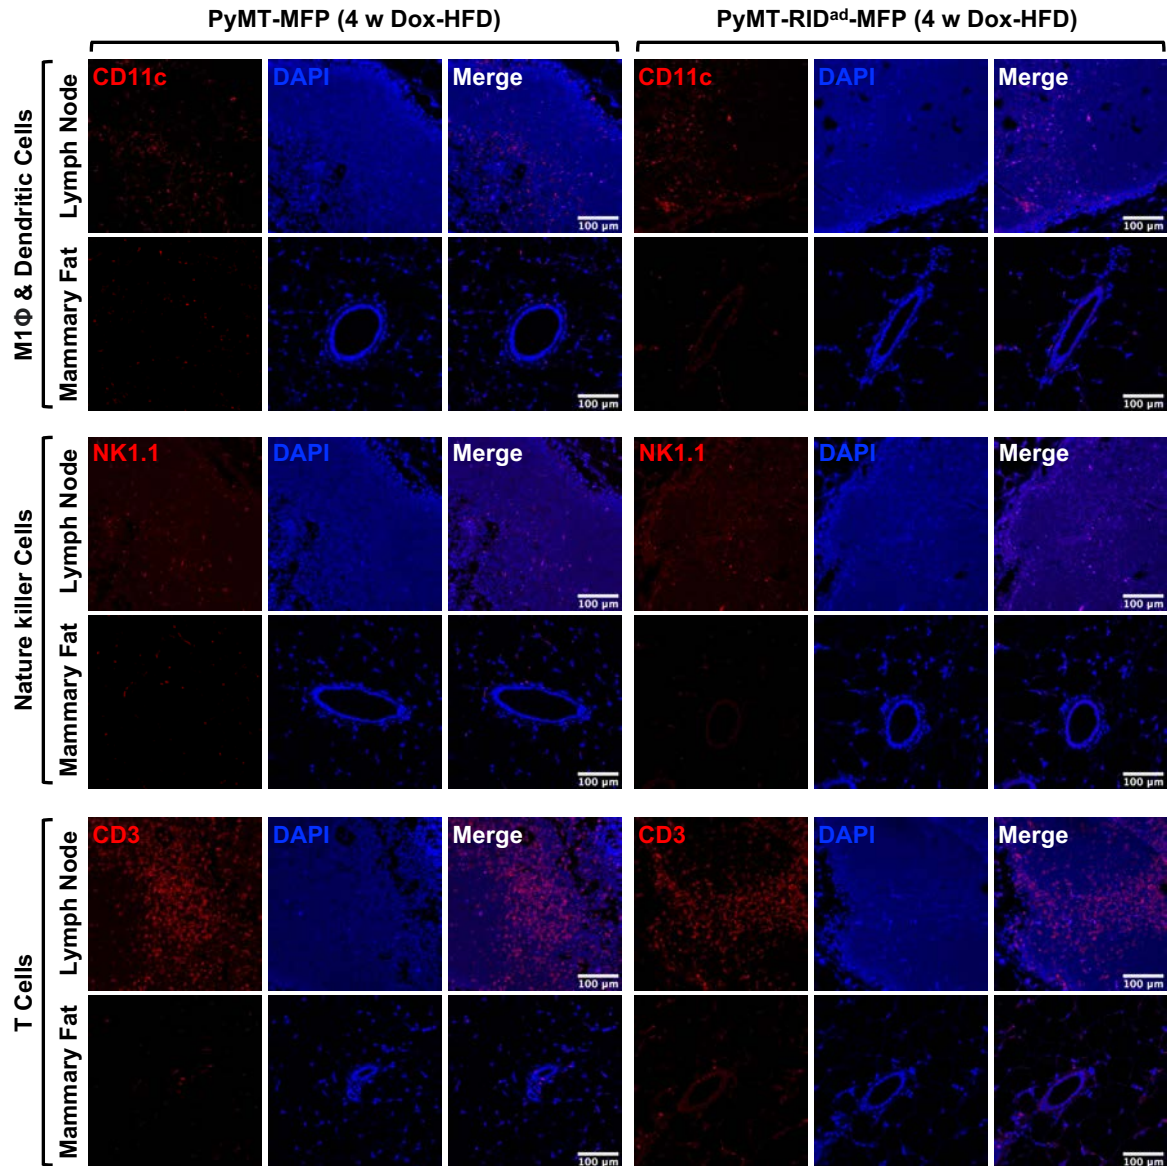

**Supplemental Figure 17. No detectable differences in M1 macrophage, dendritic cell, NK cell, or T cell populations in the MFP of PyMT-RID<sup>ad</sup> compared to PyMT mice..** Representative immunostaining for each marker gene. *n* = 2/group.

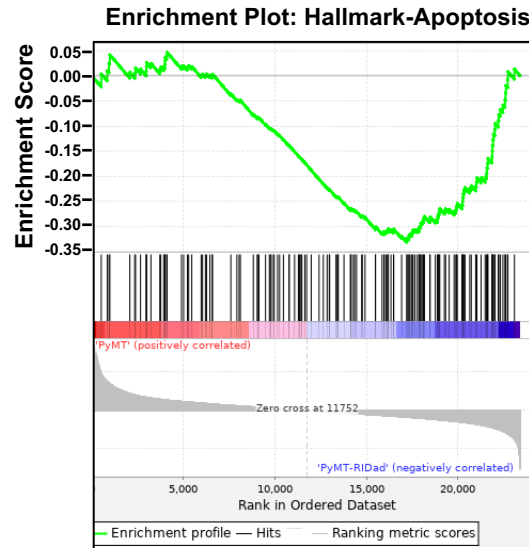

**Supplemental Figure 18. Apoptotic gene enrichment and expression in PyMT-RID<sup>ad</sup> mice.**

GSEA enrichment plot showing that Hallmark Apoptosis gene sets are significantly enriched in the PyMT-RID<sup>ad</sup> group, as indicated by the negative enrichment score (ES) and their accumulation on the negative side of the ranked list metric (ES = -0.332, NES = -1.556,  $p < 0.0001$ ).

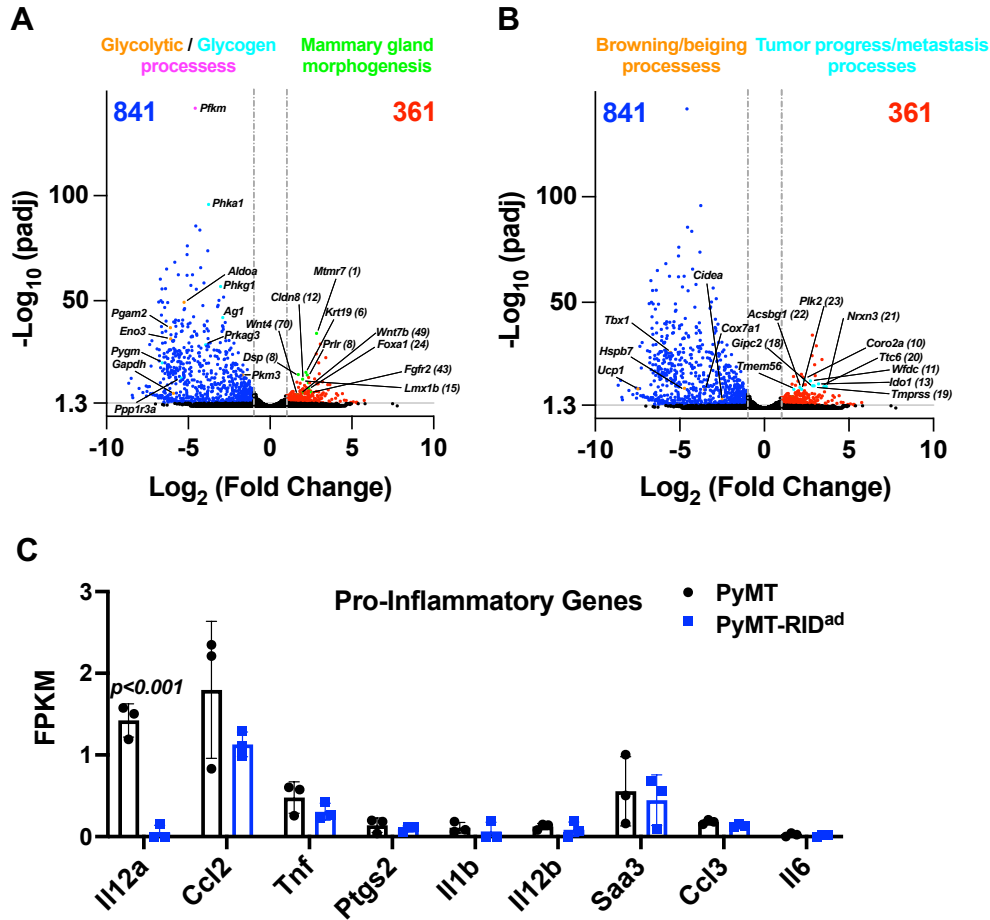

**Supplemental Figure 19. Differentially expressed genes in the MFP of PyMT-RID<sup>ad</sup> mice compared to PyMT mice.**

(A and B) Volcano plots comparing transcriptional profiles of the mammary fat pad (MFP) of PyMT-RID<sup>ad</sup> to PyMT mice. Related to Figure 7. Adjusted  $p$ -value ( $\text{padj}$ )  $\leq 0.05$  and absolute  $\log_2$  fold change ( $|\log_2\text{FoldChange}|$ )  $\geq 1.0$  were applied in DESeq2 for differential gene expression analysis. While 361 genes were significantly upregulated, 841 genes were significantly downregulated.  $n = 3/\text{group}$ . (C) RNA-seq analysis of inflammation-related mRNA expression in the MFP.  $n = 3/\text{group}$ .

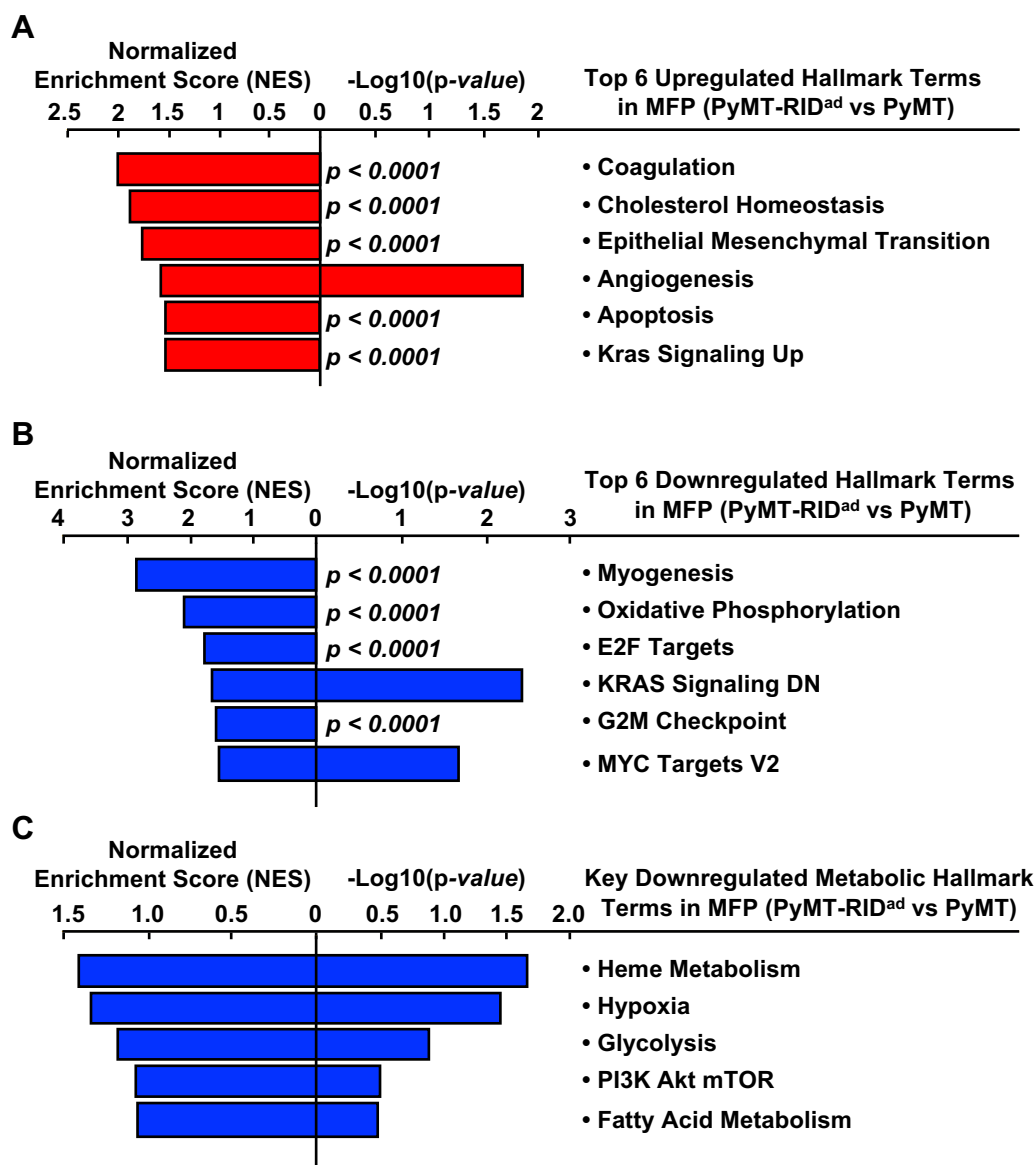

**Supplemental Figure 20. Differentially expressed genes in the MFP of PyMT-RID<sup>ad</sup> mice compared to PyMT mice.**

(A) The top six positively enriched Hallmark terms in the mammary fat pad (MFP) of PyMT-RID<sup>ad</sup> compared to PyMT mice. (B) The top six negatively enriched Hallmark pathways in the MFP of PyMT-RID<sup>ad</sup> mice compared to PyMT mice. (C) The key downregulated Hallmark terms in the MFP of PyMT-RID<sup>ad</sup> mice compared to PyMT mice. Normalized Enrichment Scores were calculated using the GSEA algorithm. Related to Figure 7.  $n = 3/\text{group}$ .

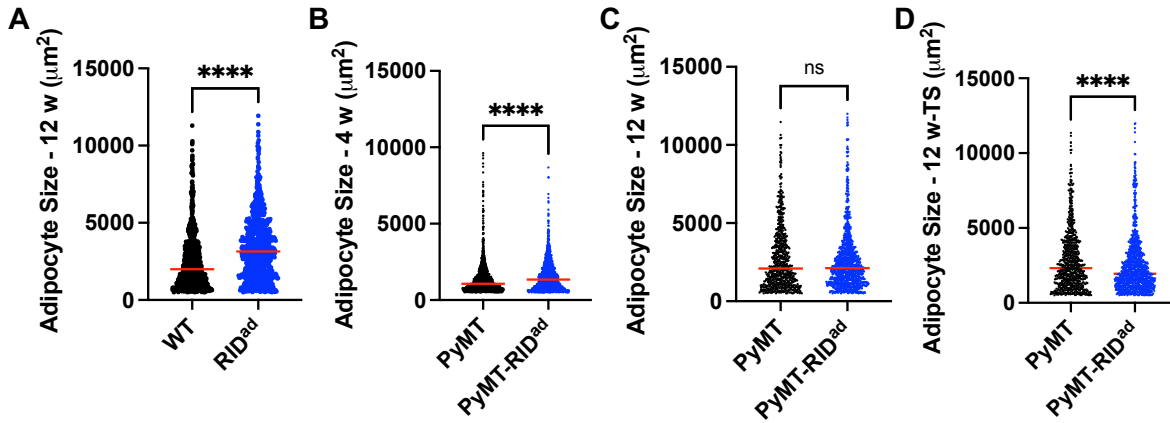

**Supplemental Figure 21. Adipocyte size in RID<sup>ad</sup> and PyMT-RID<sup>ad</sup> mice.**

(A-D) Adipocyte size in RID<sup>ad</sup> and control mice after 12 weeks of Dox-HFD in the absence of PyMT (A), in PyMT-RID<sup>ad</sup> and PyMT mice after 4 weeks of Dox-HFD (B), and in PyMT-RID<sup>ad</sup> and PyMT mice after 12 weeks of Dox-HFD, assessed randomly (C) and near tumors (D).  $n = 3-4/\text{group}$ . TS: tumor surrounding. **(Statistics)** (A-D) Data are displayed as individual data points and mean and were analyzed by unpaired 2-tailed t-tests. \*\*\*\* $p < 0.0001$ .

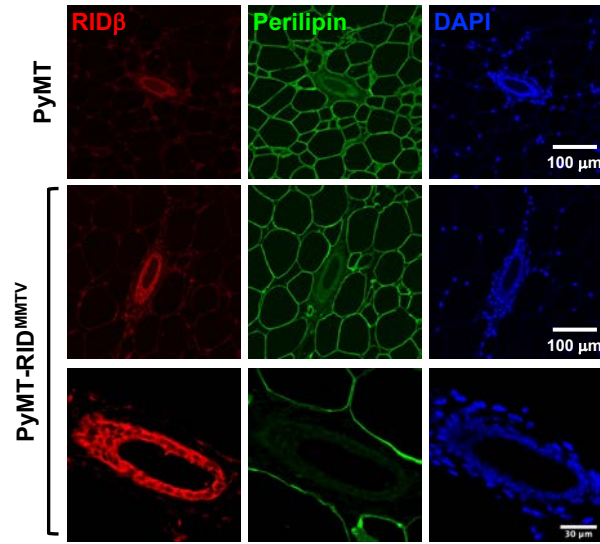

**Supplemental Figure 22. RID expression in the MFP of RID<sup>MMTV</sup> and PyMT mice.**

Representative immunostaining of RIDβ and perilipin in the mammary fat pad (MFP) from the experiments shown in Figure 8B.

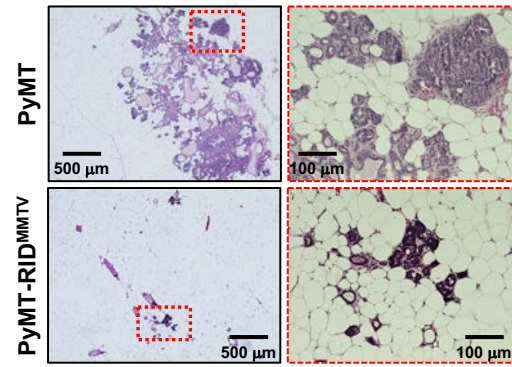

**Supplemental Figure 23. Reduced abnormalities in mammary gland development in PyMT-RID<sup>MMTV</sup> mice.**  
H&E staining of the mammary fat pad (MFP).

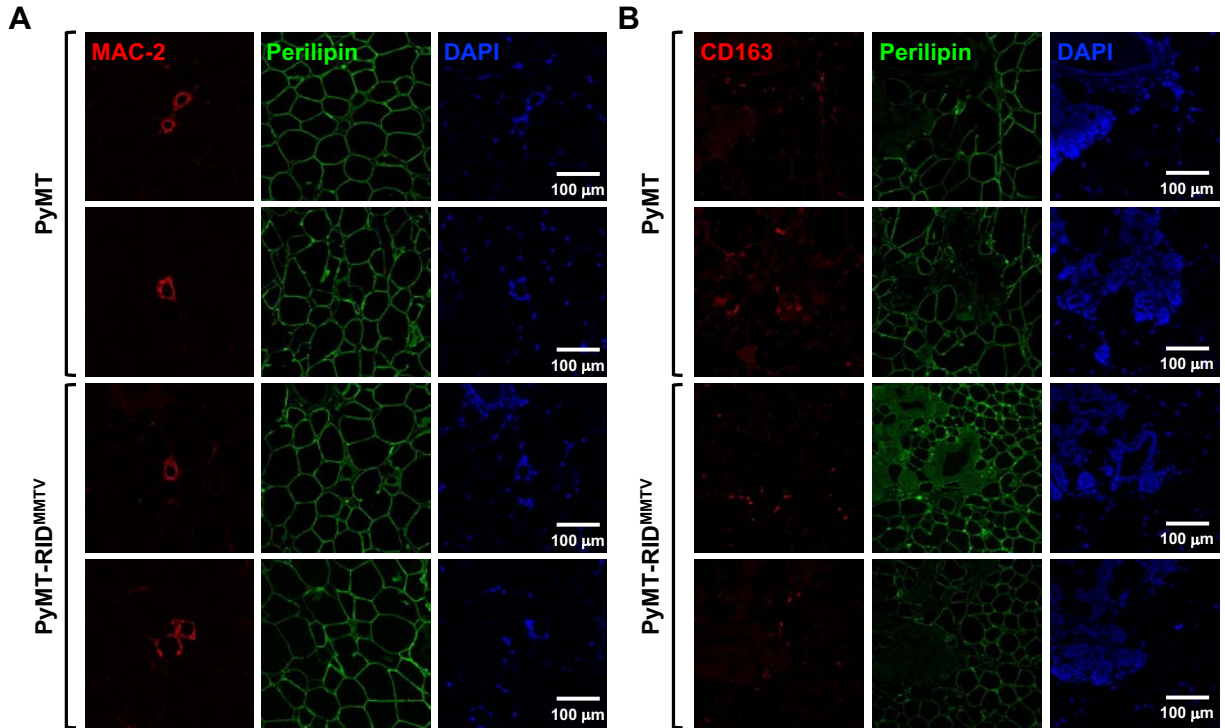

**Supplemental Figure 24. Expression of MAC-2 and CD163 in the MFP of RID<sup>MMTV</sup> and PyMT mice.**

Representative immunostaining of MAC-2 and CD163 in the mammary fat pad (MFP) from the experiments shown in Figure 7H and J. *n* = 3/group.

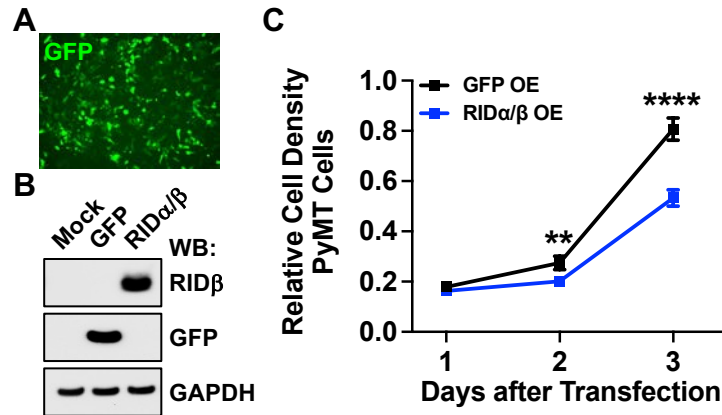

**Supplemental Figure 25. RIDα/β overexpression suppresses the growth of immortalized tumor cells.**

**(A-C)** Immortalized tumor cells were transfected with **RIDα/β** or eGFP (control) expression plasmids. **(A)** GFP expression 48 h after transfection **(B)** Western blot analysis of RIDβ, GFP, and GAPDH protein expression 48 h after transfection. **(C)** Proliferation assays. **(Statistics)** (C) Data are displayed as mean±SEM and were analyzed by two-Way ANOVA. \*\*  $p < 0.01$ , \*\*\*\*  $p < 0.0001$ .  $n = 2/\text{group}$ .

**Supplemental Table 1. List of primers used for qPCR**

| Gene name     | Forward primer           | Reverse primer           |
|---------------|--------------------------|--------------------------|
| <i>Tnf</i>    | GAAAGGGGATTATGGCTCAGG    | TCAGTGTCCCAGCATCTTGTG    |
| <i>Il1b</i>   | GCAACTGTTCTGAACTCAACT    | ATCTTTTGGGGTCCGTCAACT    |
| <i>Ifng</i>   | TCAAGTGGCATAGATGTGGAAGAA | TGGCTCTGCAGGATTTTCATG    |
| <i>Nos2</i>   | GTTCTCAGCCCAACAATACAAGA  | GTGGACGGGTCGATGTCAC      |
| <i>Il6</i>    | AAGCCAGAGTCCTTCAGAGAGA   | ACTCCTTCTGTGACTCCAGCTT   |
| <i>Ccl2</i>   | AGCACCAGCCAACTCTCAC      | TCTGGACCCATTCTTCTTG      |
| <i>Mrc1</i>   | TGTGGTGAGCTGAAAGGTGA     | CAGGTGTGGGCTCAGGTAGT     |
| <i>Mgl1</i>   | TGAGAAAGGCTTTAAGAACTGGG  | GACCACCTGTAGTGATGTGGG    |
| <i>Arg1</i>   | CTCCAAGCCAAAGTCCTTAGAG   | AGGAGCTGTCATTAGGGACATC   |
| <i>Adgre1</i> | CTTTGGCTATGGGCTTCCAGTC   | GCAAGGAGGACAGAGTTTATCGTG |
| <i>36B4</i>   | AGATTCGGGATATGCTGTTGGC   | TCGGGTCCTAGACCAGTGTTT    |
| <i>Rp16s</i>  | GATTTGCTGGTGTGGATATT     | TCTTTGATCTCCTTCTTGGA     |

**Supplemental Table 2. List of genotyping primer sequences**

| Mouse strain            | Forward primer         | Reverse primer        |
|-------------------------|------------------------|-----------------------|
| <i>Adiponectin-rtTA</i> | TGCAGGTCCTGATTGGATGTG  | TTTCCTTGTCGTCAGGCCTTC |
| <i>TRE-RID</i>          | CGGGACCGATCCAGCCTATC   | TGCGCACACAAACCCAGTCA  |
| <i>MMTV-rtTA</i>        | GTTGGGGATTAGCTCAGTG    | GTACAGGGTAGGCTGCTCAA  |
| <i>MMTV-PyMT</i>        | GGAAGCAAGTACTTCACAAGGG | GGAAAGTCACTAGGAGCAGGG |

**Supplemental Table 3. Resources table**

| REAGENT or RESOURCE                       | SOURCE             | IDENTIFIER        |
|-------------------------------------------|--------------------|-------------------|
| <b>ANTIBODIES</b>                         |                    |                   |
| Cleaved Caspase-3                         | Cell Signaling     | Cat #9661         |
| RID $\beta$                               | Home-made          | N/A               |
| GPADH                                     | Invitrogen         | Cat #MA5-35235    |
| $\beta$ -Actin                            | Cell Signaling     | Cat #4970         |
| Perilipin                                 | Fitzgerald         | Cat #20R-PP004    |
| Mac-2                                     | BioLegend          | Cat #125401       |
| CD163                                     | ProteinTech        | Cat #16646-1-AP   |
| Ki67                                      | Abcam              | Cat #ab15580      |
| CD31                                      | Invitrogen         | Cat #14-0311-82   |
| CD36                                      | Invitrogen         | Cat #PA1-16813    |
| FABP4                                     | Invitrogen         | Cat #PA5-30591    |
| ER $\alpha$                               | Home-made          | N/A               |
| Alexa Fluor 488                           | Invitrogen         | Cat #A-11006      |
| Alexa Fluor 594                           | Invitrogen         | Cat #A-11037      |
| <b>CHEMICALS and OTHERS</b>               |                    |                   |
| Collagenase B                             | Roche              | Cat #11088815001  |
| Collagenase D                             | Roche              | Cat #11088866001  |
| DNase I                                   | Zymo               | Cat #E1011-A      |
| Sulfosuccinimidyl Oleate                  | Cayman             | Cat #1212012-37-7 |
| PowerUp™ SYBR™ Green Master               | Applied Biosystems | Cat #A25742       |
| RPMI                                      | Gibco              | Cat #11875-093    |
| DMEM/F12                                  | Gibco              | Cat #10565-018    |
| Fetal bovine serum                        | GeminiBio          | Cat #100-106      |
| Normal goat serum                         | ThermoFisher       | Cat #31873        |
| Penicillin/streptomycin                   | Sigma-Aldrich      | Cat #4458         |
| RIPA Buffer                               | Pierce             | Cat #89900        |
| 4-12% gradient polyacrylamide-SDS gel     | Invitrogen         | Cat #NP0336       |
| Nitrocellulose membrane                   | BioRad             | Cat #1704159      |
| PrimeScript™ RT Master Mix                | TaKaRa             | Cat #RR036A       |
| Antigen Unmasking Solution, Citrate-Based | Vector Labs        | Cat #H-3300-250   |
| VECTASHIELD mounting medium with DAPI     | Vector Labs        | Cat #H-2000       |
| Hank's Balanced Salt Solution             | Sigma-Aldrich      | Cat #H8264        |
| BSA                                       | Sigma-Aldrich      | Cat #A3294        |
| Insulin                                   | Eli Lilly          | Cat #HI-210       |
| Dextrose                                  | Fischer Chemical   | Cat #D16-1        |
| 3H-triolein                               | PerkinElmer        | Cat #NET431001MC  |
| GoTaq G2 Green Master Mix                 | Promega            | Cat #M7823        |

|                                                       |                                        |                  |
|-------------------------------------------------------|----------------------------------------|------------------|
| Matrigel™ GFR Basement Membrane Matrix                | Corning                                | Cat #CB-40230    |
| TRIzol™ Reagent                                       | Invitrogen                             | Cat #15596026    |
| SuperSignal West Pico PLUS Chemiluminescent Substrate | ThermoFisher                           | Cat #34577       |
| Formaldehyde Solution, 37%                            | ThermoFisher                           | Cat #S25329      |
| 8.0 um Transparent PET membrane                       | Corning                                | Cat #353097      |
| Protease Inhibitor Cocktail                           | Millipore sigma                        | Cat #11873580001 |
| Phosphatase inhibitor cocktail 3                      | Sigma                                  | Cat #P0044       |
| Formaldehyde Solution, 37%                            | Fishcerscientific                      | Cat #S25329      |
| <b>CRITICAL COMMERCIAL ASSAYS</b>                     |                                        |                  |
| RNA purification kit                                  | Qiagen                                 | Cat #74104       |
| EZ-10 DNAaway RNA miniprep kit                        | BIO BASIC                              | Cat #BS88136     |
| Insulin ELISA                                         | Crystal Chem                           | Cat #90080       |
| Infinity Triglycerides Reagent                        | Thermo Scientific                      | Cat #703440      |
| HR Series NEFA-HR(2)                                  | FUJIFILM                               | Cat # 999-34691  |
| <b>EXPERIMENTAL MODELS: CELL LINES</b>                |                                        |                  |
| MCF-7                                                 | ATCC                                   | HTB-22           |
| MDA-MB-231                                            | ATCC                                   | HTB-26           |
| HCC1954                                               | ATCC                                   | CRL-233          |
| HCC38                                                 | ATCC                                   | CRL-2314         |
| EO771                                                 | Brekken Lab at the UTSW medical center | N/A              |
| Met-1                                                 | Brekken Lab at the UTSW medical center | N/A              |
| <b>EXPERIMENTAL MODELS: ORGANISMS/STRAINS</b>         |                                        |                  |
| <i>Adipoq-rtTA/TRE-RID</i> mice                       | Zhu et al., 2020                       | N/A              |
| <i>Adipoq-rtTA/TRE-RID/PyMT</i> mice                  | This study                             | N/A              |
| <i>MMTV-rtTA/TRE-RID/ PyMT</i> mice                   | This study                             | N/A              |
| <b>OLIGONUCLEOTIDES</b>                               |                                        |                  |
| Primers, see Supplemental Table 1 and 2               |                                        |                  |
| <b>Software and Algorithms</b>                        |                                        |                  |
| FIJI/ImageJ                                           | NIH                                    | RRID: SCR_003070 |
| Prism10                                               | GraphPad                               | RRID:SCR_002798  |

# Supplementary material for: Inhibiting inflammation in adipocytes accelerates mammary tumor development in mice
**Source:** J Clin Invest. 2025 Jun 17;135(16):e187202. doi: 10.1172/JCI187202

Full uncropped blots for Figure 1D

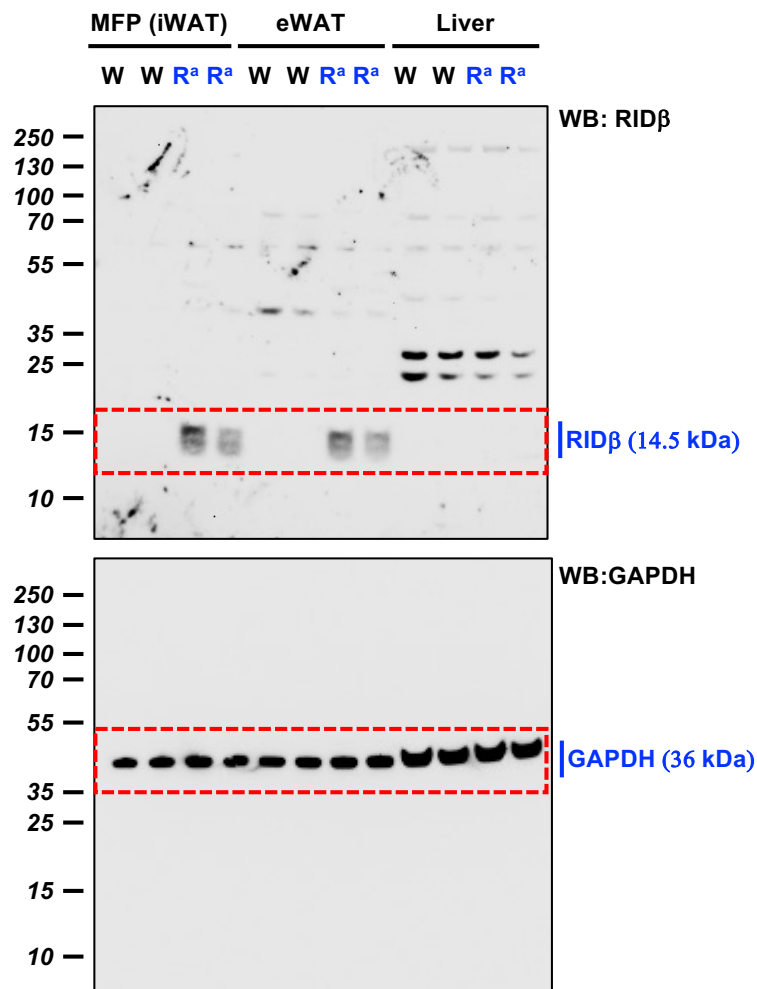

Full uncropped blots for Supplementray Figure 2A

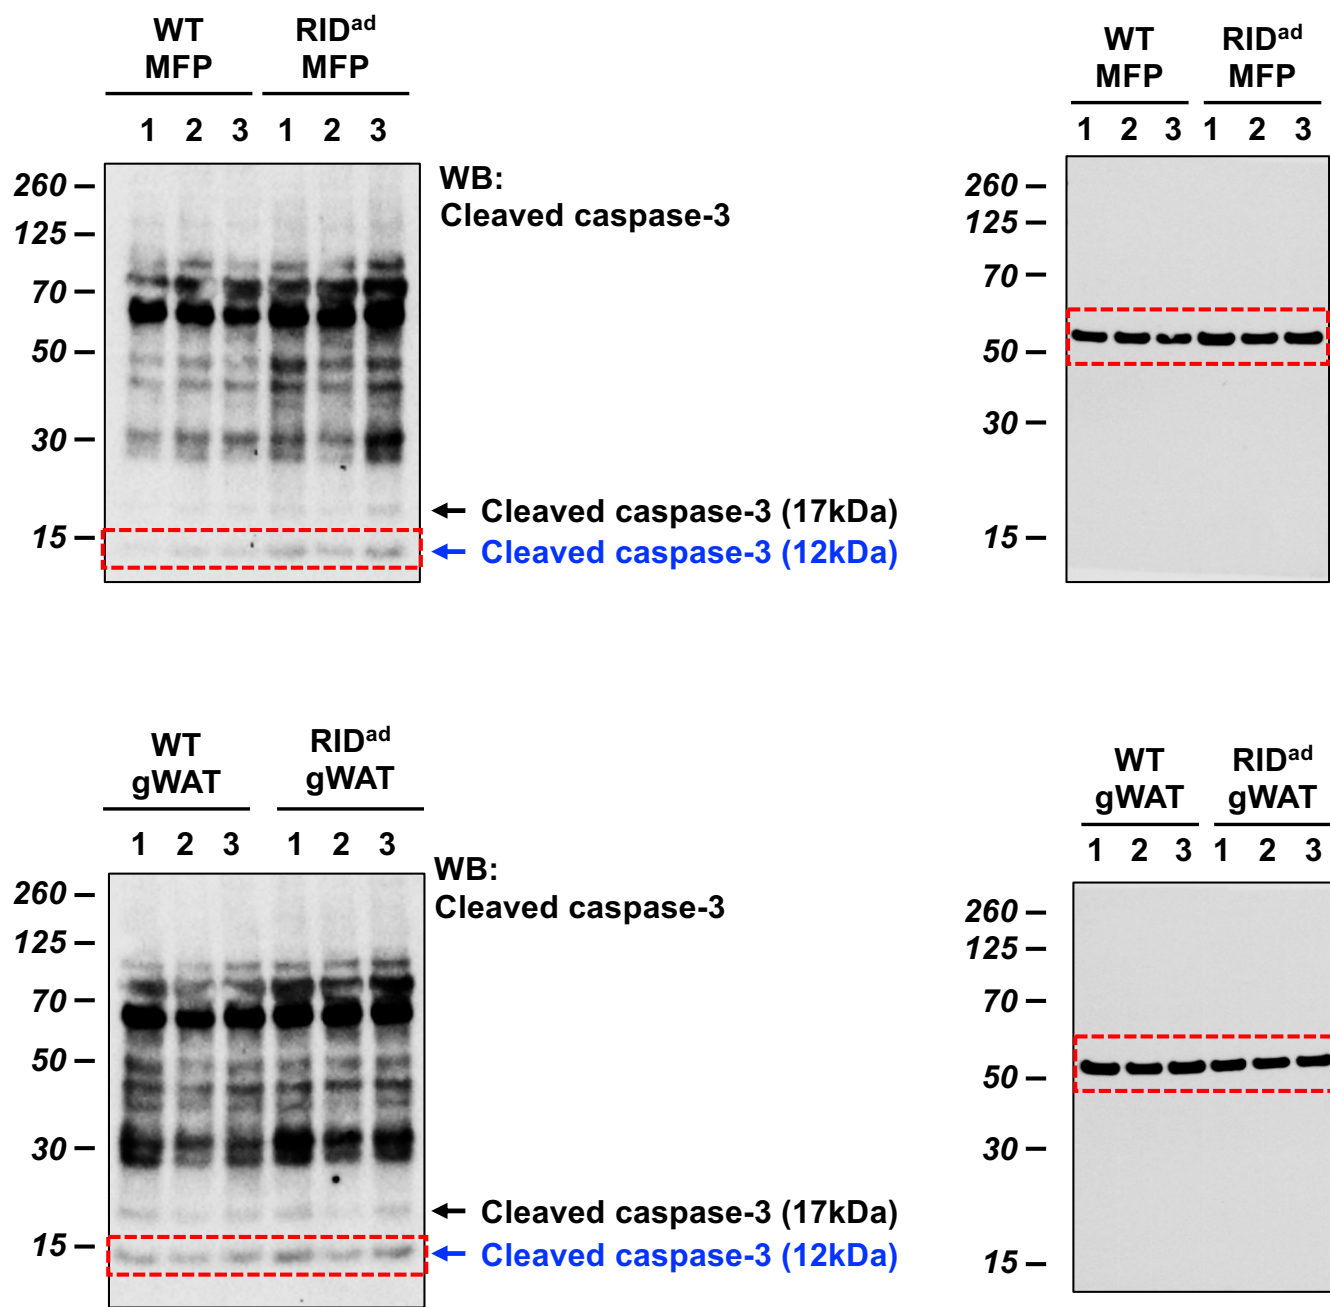

Full uncropped blots for Supplementary Figure 25B

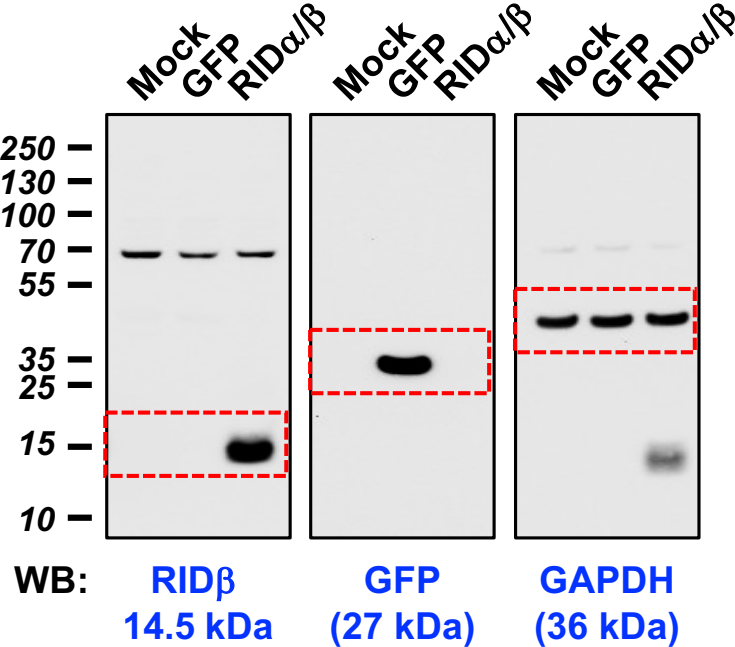

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

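RNA-Seq of the inguinal MFP covered 3 PyMT and 3 PyMT-RID ad mice after 4 weeks of Dox-HFD, and RNA-Seq of mammary tumors covered 2 PyMT and 2 PyMT-RID ad mice after 12 weeks. Groups were taken from the sample names and from the paper. The genotype given in the sample descriptions is the same for all 10 samples and includes TRE-RID, while the Methods state that control mice lacked it. The 4 Y chromosome genes that were checked had 0 reads in all 10 samples.

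The deposited counts are whole numbers of reads that the authors' sequencing provider counted on each Ensembl gene, without normalization. The deposited FPKM values were computed by the authors from gene length and mapped reads. The authors also deposited a group signal for each gene, the mean of the counts after division by DESeq2's size factors. The deposited log2 fold changes are the authors' DESeq2 ratios of PyMT-RID ad over PyMT. The deposited p-values and adjusted p-values are DESeq2's as the authors ran it, with an adjusted p of exactly 1 for 6565 MFP genes and 9248 tumor genes. The paper's text does not name the aligner, the counting tool or whether counting used the strand. Of the 54532 gene identifiers, 99.93% are in the GENCODE M21 annotation of GRCm38, and 98.33% of those have the same position, so that coordinates are given on GRCm38. All count and FPKM columns were matched to a sample.

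Counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, and the quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, and tumor genes were also counted at an unadjusted p under 0.05 and an absolute log2 fold change over 0.5, both being the paper's criteria. Group means are TMM-normalized CPM (counts scaled to library size) or FPKM with the SD. Gene lists were tested on log2 CPM with a prior count of 2 by camera in limma 3.58.1 with an inter-gene correlation of 0.01, and adjusted over the lists with at least 3 tested genes. The lists were those of the paper's figures (TAM markers, immunoregulatory molecules, chemokines, apoptosis, glycolysis and glycogen, mammary gland morphogenesis, tumor progression, browning, proinflammatory genes, and *Cd36* and *Fabp4*) and hand-written lists for skeletal muscle, adipocytes, brown adipocytes, luminal and basal epithelium, macrophages, dendritic cells, T cells, B cells, NK cells, endothelium, fibroblasts, proliferation, core apoptosis, insulin and PI3K-Akt, AMPK and Wnt signaling, and the NF-kB response. Of the glycolysis genes in the figure, 1 is in the list tests but is not reported here on its own, 1 label that is no mouse symbol was left out, and 2 labels of the tumor progression genes that lack a number were left out. The paper's lists are the genes that its figures show for these samples, and those for apoptosis, mammary gland morphogenesis, tumor progression, glycolysis and glycogen, and browning are shown there as differentially expressed, so that a test of these 5 lists could hardly come out otherwise.

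The genes named are those that the paper names in its text for the MFP and tumor RNA-Seq or shows by name in Figure 7 or Supplemental Figure 19, *Cd36* and *Fabp4*, in each tissue and direction up to 5 called protein-coding genes with the smallest p whose groups lie apart, and the 3 most abundant members of each hand-written list. The rule was written for every gene in the paper's text, but genes that the paper names only for other experiments, such as *Adgre1*, *Arg1* and *Clec10a*, or as primers were not followed through the alternatives. In the MFP these 3 had log2 fold changes of 1.08, -2.23 and 0.84, with adjusted p-values of 0.111, 0.390 and 0.226 by edgeR's quasi-likelihood test, and in tumors -0.25, -1.05 and -1.87, with 0.898, 0.890 and 0.890. Names outside this rule are the 7 glycolysis genes that are not specific to muscle, which were written down with the prediction that they test. Of 108 named genes, 26 have exons that overlap another gene, 6 of them on the same strand and 20 on the opposite strand only, and their counts are uncertain because the counting is not stated to use the strand.

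Sequencing depth was similar between groups, with group medians of 17619744 and 19590187 counted reads in the MFP and 17679718 and 18104886 in tumors. Each pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom between 37.7 and 188. Principal components were computed on log2(FPKM + 1), and expressed genes were counted at a group mean FPKM above 1. The interaction of genotype with tissue was tested in all 10 samples over 18519 genes.

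The tests were run on simulated counts drawn from the means and library sizes of these samples, with 200 genes changed, in 3 draws. At a simulated log2 fold change of 2, edgeR recovered between 130 and 142 of 193 to 197 changed genes in the MFP, with 7 to 15 false calls, and between 0 and 15 of 188 to 193 in tumors, with 0 to 5 false calls. At 4 it recovered 185 to 192 of 193 to 196 in the MFP and 140 to 156 of 187 to 193 in tumors. DESeq2 recovered 162 to 177 of 200 in the MFP at 2, with 62 to 71 false calls, and 102 to 117 in tumors, with 75 to 103 false calls. A list of raised genes was recovered in every draw by all 3 list tests in the MFP. In tumors camera with the preset correlation recovered it in every draw, fry in some draws and camera with an estimated correlation in none, at 2 and at 4. Genes were drawn independently of each other, so that the draws do not test false calls for lists whose genes vary together.

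The alternatives were DESeq2 1.42.0, RLE size factors, library size only, a looser and a stricter filter on low counts, the adjusted p alone, all 10 samples in the fit, the replicate number as a block, library sizes without skeletal muscle genes, a score of skeletal muscle or adipocyte RNA as a covariate, FPKM in place of CPM, fry, camera with an estimated correlation, lists without muscle and adipocyte members, the Reactome sets that come with fgsea 1.28.0, other pseudocounts and FPKM limits, and each replicate left out in turn. The paper's Hallmark and KEGG sets were not used here.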

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

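The comparisons with the tumor that held the most muscle RNA, of the interaction genes with the MFP calls and of the brown adipocyte list with the muscle list were chosen only after the result was seen.

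Skeletal muscle genes, which the paper does not discuss, were lower in the MFP of PyMT-RID ad mice. The 19 tested contractile genes of the muscle list had a median log2 fold change of -6.10 (adjusted p = 4.44e-19 by limma's camera; 0.0105 by fry; 0.201 with an estimated correlation), and 16 were called over all genes. Of the 20 genes written down, 0 are in any other list. They held 6.42%, 8.83% and 7.42% of the counts in PyMT mice and 0.0786%, 0.0201% and 0.243% in PyMT-RID ad mice. The most abundant were *Myh4*, with 19812 ± 1060 CPM (SD, n = 3) in PyMT and 233 ± 267 CPM (SD, n = 3) in PyMT-RID ad mice, *Acta1*, with 12084 ± 1639 and 173 ± 156 CPM (SD, n = 3 each), and *Atp2a1*, with 9476 ± 1129 and 93.0 ± 92.0 CPM (SD, n = 3 each), whose exons overlap a gene on the other strand. With 1 mouse left out the calls of these 3 genes were each lost without PyMT replicate 3 (0.106, 0.0650 and 0.0676 by edgeR's quasi-likelihood test) and without PyMT-RID ad replicate 1 (0.113, 0.0764 and 0.0814), and also with all 10 samples in the fit (0.191, 0.0736 and 0.0848). Over all alternatives their adjusted p ran from 4.22e-16 to 0.999, 2.07e-19 to 0.993 and 6.27e-19 to 0.995. The highest of each was that with the muscle score as a covariate. Muscle RNA in the PyMT samples is a candidate source of the contractile and the glycolysis and glycogen genes lower in PyMT-RID ad mice. The contractile genes fell further (-6.10) than the glycolysis and glycogen genes (-4.56), and both lists ranked the 3 mice in the same order within each group. The brown adipocyte list, which was lower as well, ranked the 3 mice in the order of the muscle list in 0 of the 2 groups and in the opposite order in both, so muscle RNA is not offered for it, and with 3 mice per group the fall of that list stays open. The browning genes of the paper are another list, for which this ranking was not made. Whether the muscle entered at dissection or differs between genotypes cannot be read from these libraries. In the tumor with the most muscle RNA, 40.1% of the 414 genes lower in the MFP that were tested in tumors were at their highest, against 22.0% of all 17064 genes, and 38.8% outside the muscle list; this rests on 1 library and decides nothing. With a score of the muscle list as a covariate 0 genes were called in the MFP and 691 had an unadjusted p under 0.05, but the score separates the groups and that fit cannot part the muscle score from genotype.

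Lower glycolysis outside muscle is the biological alternative, which the design gives through the genotype. The 7 glycolysis genes that are not specific to muscle had a median log2 fold change of -0.99 (adjusted p = 5.47e-05 by limma's camera for this list alone), with *Pgk1* (adjusted p = 0.00594 by edgeR's quasi-likelihood test) and *Pkm* (adjusted p = 0.0113 by the same edgeR test) past the threshold and *Hk1* and *Slc2a1* within 2 standard errors of 0. Muscle expresses these genes as well, so muscle RNA and lower glycolysis in adipocytes cannot be told apart for them.

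The tumor PyMT replicate 2 held skeletal muscle RNA, with a mean log2 CPM of 5.72 over the muscle list against 0.527 in PyMT replicate 1 and 0.819 and 0.670 in PyMT-RID ad tumors. *Acta1* had 5911 reads in that tumor against 69, 38 and 6 in the others. The list's median log2 fold change in tumors, over 11 tested genes, was -4.26 (adjusted p = 0.00952 by limma's camera; 0.778 by fry; 0.822 with an estimated correlation, which recovered no simulated list with 2 tumors per group), and without that tumor it was 0.013. No biological explanation was tested for this single library.

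The genotype effect differed between the MFP and tumors for 81 genes by a test of the interaction in edgeR's quasi-likelihood model, with 74 genes changing more in the positive direction in tumors and 7 in the negative, of 18519 tested and 2087 at an unadjusted p under 0.05. All 74 are called lower in the MFP, and all 7 are called higher there, while tumors had 0 calls (482 genes at an unadjusted p under 0.05), so that this comparison could hardly come out otherwise and says nothing on muscle RNA. Of the 74, 0 are in the contractile list, while *Pfkm*, the gene of the muscle-type phosphofructokinase, is among them. The contractile list fell in tumors too, by a median of -4.26, through PyMT replicate 2. Its absence from the 74 therefore does not count against muscle RNA. Tissue and time on the diet change together here. With 1 MFP mouse left out the numbers were 46 and 6 without PyMT replicate 1, 4 and 0 without PyMT replicate 2, 4 and 0 without PyMT replicate 3, 13 and 0 without PyMT-RID ad replicate 1, 20 and 0 without PyMT-RID ad replicate 2 and 49 and 2 without PyMT-RID ad replicate 3.

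Adipocyte genes, outside those the paper discusses for tumor RNA, were lower in PyMT-RID ad tumors, with 14 of 14 lower and a median log2 fold change of -2.31 (adjusted p = 7.26e-08 by limma's camera; 0.654 by fry; 0.822 with an estimated correlation, a test with the same limit). Of the 14 genes, 4 are also in another hand-written list and 1 in one of the paper. By edgeR's quasi-likelihood test 0 were called over all genes, with 4 at an unadjusted p under 0.05. DESeq2's Wald test called 1, with 7 at an unadjusted p under 0.05. The 14 genes held 0.0367% and 0.0594% of the counts in PyMT tumors and 0.0256% and 0.0123% in PyMT-RID ad tumors. The median was -1.57 without PyMT replicate 2, -5.47 without PyMT-RID ad replicate 1 and -1.50 without PyMT-RID ad replicate 2. Tissue taken with the tumor, fewer adipocytes within it and lower expression in adipocytes were not separated.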

How the results depend on the processing

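The alternatives were set before the data were examined, except leaving out each replicate for the principal components, the expressed genes and the interaction, which was chosen after seeing the data. Where a value changed and no cause is given, the cause was not tested.

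In the MFP, 139 genes were called higher and 620 lower. DESeq2's Wald test called 356 higher and 840 lower, RLE size factors 141 and 622, and library size only 148 and 554. With at least 10 counts in every sample 104 and 386 were called, where fewer genes were tested, and with all 10 samples in the fit 68 and 485. The looser filter gave 194 and 726, library sizes without muscle genes 132 and 631, and the adjusted p alone 162 and 705. Across the 6 fits that each left out 1 mouse, 27 (without PyMT replicate 3) to 244 (without PyMT replicate 1) genes were called higher and 426 to 845 lower. Of the 139 and 620 genes, DESeq2 called 138 and 620, and the fit without PyMT replicate 3 called 27 and 419.

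With the muscle score as a covariate 0 genes were called higher and 0 lower, with 691 at an unadjusted p under 0.05. That score separates the groups, so the fit cannot tell genotype from muscle RNA. The log2 fold change then changed sign for *Cd200* (-0.79), *Ccl24* (-0.23), *Cxcl10* (-2.66), *Cxcl15* (-3.16), *Isg20* (-0.24), *Timp3* (-0.25), *App* (-0.051), *Il12a* (1.97), *Tnf* (1.05), *Ptgs2* (0.96), *Saa3* (5.74), *Cd36* (-0.50), *Fabp4* (-0.48), *Lpl* (-0.61), *Cfd* (0.90), *Krt8* (-0.15) and *Wfdc18* (4.72), with adjusted p-values of 0.990 to 0.998 by edgeR's quasi-likelihood test. *Cfd*, at -0.0039 by the test in use, was 0.0061 with all 10 samples and 0.10 with library size only.

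The replicate number as a block called 98 genes higher and 523 lower in the MFP, sharing 78 and 511 with the fit without it, and 0 in tumors, where 423 genes had an unadjusted p under 0.05; *Cfd* was at 0.028 under the block. Under it 6 named genes called otherwise were not called in the MFP. These were *Gapdh* (adjusted p = 0.0541 by edgeR's quasi-likelihood test), *Cd200* (0.0577), *Cox7a1* (0.0612), *Il12a* (0.0697), *Cxcl17* (0.0853) and *Hspb7* (0.0945). Under the block 3 lists in the MFP (proinflammatory genes, adipocytes and macrophages) and 1 in tumors (brown adipocytes) passed the threshold. The block changed no other call of a named gene or list. Samples with the same number share only that number. Their deviations from the group means correlated at 0.406, -0.196 and 0.149 in the MFP and at 0.0493 in tumors.

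Leaving out 1 mouse moved the log2 fold change of *Saa3* from -0.80 (without PyMT-RID ad replicate 3) to 0.37 (without PyMT replicate 3), that of *Cfd* from -0.24 (without PyMT replicate 2) to 0.17 (without PyMT replicate 3) and that of *C1qa* from -0.0078 (without PyMT replicate 1) to 0.37 (without PyMT replicate 3). For gene lists in the MFP the adjusted p by limma's camera ranged from 4.78e-04 (without PyMT replicate 2) to 0.951 (without PyMT replicate 1) for luminal epithelium, from 0.186 (without PyMT-RID ad replicate 2) to 0.950 (without PyMT-RID ad replicate 3) for basal epithelium, from 0.701 (without PyMT-RID ad replicate 3) to 0.960 (without PyMT replicate 2) for core apoptosis, from 0.555 (without PyMT replicate 2) to 0.912 (without PyMT-RID ad replicate 3) for insulin and PI3K-Akt, and from 0.556 (without PyMT-RID ad replicate 2) to 0.965 (without PyMT replicate 2) for the NF-kB response, with a change of direction in each. The direction changed without PyMT replicate 1 for luminal epithelium, basal epithelium (0.693), core apoptosis (0.951) and insulin and PI3K-Akt (0.702), without PyMT replicate 2 for the NF-kB response, without PyMT-RID ad replicate 1 for core apoptosis (0.815) and without PyMT-RID ad replicate 3 for insulin and PI3K-Akt. The direction is that of camera, which for core apoptosis was higher with all mice, against the sign of its median. These lists have members that go both ways.

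With camera's correlation estimated from the data, 0 lists were called higher and 0 lower in the MFP, against 9 and 5 with the preset value, 5 of them lists of genes that the paper shows as differentially expressed in these samples. With the estimated correlation the adjusted p by limma's camera was 0.406 for TAM markers, 0.201 for immunoregulatory molecules, 0.123 for chemokines, 0.123 for apoptosis, 0.0684 for glycolysis and glycogen, 0.123 for mammary gland morphogenesis, 0.133 for tumor progression and 0.0848 for browning. Under fry 5 were called higher and 4 lower, the TAM list had an adjusted p of 0.0876 by limma's fry, and the Wnt list changed direction (0.861). In tumors 1 list was called higher and 8 lower by camera, and 0 and 0 by fry and by the estimated correlation; with 2 tumors per group the latter recovered no simulated list and fry one in some draws only, which limits these 2 tests. With Reactome sets in place of the hand-written lists the direction changed for core apoptosis in the MFP (adjusted p = 0.480 by limma's camera) and in tumors (0.813), Wnt signaling in the MFP (0.371), insulin and PI3K-Akt in tumors (0.889) and, in a second set, in the MFP (0.889), and glycolysis in tumors (0.136).

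In tumors 0 genes were called by edgeR's quasi-likelihood test, with 326 higher and 156 lower at an unadjusted p under 0.05. DESeq2 called 41 and 9, with 713 and 337 at an unadjusted p under 0.05. Keeping all genes with at least 1 count called 127 and 46, with 1083 and 726 unadjusted, and using all 10 samples called 0 and 0, with 851 and 695 unadjusted. With the adipocyte score as a covariate, which leaves 1 residual degree of freedom, 225 and 54 passed the unadjusted criterion, and the sign changed for *Acta1* (0.098), *Pnpla2* (0.022), *Srebf1* (0.41), *Scd1* (0.38), *Ctnnb1* (-0.34), *Csnk1a1* (-0.043), *Pik3r1* (0.41), *Akt1* (-0.27), *Foxo3* (0.31), *Mki67* (-0.80), *Top2a* (-0.54) and *Pcna* (-0.45), each with an adjusted p of 1 by edgeR's quasi-likelihood test. At a simulated log2 fold change of 2, edgeR recovered at most 15 of 188 to 193 changed genes with 2 tumors per group, which limits what this test shows at that size of change. At 4 it recovered 140 to 156 of 187 to 193, and at 2 DESeq2 recovered 102 to 117 of 200, with 75 to 103 false calls.

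Leaving out 1 tumor gave log2 fold changes with no test, from -7.75 (without PyMT-RID ad replicate 1) to 0.39 (without PyMT replicate 2) for *Atp2a1*, -5.72 (without PyMT replicate 1) to 2.71 (without PyMT replicate 2) for *Ttn*, -0.56 (without PyMT-RID ad replicate 1) to 0.26 (without PyMT-RID ad replicate 2) for *Srebf1*, -0.0068 (without PyMT-RID ad replicate 2) to 0.050 (without PyMT-RID ad replicate 1) for *Csnk1a1*, -0.14 (without PyMT-RID ad replicate 2) to 0.46 (without PyMT-RID ad replicate 1) for *Akt1*, -0.28 (without PyMT-RID ad replicate 1) to 0.15 (without PyMT-RID ad replicate 2) for *Foxo3*, -0.12 (without PyMT-RID ad replicate 2) to 1.60 (without PyMT-RID ad replicate 1) for *Mki67* and -0.13 (without PyMT-RID ad replicate 2) to 0.45 (without PyMT-RID ad replicate 1) for *Pcna*. The list medians ran from -0.0043 (without PyMT-RID ad replicate 2) to 0.21 (without PyMT replicate 2) for Wnt, -0.056 (without PyMT-RID ad replicate 2) to 0.017 (without PyMT replicate 2) for insulin and PI3K-Akt, -5.15 (without PyMT replicate 1) to 0.013 (without PyMT replicate 2) for skeletal muscle and -0.25 (without PyMT-RID ad replicate 2) to 1.60 (without PyMT-RID ad replicate 1) for proliferation.

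Component 1 held 41.5% of the variance with each gene scaled, and 58.4% (without PyMT-RID ad replicate 2) to 74.7% (without PyMT replicate 1) with 1 mouse left out; component 2 held 13.7% to 29.2% (the same mice in reverse). The interaction gave 249 and 81 genes when all genes with at least 1 count were kept, and from 4 (without MFP PyMT replicate 2 or 3) to 49 (without MFP PyMT-RID ad replicate 3) and from 0 (without MFP PyMT replicate 2 or 3 or PyMT-RID ad replicate 1 or 2) to 6 (without MFP PyMT replicate 1) with 1 MFP mouse left out.

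Of the other comparisons for single named genes in the MFP, 65 fell below the threshold and 19 rose past it over the alternatives that kept all mice, 43 of the 65 under the muscle covariate, 15 with all 10 samples in the fit, 6 under the block and 1, *Cxcl17*, with library size only. Those lost with all 10 samples were *Gipc2*, *Lmx1b*, *Acta1*, *Nrxn3*, *Atp2a1*, *Il12a*, *Ttc6*, *Hspb7*, *Myh4*, *Fgfr2*, *Foxa1*, *Ido1*, *Cxcl17*, *Acsbg1* and *Wnt4*, listed from the lowest adjusted p (0.0551 by edgeR's quasi-likelihood test) to the highest (0.454). That fit takes a shared spread from MFP and tumors, so that a call lost there can come from differences between tumors. With 1 mouse left out 45 fell below it, 17 of these without PyMT replicate 3, and 6 rose past it. In tumors 6 rose past it. For marker lists in the MFP without a mouse, 8 fell below the threshold and 8 rose past it. In tumors, where leaving out a mouse gives no test, the Reactome set of muscle contraction fell below the threshold (adjusted p = 0.691 by limma's camera), and in the MFP the Reactome set of AMPK signaling passed it (adjusted p = 0.0166).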

Differences from the paper's values

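No test here was chosen only after the result was seen.

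The paper's number of upregulated genes in the MFP is 361, and edgeR's quasi-likelihood test called 139. Of the alternatives set before the data were examined, DESeq2's Wald test (356) and the fit without PyMT replicate 1 (244) came within 1.5 times of the paper's number, and the other alternatives did not, from 0 with the muscle covariate to 194 with all genes that had at least 1 count. The paper's methods name DESeq2.

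The paper states that *Cd68*, *Cd163* and *Mrc1* are upregulated in the MFP, and none of the 3 was called by edgeR's quasi-likelihood test, with adjusted p-values of 0.254, 0.0757 and 0.0684 and all 3 at an unadjusted p under 0.05. *Cd163* was called by DESeq2's Wald test (adjusted p = 0.00646) and with all genes that had at least 1 count (adjusted p = 0.0308 by edgeR). *Mrc1* was called without PyMT-RID ad replicate 1 (adjusted p = 0.0312 by edgeR); its adjusted p was 0.0120 by DESeq2 at a log2 fold change of 0.96, under the limit of 1. No setting called *Cd68*. Over all alternatives the adjusted p ran from 0.0849 to 0.990 for *Cd68*, 0.00646 to 0.990 for *Cd163* and 0.0120 to 0.990 for *Mrc1*. The value of 0.990 is that with the muscle covariate, which cannot be parted from genotype.

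The paper states that multiple chemokines and apoptosis genes are upregulated, and 1 of 8 and 0 of 17 were called by edgeR's quasi-likelihood test, with 5 and 14 at an unadjusted p under 0.05. *Cxcl13* was called by DESeq2's Wald test (adjusted p = 0.00422) and with all genes that had at least 1 count (0.0432 by edgeR), and *Cxcl15* by DESeq2 (adjusted p = 0.00287), with that filter (0.0422) and without PyMT-RID ad replicate 3 (0.0103). *Isg20* was called by DESeq2 (adjusted p = 0.00667), with library size only (0.0421) and without PyMT replicate 1 (0.0424), *Dcn* by DESeq2 (adjusted p = 0.0420), *Anxa1* with library size only (0.0441 by edgeR) and without PyMT replicate 1 (0.0321), and *Timp3* without PyMT replicate 1 (0.0227). The highest adjusted p over the alternatives was that with the muscle covariate, 0.514 for *Cxcl13* and 0.990 to 0.994 for the other 5.

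The paper states that the glycolysis and browning genes it names are downregulated. *Aldoa* was not called by edgeR's quasi-likelihood test (adjusted p = 0.0657), and was called by DESeq2 (adjusted p = 1.72e-08), with library size only (0.0317), with all genes that had at least 1 count (0.0178) and with all 10 samples in the fit (0.0187). *Cidea* was not called (adjusted p = 0.0549 by edgeR), and was called by DESeq2 (adjusted p = 9.83e-05), with library size only (0.0480), with all genes that had at least 1 count (0.00945) and without PyMT replicate 2 (0.0336). With the muscle covariate the adjusted p was 0.990 for *Aldoa* and 0.514 for *Cidea*, the highest of the alternatives.

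The paper states that the PI3K-Akt pathway is downregulated in the MFP, and the hand-written list had a median log2 fold change of -0.014 with 17 genes higher and 19 lower. No alternative run for this list, Reactome sets and leaving out each mouse included, passed the threshold (adjusted p from 0.555 to 0.980 by limma's camera or fry).

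The legend of Supplemental Figure 18 states that the Hallmark apoptosis genes are enriched in PyMT-RID ad mice. That set was not used here. A hand-written list of 28 genes of the apoptosis machinery had a median log2 fold change of -0.046 in the MFP (adjusted p = 0.874 by limma's camera), and the Reactome apoptosis set, with 136 genes tested, had -0.042 (adjusted p = 0.480 by limma's camera). No alternative run for the hand-written list passed the threshold (adjusted p from 0.480 to 0.960 by limma's camera or fry). By camera the direction of that list was higher, against the sign of its median, and it changed to lower without PyMT replicate 1 (adjusted p = 0.951), without PyMT-RID ad replicate 1 (adjusted p = 0.815) and with the Reactome set.

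The paper states that AMPK signaling is significantly lower and Wnt and PI3K-Akt signaling significantly higher in PyMT-RID ad tumors. By limma's camera the adjusted p was 0.198, 0.433 and 0.893 for these lists, and the PI3K-Akt median was -0.033. No alternative in tumors called any of them, though camera with an estimated correlation recovered no simulated list there, with an adjusted p by limma's camera or fry from 0.249 to 0.822 for AMPK, 0.227 to 0.822 for Wnt and 0.729 to 0.976 for PI3K-Akt.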

Other observations

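The tests of the 3 most abundant luminal genes and of the proliferation list without 1 tumor were chosen only after the result was seen.

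Hand-written marker lists in the MFP had median log2 fold changes, with adjusted p-values by limma's camera, of 0.41 for adipocytes (adjusted p = 0.0572), -1.81 for brown adipocytes (adjusted p = 5.14e-05), -0.053 for luminal epithelium (adjusted p = 0.0339), -0.0066 for basal epithelium (adjusted p = 0.714), 0.38 for macrophages (adjusted p = 0.0570), 0.064 for dendritic cells (adjusted p = 0.293), -0.59 for T cells (adjusted p = 0.124), 0.53 for endothelium (adjusted p = 0.0238), 0.50 for fibroblasts (adjusted p = 0.0112), -1.08 for proliferation (adjusted p = 0.0108), 0.0015 for AMPK signaling (adjusted p = 0.242) and 0.036 for Wnt signaling (adjusted p = 0.816). Camera tests the mean over a list, and its direction was higher for luminal epithelium, with 2 of its 14 genes called higher and 0 lower by edgeR, and for basal epithelium, and lower for AMPK signaling, against the sign of these medians. The brown adipocyte list alone of these lists was also called by limma's fry (0.0408). All 15 proliferation genes were lower in PyMT-RID ad mice and 0 were called by edgeR's quasi-likelihood test, with 0 at an unadjusted p under 0.05. With 1 mouse left out, the endothelium call was lost without PyMT replicate 2 (adjusted p = 0.320), PyMT-RID ad replicate 1 (0.0626) or PyMT-RID ad replicate 2 (0.0773) and the fibroblast call without PyMT replicate 2 (0.150). The adipocyte list passed the threshold without PyMT replicate 1 (0.00384), PyMT replicate 3 (0.0295) or PyMT-RID ad replicate 3 (0.0142), the macrophage list without PyMT replicate 3 (0.0240) or PyMT-RID ad replicate 1 (9.48e-04), and the T cell list without PyMT-RID ad replicate 3 (0.0176). The proliferation call was lost without PyMT replicate 2 (adjusted p = 0.150), PyMT-RID ad replicate 1 (0.0811) or PyMT-RID ad replicate 2 (0.0770), and the luminal call without PyMT replicate 1 (0.951, with a change of direction) or PyMT-RID ad replicate 3 (0.121). B cells and NK cells had 1 tested gene each in the MFP, with log2 fold changes of -0.015 and -0.86. Of the 8 brown adipocyte genes, 2 are also in a list of the paper. The macrophage, luminal, endothelium, fibroblast and proliferation lists share 0 genes with any other list.

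The same kinds of list in tumors had medians, with adjusted p-values by limma's camera, of -0.26 for luminal epithelium (adjusted p = 0.402), -0.89 for basal epithelium (adjusted p = 0.0989), -0.97 for brown adipocytes (adjusted p = 0.0697), -0.60 for macrophages (adjusted p = 0.00745), -1.18 for B cells (adjusted p = 0.00841), -1.36 for T cells (adjusted p = 0.00304), -0.073 for NK cells (adjusted p = 0.542), -1.22 for dendritic cells (adjusted p = 0.0698), -0.058 for endothelium (adjusted p = 0.630), -0.67 for fibroblasts (adjusted p = 0.00745), -0.081 for core apoptosis (adjusted p = 0.715) and -0.62 for NF-kB response (adjusted p = 0.0244). The paper's MFP lists had medians in tumors of -0.23 for TAM markers (adjusted p = 0.715), 0.29 for immunoregulatory molecules (adjusted p = 0.702), -0.44 for chemokines (adjusted p = 0.702), -0.039 for apoptosis (adjusted p = 0.715), -0.61 for glycolysis and glycogen (adjusted p = 0.402), -0.097 for mammary gland morphogenesis (adjusted p = 0.891), 0.22 for tumor progression (adjusted p = 0.891) and -1.10 for proinflammatory (adjusted p = 0.00867). The direction by camera was against the sign of the median for immunoregulatory molecules, tumor progression (both lower) and mammary gland morphogenesis (higher). None of these calls was made by fry, which recovered a simulated list in some draws only with 2 tumors per group, or with an estimated correlation, which recovered none. Of the browning genes 2 were tested in tumors, of which 1 was higher and 1 lower, with 0 called and 0 at an unadjusted p under 0.05. The PyMT-RID ad tumor replicate 2 had the lowest mean log2 CPM of the 4 tumors for, among others, macrophages (4.93), T cells (-1.61) and fibroblasts (5.36).

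A larger share of epithelial RNA may raise the mammary gland genes in PyMT-RID ad mice. The luminal list had a median log2 fold change of -0.053, with 6 genes higher and 8 lower, while limma's camera called the list higher (adjusted p = 0.0339; 0.440 by fry, 0.649 with an estimated correlation, 0.121 by camera without PyMT-RID ad replicate 3 and 0.951 in the other direction without PyMT replicate 1). A list whose genes go both ways decides nothing. Of its 3 most abundant genes, *Krt18* changed by 0.92 (standard error 0.49), *Krt8*, which overlaps a gene on the other strand, by 0.65 (standard error 0.58) and *Wfdc18* by -1.57 (standard error 1.16), against the median of 2.24 of the mammary gland morphogenesis genes. The highest value of the 3 with 1 mouse left out was 1.37. All 3 lie below that median. The mammary gland genes are those the paper marks as changed in these samples, which favors a high median. The comparison therefore cannot decide on a larger share of luminal cells, which stays open. A change in a subset of luminal cells, and an effect of genotype on these genes, stay open as well and were not tested.

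The rise of the TAM genes might come from the library share that muscle RNA took in the PyMT samples. The genes called lower held 12.0%, 16.5% and 14.0% of the counts in PyMT mice and 1.02%, 0.955% and 1.32% in PyMT-RID ad mice, which allows a shift of at most 0.25 on the log2 scale, and the median of the TAM genes was 0.83 with library sizes without muscle genes and 0.96 with library size only. These values argue against it. A larger share of macrophage RNA stays open. The TAM genes rose by 0.479 on the log2 scale more than other macrophage markers (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Of the abundant macrophage genes, *Lyz2* changed by 0.97, *Lgals3* by 0.47 and *C1qa* by 0.16 (-0.0078 without PyMT replicate 1).

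Of the 10 splits of the 6 MFP samples into 3 and 3, 1 gave as many called genes, the split by genotype with 759 and 2776 at an unadjusted p under 0.05, and the others gave 0. At an unadjusted p under 0.05 the others gave 61 to 832 genes, except the split that placed PyMT replicate 1 with PyMT-RID ad replicates 1 and 2, which gave 2791, more than the split by genotype. For gene lists 2 of the 10 splits gave as many calls, 14, the other placing PyMT replicate 1 with PyMT-RID ad replicates 2 and 3, and the remaining splits gave 5 to 10. The 5 lists of genes that the paper shows as differentially expressed in these samples favor the split by genotype. With 10 splits the share cannot go under 0.1.

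*Gapdh* counts in the MFP varied between libraries, also within PyMT mice, with 242, 6898 and 5097 reads against 50, 100 and 76 in PyMT-RID ad mice. Reads shared with processed pseudogenes might cause this, but the 5 genes described as *Gapdh* pseudogenes had 0 to 7 reads per MFP library, and over the 6 libraries the SD of log2(CPM + 1) was 3.01 for *Gapdh* and the pseudogenes together and 3.02 for *Gapdh* alone. Reads that were not counted, or a strain variant, were not tested, and exons of *Gapdh* overlap a gene on the other strand.

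The paper measured CD36 and FABP4 as proteins in tumors. Their RNA was lower in PyMT-RID ad tumors, with *Cd36* at 28.7 ± 12.1 CPM (SD, n = 2) and 6.63 ± 3.67 CPM (SD, n = 2), a log2 fold change of -2.12 (standard error 0.58, adjusted p = 0.890 by edgeR's quasi-likelihood test). *Fabp4* had 67.3 ± 37.4 CPM (SD, n = 2) and 13.9 ± 0.790 CPM (SD, n = 2), a log2 fold change of -2.28 (standard error 0.47, adjusted p = 0.890 by the same edgeR test). Over all genes 0 of the 2 were called and both had an unadjusted p under 0.05; adjusted over the list alone, 2 passed. *Fabp4* was called by DESeq2's Wald test (adjusted p = 0.00729), and with all genes that had at least 1 count both were (adjusted p = 0.0451 for *Cd36* and 0.00208 for *Fabp4* by edgeR). Over all alternatives the adjusted p ran from 0.0451 to 1 for *Cd36* and from 0.00208 to 1 for *Fabp4*. Leaving out PyMT replicate 2 gave log2 fold changes of -1.61 and -1.56. Adipocytes express both genes, and the fall of the adipocyte list (-2.31) is of similar size. In the MFP *Cd36* changed by 0.66 and *Fabp4* by 0.41, and neither had an unadjusted p under 0.05.

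Higher proliferation genes in PyMT-RID ad tumors may rest on a single library. The median of the list was 1.00 with all 4 tumors, -0.25 without PyMT-RID ad replicate 2 and 1.60 without PyMT-RID ad replicate 1. Whether that tumor differs for a technical or a biological reason was not tested.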
